# DNA sequence and chromatin differentiate sequence-specific transcription factor binding in the human malaria parasite *Plasmodium falciparum*

**DOI:** 10.1093/nar/gkae585

**Published:** 2024-07-05

**Authors:** Victoria A Bonnell, Yuning Zhang, Alan S Brown, John Horton, Gabrielle A Josling, Tsu-Pei Chiu, Remo Rohs, Shaun Mahony, Raluca Gordân, Manuel Llinás

## Abstract

Development of the malaria parasite, *Plasmodium falciparum*, is regulated by a limited number of sequence-specific transcription factors (TFs). However, the mechanisms by which these TFs recognize genome-wide binding sites is largely unknown. To address TF specificity, we investigated the binding of two TF subsets that either bind CACACA or GTGCAC DNA sequence motifs and further characterized two additional ApiAP2 TFs, PfAP2-G and PfAP2-EXP, which bind unique DNA motifs (GTAC and TGCATGCA). We also interrogated the impact of DNA sequence and chromatin context on *P. falciparum* TF binding by integrating high-throughput *in vitro* and *in vivo* binding assays, DNA shape predictions, epigenetic post-translational modifications, and chromatin accessibility. We found that DNA sequence context minimally impacts binding site selection for paralogous CACACA-binding TFs, while chromatin accessibility, epigenetic patterns, co-factor recruitment, and dimerization correlate with differential binding. In contrast, GTGCAC-binding TFs prefer different DNA sequence context in addition to chromatin dynamics. Finally, we determined that TFs that preferentially bind divergent DNA motifs may bind overlapping genomic regions due to low-affinity binding to other sequence motifs. Our results demonstrate that TF binding site selection relies on a combination of DNA sequence and chromatin features, thereby contributing to the complexity of *P. falciparum* gene regulatory mechanisms.

## Introduction

Sequence-specific transcription factors (TFs) bind a core DNA sequence motif through base-specific contacts using the major and/or minor groove of DNA (1–6). Eukaryotic TFs often form base-specific contacts with short DNA motifs (6-8mers), with additional preferences to adjacent sequence context through non-base-specific interactions (1–8). However, the nature of these protein-DNA interactions is more complex than simply recognizing a specific DNA motif, since, for any given TF, only a fraction of the total possible genome-wide sites are bound (1,7–9). Numerous features such as DNA sequence context, local DNA topography, post-translational modifications (PTMs) of the TF or histones, TF protein concentration, TF timing of expression, DNA methylation patterns, protein-interaction partners, and chromatin state can all influence TF binding site recognition (1,5,10–17). Since dysregulation of TF binding can be deleterious such as in cancer (i.e. p53 and MYC) (18,19) or can impact stress tolerance in plant crops (*i.e*. AP2/ERFs) (20–23), determining how individual TFs select and bind to cognate DNA motifs *in vivo* is central to understanding gene regulatory networks.

In general, eukaryotes encode expanded TF families that arise through gene duplication events and subsequent diversification, resulting in evolutionarily conserved DNA-binding domains (DBDs) that bind highly similar DNA sequences (i.e. paralogous domains) (1,7,8,24,25). Paralogous TFs are highly represented in model eukaryotes from unicellular (e.g. yeast) to multicellular (e.g. mammals) organisms, have been shown to function in both unique or redundant manners, and govern alternate transcriptional regulatory networks in different cell types (25–27). The most well-studied example is the homeobox domain (HOX) TF family in animals, which contains many paralogous TFs that all recognize A/T-rich DNA motifs (28). While HOX TFs recognize similar DNA motifs *in vitro*, they have highly divergent *in vivo* functions. This specificity is largely due to moderate- and low-affinity binding events driven by a combination of factors including the DNA sequence context surrounding the A/T-rich HOX motifs, interactions with divergent co-factors inducing latent specificities, and varying abilities to bind inaccessible chromatin (11,17,28–30).

Single-celled eukaryotes, such as yeast, have served as models to explore the unique expansion of paralogous TF binding in the absence of multicellularity (31–36). Yeast paralogous TFs generally regulate vastly differing target genes, often in response to diverse extracellular environments (37,38). Similarly, single-celled, eukaryotic Apicomplexan parasites encode TFs with paralogous DBDs. However, the number of paralogous domains in apicomplexans are drastically reduced due to genome reduction following evolutionary adaptation to a parasitic lifestyle (39,40). The Apicomplexan human malaria parasite, *Plasmodium falciparum*, presents a unique opportunity to explore the challenge of paralogous protein–DNA specificity as it has evolved surprisingly few TFs and possesses a limited repertoire of sequence-specific TFs (41,42). These TFs are thought to act through an array of unique DNA sequence motifs found in regulatory regions upstream of transcription start sites (TSSs) (41–47) in the context of a 22.9 Mb genome that is one of the most A/T-rich genomes sequenced to date (ranging from 85% genome-wide up to 90% A/T in intergenic regions) (43).

The *P. falciparum* genome encodes thirteen homeodomain-like (HD) (48) proteins, ten myeloblastosis (MYB) (49,50) proteins, three high mobility group box (HMGB) (51,52) domain-containing proteins as well as an expanded set of 170 diverse zinc finger domain proteins (53–55) that are largely uncharacterized to date (43,44,46). The largest and best characterized family of *P. falciparum* TFs (<30 members) is the Apicomplexan APETALA2 (ApiAP2) family of DNA-binding proteins that contain one to three AP2 DBDs (41,42,56–58). APETALA2/Ethylene response factor (AP2/ERF) TFs are also one of the most highly represented TF families in plant-lineage genomes (58) and have no mammalian counterparts. AP2/ERF protein-DNA recognition occurs via three anti-parallel beta-strands directly interacting with the DNA major groove, a recognition modality that is consistent in both plant and Apicomplexan AP2/ERF protein–DNA complexes (61–67). Plant AP2/ERFs have highly paralogous DBDs that all recognize a GCC-box DNA motif, with well-defined activation and repression domains (23,61–63). In contrast, ApiAP2 proteins have more divergent AP2 domains that recognize a wide variety of over 20 unique DNA motifs and contain surprisingly few additional functional domains (41,56,57).

*P. falciparum* critically relies on precise regulation of gene expression throughout its lifecycle (59,60,68–70). In addition to the 48-hour asexual replicative cycle in human erythrocytes, *P. falciparum* parasites undergo several major developmental stages. These include sexual development for transmission between human and mosquito, growth and replication in the mosquito midgut, maturation in the mosquito salivary glands, and replication in human hepatocytes. These transformations all rely on the action of sequence-specific TFs in concert with epigenetic regulation (59,60) to program cellular differentiation, genome maintenance, immune system evasion, and development of the malaria parasite (57,58). In this study, we interrogated the relevance of both DNA sequence and chromatin context on the genomic binding site selection of several paralogous and non-paralogous DBDs from TFs in *P. falciparum*. To do this, we generated a novel *P. falciparum*-specific genomic-context protein-binding microarray (gcPBM). Using the gcPBM, we simultaneously probed protein-DNA interactions between DBDs and all intergenic instances of its cognate DNA motif directly from the *P. falciparum* genome (10,12). We also used comparative bioinformatic analyses to explore features of the chromatin environment such as genome-wide TF occupancy, chromatin accessibility, and epigenetic histone PTMs (47,71–73). Our findings suggest that a subset of *P. falciparum* TFs are greatly impacted by DNA sequence context while others are influenced by a complex interplay between TF timing of expression, genome-wide occupancy, and the chromatin landscape. Understanding ApiAP2 DNA-binding selectivity has direct implications for targeting the regulation of parasite development as a potential for new therapeutic intervention strategies.

## Materials and methods

### Protein induction and affinity purification

All experiments were conducted using purified AP2 DNA-binding domains (DBDs) (starred [*] in Figure 1A; Supplementary Figure S1A) fused to an N-terminal glutathione-S-transferase (GST) tag and was purified as demonstrated previously (41,42). Briefly, each AP2 domain was previously cloned into the pGEX-4-T1 vector (GE Life Sciences) and transformed into BL21-CodonPlus (DE3)-RIL *E. coli (*Stratagene) for protein production using Isopropyl β-d-1-thiogalactopyranoside (IPTG) induction (41). Verification of a successful GST-tagged AP2 protein purification by GST-affinity purification (Thermo Scientific Pierce Glutathione Superflow Agarose beads) was demonstrated by running protein samples on 4-15% stacking SDS-PAGE gel and stained with Coomassie Blue. Integrity of the GST tag was subsequently checked via western blotting of the purified recombinant protein using anti-GST antibodies (Invitrogen 71-7500) [1:1,500 dilution]. The homeodomain from HDP1 was tagged and purified similarly with modifications (48) and gifted to us for the gcPBM experiments from the Kafsack lab at Cornell University.

**Figure 1.**
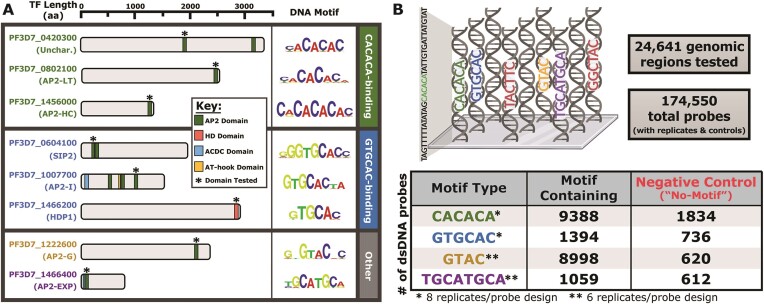
Multiple *P. falciparum* TFs with overlapping sequence preferences and design of the *P. falciparum* genomic-context protein-binding microarray (gcPBM). (**A**) Graphical representation of each TF examined in this study categorized into ‘CACACA-binding’, ‘GTGCAC-binding’, and ‘Other’. Protein lengths (in number of amino acids) are drawn to scale. Predicted protein domains were determined using NCBI Conserved Domain Search or defined by previous literature. Position weight matrix (PWM) logos are from previously published universal protein-binding microarray (PBM) experiments. * Denotes the DNA-binding domains (DBDs) tested in this study; (**B**) Graphical representation of the *P. falciparum* gcPBM design. Position weight matrix (PWM) data was searched against intergenic regions of the *P. falciparum* genome (Pfalciparum3D7; version 3, release 38) and categorized into four motif types (CACACA, GTGCAC, GTAC and TGCATGCA). All sequences were replicated eight(*) or six(**) times. Microarray graphic was created with BioRender.com.

### Universal protein-binding microarray (PBM) for quality control

Each purified GST-tagged DBD stock was validated for DNA-binding specificity using 4 × 44k universal protein-binding microarrays (PBMs) (Agilent Technologies), as described previously (10,41,42,48,74,75), before testing on the *Plasmodium falciparum*-specific genomic-context protein-binding microarray (gcPBM) design. The experiments were repeated, as previously demonstrated (41,42), with the exception that they were tested on protease-treated, re-used arrays, to determine the amount of protein necessary to generate signal within the linear range of the GenePix 4300B Microarray Scanner (Molecular Devices) at a resolution of 5μm. In brief, the microarray stripping protocol (74) includes: (1) an overnight incubation in a protease solution (350 units of protease [Sigma 537088], 10% v/v SDS, and 10 mM EDTA), three washes in 1x PBS with 0.5% v/v Tween20, a final rinse in 1× PBS, then scanning for Alexa488 signal to ensure digestion of protein from the previous experiment. The PBM method includes 5 major steps (74) with 1xPBS with 0.01-0.5% v/v Tween20 washes in between each step: (1) Blocking the microarray with 2% w/v milk in 1× PBS for one hour in the dark, (2) Applying the protein-binding mixtures to the microarray for one hour, (3) Probing protein-DNA interactions with an anti-GST, rabbit IgG, Alexa488-conjugated antibody (1:40 dilution in 2% w/v milk blocking solution; Invitrogen, A11131) for one hour, (4) Scanning the microarray for Alexa488 signal (GenePix Pro version 7.2 software), and (5) Identifying enriched DNA motif using a gapped 8-mer DNA motif-searching perl script modified from original script (74) to normalize only based on local neighboring probes instead of Cy3 signal introduced from double-stranding the microarray.

### Design of *Plasmodium falciparum* genomic-context protein-binding microarray (gcPBM)

Using position weight matrix (PWM) data from published work (41,42), all instances of each motif were identified in the *P. falciparum* genome (*Plasmodium falciparum* 3D7 strain genome release v38 (76)), using a motif *E*-score cutoff of >0.45 (10,12). Only intergenic regions (excluding telomeric regions) were used for this gcPBM design. The numbers of probes found per DNA motif are as follows: 2848 probes with putative sites for PF3D7_0420300_D1 (500 negative controls), 4251 probes with putative sites for AP2-LT (500 negative controls), 3864 probes with putative sites for PF3D7_1305200 (500 negative controls), 4321 probes with putative sites for AP2-HC (500 negative controls), 1459 probes with putative sites for SIP2_D1 (500 negative controls), 3742 probes with putative sites for AP2-I_D3 (500 negative controls), 8998 probes with putative sites for AP2-G (1000 negative controls), and 1059 probes with putative sites for AP2-EXP (1000 negative controls). Negative control probes were randomly selected, unique, intergenic sites with similar nucleotide content as the motif-containing sites, but did not contain the motif-of-interest (e.g. CACACA negative control probes did not contain the CACACA motif and GTGCAC negative control probes did not contain the GTGCAC motif). HDP1 motif-specific genomic sequences were not initially included in the gcPBM due to its identification and characterization (48) after the initial design of the gcPBM experiment, but was included due to PWM similarities to SIP2_D1 and AP2-I_D3. Any sequence containing another instance of the centered motif in the left or right flanks was mutated to prevent multiple binding sites per 36-bp window. Due to the similarities between the CACACA and GTGCAC PWMs, there were genomic DNA sequences that led to redundant probe designs, which were discarded, leaving only one instance of the sequence. After discarding redundant probe designs with motif types, the total number of probes per motif type was as follows: 9388 probes with putative CACACA sites (1834 CACACA negative controls); 1394 probes with putative GTGCAC sites (736 GTGCAC negative controls); 8998 probes with putative GTAC sites (620 GTAC negative controls); and 1059 probes with putative TGCATGCA sites (612 TGCATGCA negative controls). Overall, the *P. falciparum* gcPBM design reached a total of 24,641 unique genomic regions (Supplemental File 1). Each double stranded DNA probe was represented in both the 5′ and 3′ orientations, with one end of each DNA molecule attached to a glass slide (Supplementary Figure S2A). Additionally, each DNA probe was replicated in random areas of the microarray surface (four CACACA/GTGCAC replicates and three GTAC/TGCATGCA replicates per orientation), which brought the total number of DNA probes to 174,550 spots for a 4 × 180k microarray (Agilent Technologies). Additional spots on the array were set aside for control grid alignment, microarray scanning, and downstream analysis.

### Genomic-context protein-binding microarray (gcPBM) experiment

The single-stranded DNA microarrays were double-stranded by solid-state primer extension as reported previously (10,12). The 24bp primer sequence (5'-GTCTTGATTCGCTTGACGCTGCTG-3') was used to double-strand all gcPBM slides for this study. Each GST-tagged DBD was tested for DNA sequence specificity by applying protein to the *P. falciparum* gcPBM as demonstrated previously (10,12,74). The major components of the protein-binding mixture are as follows: 1% w/v milk, 0.2 mg/ml BSA, 0.5% v/v salmon testes DNA, and 0.03% v/v TritonX-100 in 1× PBS (10,12,13,74,75). Amounts of recombinant protein necessary for DNA-binding was empirically determined during preliminary universal PBM experiments detailed above (average amount added is around 25 μg; identified by *A*_280_ signal on NanoDrop 2000 Spectrophotometer.

### Genomic-context protein-binding microarray (gcPBM) data acquisition and analysis

Immediately after completing the gcPBM experiment, each microarray chamber was scanned using the GenePix 4400A Microarray Scanner (Molecular Devices) at a resolution of 2.5 μm, with the 488 nm wavelength laser, along with the GenePix Pro7 software to generate image files (.tif). The image files were aligned with the GenePix Array List (.gal) file to associate raw signal intensity to the *P. falciparum* genome-derived DNA sequences, which generates a GenePix Results (.gpr) file. The .gpr files were then further processed and normalized using the previously published Masliner script and downstream analysis made by the Bulyk lab and modified by the Gordân lab (10,12,13,74). Final values used for this study are a single data point representing the highest natural log median binding intensity value across the replicates between either the 5′ or 3′ orientations for each DNA sequence.

### Validation with electrophoretic mobility shift assays (EMSAs)

All gel shift experiments were conducted using the LightShift Chemiluminescent EMSA kit and protocol (Thermo Scientific), with some modifications. DNA sequences designed for each gel shift are found in Supplemental File 2. Single-stranded biotinylated DNA oligos were annealed to their reverse complement sequence to generate double-stranded DNA probes using the Duplex Buffer recipe (100 mM Potassium acetate, 30 mM HEPES [pH 7.5]) and protocol from Integrated DNA Technologies (IDT) website. The minimal concentration of protein added to the binding reaction to produce a robust shift was empirically determined by titrating in varying amounts of protein with the wildtype DNA sequences (data not shown). The standard protein-binding mixture includes: 1× binding buffer (100 mM Tris–HCl [pH 7.5], 500mM KCl, 10mM DTT), 5mM MgCl_2_, 25ng/μl Poly dI-dC, 0.05% v/v NP-40, protein in 25% v/v glycerol, and biotinylated dsDNA probe. Briefly, the protocol includes: (i) Combining all components of the protein-binding mixture and incubating at room temperature for 20 min, (ii) running samples on a pre-run 6% non-denaturing PAGE gel using 0.5× TBE, (iii) transfer DNA onto a nylon membrane using 0.5× TBE, (iv) crosslink the nylon membrane at 312 nm for 15 min with a transilluminator, (v) Block the membrane for 15 min with shaking, (vi) Detect the biotin-labeled DNA by added Stabilized Streptavidin-Horseradish Peroxidase Conjugate (1:300 dilution) for 15 min with shaking in blocking buffer, (vii) wash the membrane 4× with shaking in 1× wash buffer, (viii) equilibrate the membrane with shaking and (ix) incubate with the substrate working solution (1:1 luminol enhancer/peroxide) without shaking. Final images taken on ChemiDoc XRS + Molecular Imager (Bio-Rad). Exposure times determined by minimal exposure without oversaturation.

### Designing DNA oligos with predicted DNA shape mutations

The DNA oligos used to investigate the impact of predicted *in vitro* DNA shape on binding were generated by the mutation design tool of TFBSshape (77). TFBSshape produces oligo sequences with mutations that minimize DNA sequence changes while generating dynamics changes to the predicted shape features according to the distance between their wild type and mutant. The sequence distance is determined by Levenshtein distance that sums the number of substitutions, deletions or insertions required to transform from a mutant to its wild type sequence. The predicted shape distance is calculated in Euclidean distance between two normalized shape feature vectors for a wild type and its mutant sequence. The normalized predicted shape features including helix twist (HelT), minor groove width (MGW), propeller twist (ProT), and roll are derived from DNAshapeR (78). Three bp on the flanks of the fixed core AGTGCATTA were subjected to mutation, as shown in lowercase in Supplemental File 3. The oligos with the maximum shape distance, with respect to the preserved sequence distance were selected. The sequence distance was preserved, and the predicted shape distance was calculated and sorted among all possible mutations.

### Generation of *Plasmodium falciparum* parasite line and culturing conditions

The endogenous locus of *pfap2-lt* was modified using CRISPR-Cas9 to insert a sequence encoding a C-terminal (3x) hemagglutinin (HA) tag (Supplementary Figure S7) to generate an AP2-LT^HA^ tagged parasite line. Using a 700 bp homology region with a 3× HA sequence left-flanked by the 3′-end of AP2-LT coding sequence and right-flanked by the endogenous 3′-untranslated region (UTR) of AP2-LT was cloned into the pDC2-U6A-hDHFR vector. This CRISPR single-plasmid design contained a *pfap2-lt* locus-targeted guide RNA sequence with BbsI restriction site, Cas9^HA^, AMP^R^, WR^R^ and NotI and SacI restriction sites flanking the homology region. The final plasmid was transformed into heat shock competent DH5α cells with 100μg/ml ampicillin (AMP). Then the plasmid was purified and ethanol precipitated overnight at -80°C. Wild type parasites (3D7 strain) were cultured under standard *P. falciparum* culturing conditions (5% O_2_, 7% CO_2_, 37°C, RPMI 1640 media with 0.5% AlbumaxII and hypoxanthine). The purified plasmid DNA (100 μg) was transfected by electroporating uninfected erythrocytes and adding trophozoite-stage parasites to later invade the erythrocytes preloaded with plasmid DNA. After parasite reinvasion, parasites were treated with 2.5 nM of WR99210 for one week and switched to no drug standard parasite media. After limited dilution cloning to generate a clonal parasite line, genomic DNA was purified from the AP2-LT^HA^ parasite culture (Qiagen) and verified for integration by PCR (primer sequences in Supplemental File 2; Supplementary Figure S7), Sanger sequencing, and whole genome sequencing via high-throughput Illumina sequencing.

### AP2-LT chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq)

Three biological replicates of ChIP-seq using a clonal parasite line of AP2-LT^HA^ and a negative control no-epitope sample were conducted at the peak of AP2-LT protein expression during the early schizont stage (36–45 h post invasion [hpi]) (Supplementary Figure S8). The ChIP-seq experiment was carried out using a similar protocol as previous published work (79). The ChIP-seq protocol had five major steps including: (i) Chemically crosslinking the all protein-protein and protein-chromatin interactions, (ii) Isolation of parasite nuclei, (iii) Parasite nuclei lysis with chromatin sonication, (iv) protein–chromatin complex immunoprecipitation and (v) DNA purification. The crosslinking step included: (a) chemical crosslinking suspended *Pf*AP2-LT^HA^ (or WT culture for negative control experiment) parasite culture (at least 10^8^ 36–45 hpi schizont-stage parasites synchronized with 10% w/v sorbitol more than one cycle prior) with 1% v/v formaldehyde for 10 min at 37°C, (b) quench the crosslinking with 125 mM glycine on ice for 5 min, (c) pellet the cells by centrifugation and lyse the red blood cells with 0.1% w/v saponin in 1× PBS and (d) wash the cells by repeated centrifugation with 1xPBS to remove the red blood cell debris. The nuclei isolation step included: (a) resuspend parasite pellet with 10^9^ schizonts/2 ml lysis buffer (10 mM HEPES [pH 7.9], 10 mM KCl, 0.1 mM EDTA [pH 8.0], 0.1 mM EGTA [pH 8.0], 1 mM DTT (added just before using) and 1× protease inhibitors) and incubate on ice for 30 min, (b) add a final concentration of 0.25% v/v NP-40 and incubate for 1 min, (c) Lyse parasite membranes with pre-chilled glass dounce homogenizer for 100 strokes per 10^9^ schizonts/2 ml Lysis Buffer and (d) pellet the nuclei and freeze pellet at –80°C overnight. The sonication step included: (a) Resuspend parasite nuclei pellet in 500 μl of Shearing Buffer (0.1% v/v SDS, 10mM Tris [pH 8.0], 1mM EDTA, and 1x protease inhibitors) per 5 × 10^8^ parasites and (b) sonicate the chromatin until sufficiently sheared (130 μl, 5% duty cycle, 75 W peak incident power, 200 cycles per burst, 7°C, for 5 min using Covaris Focus-Ultrasonicator M220). The immunoprecipitation step included: (a) dilute the sample 1:5 with dilution buffer (0.01% v/v SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris–HCl [pH 8.1] and 150 mM NaCl), (b) reduce background signal by pre-clearing with 20 μl of protein A/G magnetic beads (Millipore 16-663) per 1 ml of sample for 2 h at 4°C with rotation, (c) Aliquot 1/10 of the sample for the Input control and rotate at 4°C until DNA elution step, (d) Remaining 9/10 of sample is immunoprecipitated with 1:1000 anti-HA antibody (0.1mg/ml Roche Rat Anti-HA High Affinity [11867423001]) overnight at 4°C with rotation, (e) Collect the immune complexes with 20μl of Protein A/G magnetic beads per 1ml of sample for 2 hours at 4°C with rotation, (f) Wash (5 min each) immune complexes on magnet once with Low Salt Immune Complex Wash Buffer (0.1% v/v SDS, 1% v/v TritonX-100, 2 mM EDTA, 20 mM Tris–HCl [pH 8.1], and 150mM NaCl) at 4°C with rotation, once with High Salt Immune Complex Wash Buffer (0.1% v/v SDS, 1% v/v Triton X-100, 2 mM EDTA, 20 mM Tris–HCl [pH 8.1] and 500 mM NaCl) at 4°C with rotation, once with LiCl Immune Complex Wash Buffer (0.25 M LiCl, 1% v/v NP-40, 1%w/v deoxycholate, 1 mM EDTA and 10 mM Tris–HCl [pH 8.1]) at 4°C with rotation, and twice with 1× TE at room temperature with rotation, and (g) Elution from beads with 200 μl fresh Elution Buffer (0.01% v/v SDS and 100 mM NaHCO_3_) per 1ml of sample for 15 min at room temperature with rotation (also added to Input sample). The DNA purification step included: (a) reverse-crosslink Input and IP samples with 0.2 M NaCl and incubate overnight at 45°C with shaking (750 rpm), (b) 0.4% v/v RNaseA treat from 30 min at 37°C with shaking (750 rpm), (c) 0.3 mg/ml Proteinase K treat for 2 h at 45°C with shaking (750 rpm) and (d) purify DNA using MinElute column (Qiagen) as directed by manufacturer. Purified DNA samples were quantified using the Qubit fluorometer for high-sensitivity DNA.

### AP2-LT ChIP-seq library prep for Illumina sequencing

DNA sequencing libraries were prepared for high-throughput Illumina sequencing on the NextSeq 2000 with 150 × 150 single-end or paired-end mode. The library prep protocol includes six major steps: (i) end repair of DNA fragments, (ii) addition of A-tail for adaptor ligation, (iii) ligation of Illumina adaptors, (iv) DNA sequence size selection, (v) DNA sequence amplification by PCR, and (vi) DNA sequence clean up. The single indexed adaptors (Bioo Scientific) used were diluted 1:10 prior to ligation. DNA libraries were size selected for 250 bp sequences. Due to the A/T-richness of the *P. falciparum* genome, KAPA HiFi polymerase was used for amplification during PCR steps. Only 12 rounds of amplification was used for AP2-LT ChIP-seq samples (both for input and IP libraries), and 16 rounds for the no-epitope negative control (both for input and IP libraries). After DNA sequence clean up, completed libraries were quantified using the Qubit fluorometer for high-sensitivity DNA and library sequence length by the Agilent Bioanalyzer 1000 or Agilent TapeStation 4150 before submitting for high-throughput sequencing.

### AP2-LT ChIP-seq data analysis and peak calling

Raw sequencing reads were first processed by trimming (Trimmomatic v0.32.3) Illumina adaptors and low quality reads below 30 Phred (SLIDINGWINDOW: 4:30). FastQC (v0.11.9) was used to check the quality after trimming. Processed reads were then mapped to the to the *P. falciparum* genome (release 38 (76)) using BWA-MEM (v0.7.17.2) simple Illumina mode with multiple mapped reads filtered out (MAPQ = 1). Once the sequences were mapped, MACS2 (80) was used to call peaks with each biological replicate and its paired input sample using a standard significance cutoff (*q*-value = 0.01) (Supplemental File 4). Using BedTools Multiple Intersect (v2.29.2), the narrow peaks output file for each biological replicate was overlapped to identify the significant peaks in at least two of the three replicates (Supplementary Figure S8C). The overlapping regions were then used to identify an enriched DNA sequence motif using Multiple Expectation maximizations for Motif Elicitation (MEME) version 5.5.1 (81) with a minimum motif length of 6 and a maximum length of 25. Target genes were defined by having a peak no more than 2 kb upstream of the gene transcription start site (TSS) (82), within gene bodies, and the closest gene between head-to-head genes. To identify sequence motifs differentially enriched between ChIP-seq peaks and background regions we again used MEME v5.5.1 with the same length parameters (Supplementary Figure S9). Two distinct subsets were analysed: one encompassing all ChIP-seq peaks and another consisting of ChIP-seq peaks that did not overlap with a gcPBM-derived site.

### Integrating gcPBM sequences with ChIP-seq analysis

The gcPBM sequences were mapped as detailed above with the ChIP-seq analysis. BedTools Multiple Intersect (v2.29.2) was used to identify motif-containing gcPBM sequences that were bound via ChIP-seq (‘ChIP-bound’) by setting the minimum overlap at 58.3% of the 36-bp gcPBM sequences, to ensure the overlap contained the central motif (CACACA, GTGCAC, GTAC, TGCATGCA). Of note, the ChIP-unbound sites contained the motif-of-interest centered on the sequence, were from intergenic regions, and contained similar nucleotide composition to the ChIP-bound. The ChIP-unbound sites far outnumbered the ChIP-bound sites by at least 10-fold (Supplementary Figure S11).

### Chromatin accessibility data analysis and comparison to gcPBM and ChIP-seq datasets

All sequences bound below the non-specific binding threshold were excluded and all gcPBM-bound sequences were further characterized into ChIP-bound versus ChIP-unbound by overlapping the mapped gcPBM-bound sequences with ChIP-seq called peaks by MACS2. Overlap was determined using 400 bp windows around the ChIP-seq peak midpoint and the gcPBM midpoint by using bedtools slop and bedtools intersect (bedtools version 2.30.0). Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) data (47) was used to assess chromatin accessibility. FASTQ files were downloaded with fastq-dump (version 2.9.6) from GEO (GSE104075) and then aligned to the *P. falciparum* 3D7 reference genome with bwa mem with -M (version 0.7.17). Aligned reads were filtered by mapping quality for 30 with samtools view (version 1.3.1). Then duplicates were removed with picard with commands MarkDuplicates -REMOVE_DUPLICATES true -VALIDATION_STRINGENCY STRICT (version 2.24.1). Each of the timepoints from Toenhake *et al.* 2018 had two ATAC-seq replicates. Additionally, Toenhake, *et al.* provided a control experiment (two replicates) consisting of Tn5-treated genomic DNA (gDNA). These controls were to account for the sequence bias of Tn5. The replicates were merged and then bedgraphs were created from the merged bams with bedtools genomecov with -bg flags and piped into sort -k1,1 -k2,2n. These were smoothed with bedops –chop 100 –stagger 100 and keeping the mean signal in the 100 bp window with bedmap –mean (bedops and bedmap version 2.4.39). Each bin was normalized by dividing the bin's value (representing the average signal in a 100 bp window) by the number of mapped reads in the merged bam file. At the ChIP-seq peak midpoints, the ATAC-seq 100 bp average was divided by the gDNA 100 bp average signal after adding a 0.1 pseudocount to each bin to get the ratio of signal to control.

## Results

### High throughput interrogation of DNA-binding sites for proteins that recognize similar DNA motifs or have overlapping genome-wide occupancies by gcPBM

To explore a possible overlap in binding specificity between *P. falciparum* transcription factors (TFs) we selected three sets of TFs that recognize highly similar DNA sequence motifs. The first set consists of three highly conserved, paralogous AP2 domains that all recognize a CACACA DNA motif (41): PF3D7_0420300, PF3D7_0802100 (PfAP2-LT) (83,84) and PF3D7_1456000 (PfAP2-HC) (85,86) (Figure 1A; Supplementary Figure S1A, B). Next, we selected three non-paralogous *P. falciparum* TFs that all bind a GTGCAC DNA motif including two ApiAP2 proteins, PF3D7_0604100 (PfSIP2) (88,89) and PF3D7_1007700 (PfAP2-I) (79,90), as well as a homeodomain-like protein 1 (PF3D7_1466200; PfHDP1) (48) (Figure 1A; Supplementary Figure S1A, C). Finally, we investigated PF3D7_1222600 (PfAP2-G) (79,91) and PF3D7_1466400 (PfAP2-EXP) (92,93) (Figure 1A), since these TFs have been shown to bind overlapping *in vivo* binding sites (79,92) although they recognize divergent DNA motifs *in vitro* (41,42). While overlapping genomic binding sites have been reported for a number of TFs in *P. falciparum* (79,86,92), the mechanisms that drive these shared binding events are not well understood. These comparative scenarios allowed us to explore the relative contribution of DNA sequence specificity and context to TF binding in *P. falciparum* parasites.

To determine the full spectrum of *in vitro* binding specificities across the *P. falciparum* genome for the eight candidate DBDs, we designed and synthesized a novel *P. falciparum*-specific genomic-context protein-binding microarray (gcPBM) (Figure 1B). This gcPBM design allowed for simultaneous examination of all possible genome-wide motif occurrences for each DBD flanked by *P. falciparum* genomic sequence context. Using position weight matrix (PWM) data from previously published work (41,42), we identified all instances of the DNA motifs, centered on a 36-bp window across all intergenic regions of the *P. falciparum* genome (PlasmoDB 3D7 strain genome release v38 (76); motif E-score cutoff of > 0.45). To assess the non-specific binding of each DBD to the A/T-rich *P. falciparum* genome for each motif type (CACACA, GTGCAC, GTAC, and TGCATGCA), we included negative control DNA probes which contained randomly selected, unique, intergenic genomic sites lacking the motif-of-interest (Figure 1B). After discarding redundant sequences, this resulted in 9388 CACACA probes (1834 negative controls), 1394 GTGCAC probes (736 negative controls), 8998 GTAC probes (620 negative controls), and 1059 TGCATGCA probes (612 negative controls), for a total of 24,641 unique 36-bp genomic sequences (Figure 1B; Supplemental File 1). 

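The tables of the arrays held 24639 unique 36-bp probes. Of these, 9388 were CACACA probes with 1834 negative control probes, 1394 were GTGCAC probes with 736 negative controls, 8996 were GTAC probes with 620 negative controls and 1059 were TGCATGCA probes with 612 negative controls. Negative control probes were poorer in G and C, with a median GC content of 13.9% for each motif type, against 22.2% for CACACA, GTGCAC and TGCATGCA probes and 16.7% for GTAC probes. A run of A or T of at least 10 nt, or an AT repeat of at least 12 nt, lay in 31.4% of the CACACA negative control probes and in 17.6% of the CACACA probes. The most common central 6-mer was ACACAC in the CACACA probes (6273 probes), GTGCAT in the GTGCAC probes (439, with 340 for GTGCAC itself) and TGTACA in the GTAC probes (3853). Some probes of a motif type also held another motif on one of the strands. GTGCA was present in 1219 CACACA probes, CACACA in 254 GTAC probes and GTGCA in 166 TGCATGCA probes.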

Each unique DNA sequence was represented in both a 5′ or 3′ orientation on the gcPBM (Supplementary Figure S2A) and was randomly replicated across the gcPBM slide (four CACACA/GTGCAC replicates and three GTAC/TGCATGCA replicates per orientation). Replicate probes were used to calculate the median signal intensity from both probe orientations. Overall, the total number of dsDNA probes was 174 550 spots, which were arrayed using an Agilent Technologies 4 × 180k microarray design.

### CACACA-binding transcription factors show slight preferences for DNA sequence context *in vitro*

We first used gcPBM experiments to directly test if there were divergent sequence preferences for binding to the CACACA motif under different genomic contexts. Recombinantly expressed and purified DBDs were each run on the *P. falciparum* gcPBM in addition to a technical replicate of a representative DBD per motif type (i.e. AP2-LT DBD for the CACACA group) (Figure 2). 

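The 3 CACACA-binding DBDs are AP2 domains, the plant-like DNA-binding domains of the ApiAP2 transcription factors of malaria parasites. PF3D7_0420300_D1 and AP2-HC were each measured on 1 array and AP2-LT on 2 arrays, which are technical replicates. The GST-tagged domains were bound to the double-stranded probes, detected with a fluorescent antibody to GST and scanned at 488 nm. The authors normalized the spots with the Masliner and protein-binding microarray programs and deposited, per probe and orientation, the natural log of the median intensity over the replicate spots. They also deposited the higher of these values, which is the binding intensity used here unless an orientation is named. No further scaling between arrays was applied, so a difference of 1 between natural log intensities is a fold of e. Over all probes the median intensity was 9.33 for PF3D7_0420300_D1, 9.17 and 8.57 for the AP2-LT replicates and 9.73 for AP2-HC. Values of AP2-LT come from replicate 1, with replicate 2 beside it where it is named. A p-value over probes describes the probes of 1 array and not a spread between protein preparations. Their number limits the precision of the arrays.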

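Orientation changed the intensity of many probes, and most strongly that of probes which end in an AT-dinucleotide repeat. On negative control probes with a repeat of 12 nt or more at their 3′ end (191 probes), the median intensity of HDP1 in orientation 2 was 9.29, against 6.13 on control probes with no repeat at that end (2133 probes). In orientation 1 the same probes had medians of 6.37 and 6.00. SIP2_D1 rose from 6.79 to 9.40 in orientation 2, AP2-I_D3 from 7.12 to 9.62 (7.87 to 8.98 in replicate 2) and AP2-EXP from 7.91 to 9.80 (8.48 to 10.3 in replicate 2). In replicate 1 the rise was smaller for AP2-LT, from 8.64 to 9.54 (8.02 to 9.21 in replicate 2). PF3D7_0420300_D1 stayed at 8.93 and 8.96. Over the GTAC probes the mirror image held: with the repeat at the 5′ end, the HDP1 excess over probes with no repeat was 2.92 in orientation 1 and 0.134 in orientation 2. Across motif probes, the correlation between both orientations (Pearson's r over probes) ranged from 0.181 for AP2-EXP replicate 2 to 0.848 for AP2-I_D3 replicate 1. Over motif and negative control probes together, the higher value came from orientation 1 for 33.3% of the CACACA type with AP2-LT and for 62.9% of the GTGCAC type with SIP2_D1. AP2-G replicate 1 listed 5 probes at 0 in orientation 1 and 6 in orientation 2.

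**Figure D1:**
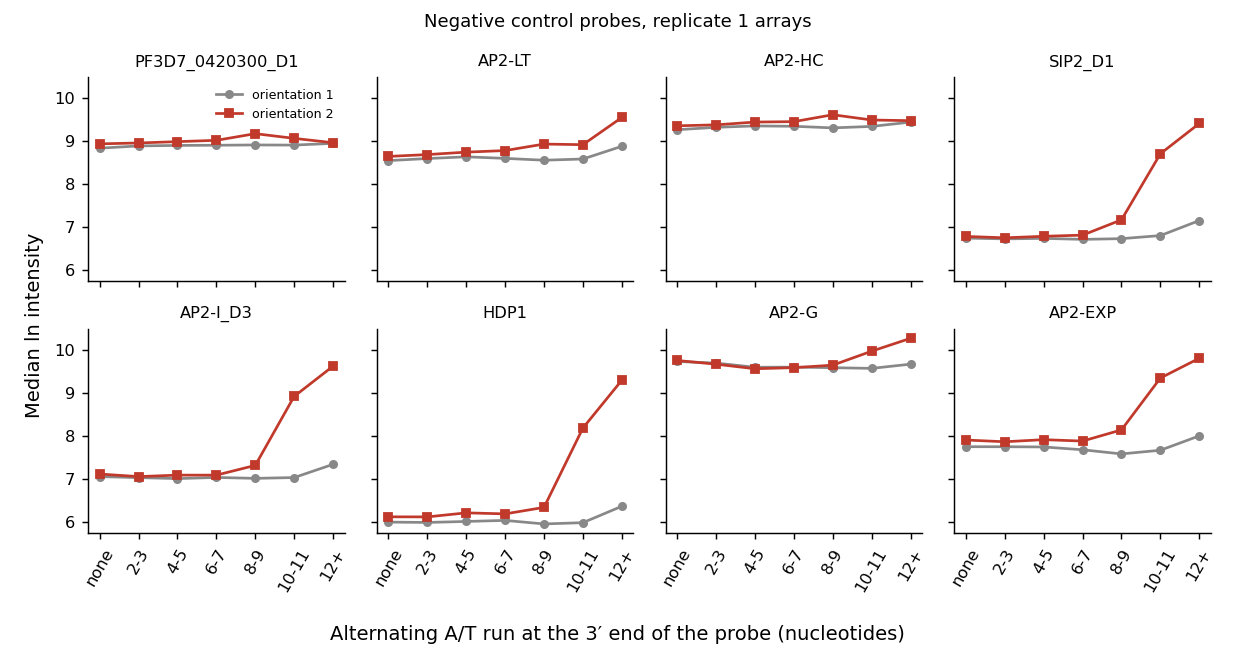
Median natural log intensity of negative control probes in orientation 1 and orientation 2, by the length of the alternating A/T run at the 3′ end (nt), 1 panel per DBD (replicate 1). For HDP1 the orientation 2 line climbs to 9.29 at 12 nt or more and the orientation 1 line reaches 6.37.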

Due to differences in binding intensities across probe orientations (Supplementary Figure S2B-M) we selected the highest natural log median binding intensity value from either the 5′ or 3′ orientation for each unique DNA probe. As expected, each AP2 DBD from the CACACA-binding group demonstrated a significant preference for CACACA probes over associated negative control probes (Figure 2A; Supplementary Figure S3A–C). 

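Each CACACA-binding DBD was brighter on CACACA probes than on the negative control probes of that motif type. AP2-LT had a median intensity of 9.41 on CACACA probes and 8.89 on control probes, a 1.69-fold difference (1.87-fold in replicate 2). For PF3D7_0420300_D1 the medians were 9.58 and 9.12 (1.58-fold), and for AP2-HC, a heterochromatin-associated factor, 9.94 and 9.52 (1.52-fold). A CACACA probe was the brighter of a random CACACA and control pair in a share of 0.894 of pairs for PF3D7_0420300_D1, 0.886 for AP2-LT and 0.914 for AP2-HC. For each of these DBDs a two-sided permutation test of the difference in medians gave p = 1e-05, the smallest that 100000 resamples can give, and p = 1e-05 after Benjamini-Hochberg adjustment over the 8 DBDs.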

For each DBD, the 100 probes bound at the highest gcPBM binding intensities showed a strong preference towards long CA-dinucleotide repeats, with a slightly degenerate AT-dinucleotide repeat in the 3′ flanks (Figure 2B, Supplementary Figure S3A–C). 

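Long CA repeats marked the brightest probes of all 3 DBDs. Among the 100 highest CACACA probes, CACACACA was present in 87 for PF3D7_0420300_D1, 97 for AP2-LT and 99 for AP2-HC, against 30.7%, 30.6% and 30.5% of the remaining CACACA probes. The longest CA run in these 100 probes had a mean of 5.11 ± 1.18 repeats (SD, n = 100 probes) for PF3D7_0420300_D1, 5.57 ± 0.782 for AP2-LT and 5.57 ± 0.607 for AP2-HC, against 3.33, 3.32 and 3.32 repeats in the rest. Their median GC content was also higher, at 41.7%, 36.1% and 30.6% for the same DBDs, against 22.2% in the rest. CA runs and GC content were not separated. The brightest probe of AP2-LT, CACACA_site5303 (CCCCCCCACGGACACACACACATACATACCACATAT), had an intensity of 11.2 in replicate 1 and 11.3 in replicate 2. That of AP2-HC was CACACA_site5576 (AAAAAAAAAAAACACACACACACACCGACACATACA) at 12.5. An AT repeat of at least 3 AT dinucleotides in the 12 nt of the 3′ flank was present in 43 of the 100 highest AP2-LT probes and 25.2% of the rest, in 13 and 25.5% for PF3D7_0420300_D1, and in 20 and 25.4% for AP2-HC.

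By Fisher's exact test (two-sided, adjusted over the 28 tests of features and DBDs), the odds ratio of CACACACA was 14.6 (adjusted p = 1.51e-30) for PF3D7_0420300_D1, 63.3 (adjusted p = 1.37e-44) for AP2-LT and 151 (adjusted p = 2.17e-48) for AP2-HC. The odds ratio of the AT repeat was 2.25 (adjusted p = 2.26e-04) for AP2-LT, 0.451 (adjusted p = 0.0063) for PF3D7_0420300_D1 and 0.747 (adjusted p = 0.316) for AP2-HC. The paper read both features from the same top probes, so these are no independent tests. Ranked by orientation 1 alone, or by the mean of both orientations, the AP2-LT odds ratio of the AT repeat was 0.994, and the PF3D7_0420300_D1 odds ratio was 1.10 and 0.891. By orientation 1 alone the AP2-HC odds ratio was 1.68 (36 of 100 against 25.2%, adjusted p = 0.0332).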

Compared to the AP2-LT technical replicate experiment (R^2^ = 0.95) (Figure 2C), individual pairwise comparisons of the binding intensities between all three of the paralogous CACACA-binding DBDs showed only moderate differences in DNA sequence preference: *R*^2^ = 0.80 (PF3D7_0420300_D1 versus AP2-LT), *R*^2^ = 0.86 (PF3D7_0420300_D1 versus AP2-HC), and *R*^2^ = 0.85 (AP2-LT versus AP2-HC), respectively (Figure 2D–F). These similarities in high affinity sites, along with the modest differences in sequence context preferences, suggested that sequence context had limited importance at high affinity sites and likely diverge at lower affinity binding.

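The 3 CACACA-binding DBDs ranked the probes alike, though less closely than the AP2-LT replicates did. Over the 11222 CACACA and negative control probes, Pearson's r between the AP2-LT replicates was 0.954 (r squared 0.909). Between DBDs it was 0.834 (0.695) for PF3D7_0420300_D1 and AP2-LT, 0.862 (0.744) for PF3D7_0420300_D1 and AP2-HC, and 0.854 (0.730) for AP2-LT and AP2-HC. Over the CACACA probes alone the same pairs had r of 0.790, 0.829 and 0.823, and the replicates 0.945. When the mean of both orientations was used, r between PF3D7_0420300_D1 and AP2-LT was 0.919. These correlations are across probes of single arrays, which are not independent replicates, so no p-value is given. From these values next to those of the technical replicate, the paper proposes that sequence context had limited importance at high affinity sites.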

**Figure 2.**
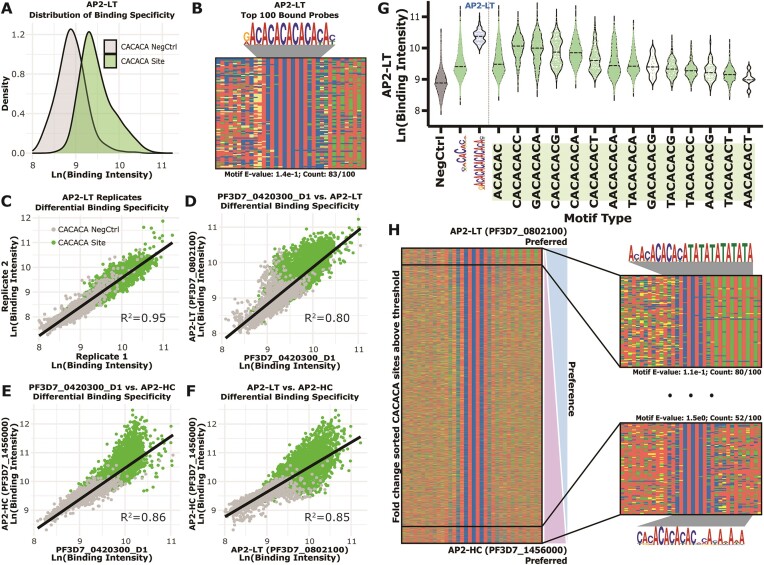
CACACA-binding AP2 domains have moderate differences in sequence context preferences at medium-to-low affinities. (**A**) Binding intensity distributions for CACACA probes and respective negative control probes for AP2-LT (CACACA probes [Green] and negative control probes [Grey]). Significantly different binding defined using a two-tailed Mann–Whitney test [*P*-value < 0.0001]); (**B**) four-color plot of the top 100 bound probes by AP2-LT with enriched motif above and calculated *E*-value and number of occurrences below. Color representations: A (red), C (blue), G (yellow) and T (green); (**C**) comparison of the gcPBM binding intensities for AP2-LT technical replicates (Pearson correlation: *R*^2^= 0.95) (CACACA probes [green] and negative control probes [grey]); (**D**) comparison of the gcPBM results for PF3D7_0420300_D1 versus AP2-LT (Pearson: *R*^2^= 0.80); (**E**) comparison of the gcPBM results for PF3D7_0420300_D1 versus AP2-HC (Pearson: *R*^2^= 0.86); (**F**) comparison of the gcPBM results for AP2-LT versus AP2-HC (Pearson: *R*^2^= 0.85); (**G**) binding intensity distributions from AP2-LT for negative control probes (grey), all CACACA probes (green), the AP2-LT extended motif probes (blue) and all 8-mer CACACA probes represented in the gcPBM (green; right of the vertical line). Dotted lines in each violin plot are the calculated mean; (**H**) *Left:* four-color plot of all CACACA probes above the threshold (defined by the 90th percentile of negative control probes) sorted by fold change (log_2_[AP2-LT/AP2-HC]). *Right:* zoom in on the top 100 differentially bound sites by AP2-LT (*top right*) and AP2-HC (*bottom right*) with enriched motifs, calculated *E*-values, and motif occurrence counts within those top 100 sites.

To determine whether the high prevalence of longer CA-dinucleotide repeats was due to true binding preference, or the long CA-repeats created multiple binding events per DNA probe, we used electrophoretic mobility shift assays (EMSAs). Systematic mutation of the CA-dinucleotide repeats across a representative high affinity CACACA probe abolished the slower/higher-mobility shift (multimeric binding of AP2-LT DBDs) upon mutation of the two central CA-dinucleotide repeats (Supplementary Figure S4A). This suggests that many of the AP2-LT high intensity gcPBM probes with more than three CA-dinucleotide repeats likely resulted from an interaction between more than one AP2-LT DBD per DNA probe. Unlike the AP2-LT DBD, EMSAs with the same DNA probes using the AP2-HC DBD demonstrated a 1:1 (DBD:DNA) stoichiometry (Supplementary Figure S4A). Additional EMSA-based validation using AP2-LT and gcPBM dsDNA probes with low-, medium-, and high-affinities from both CACACA and negative control probes recapitulated the varying degrees of binding specificities shown in the high-throughput gcPBM experiments (Supplementary Figure S4B). 

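The 6 gel shift probes of AP2-LT covered the range of the array. CACACA_site7148, with 6 CA repeats, had an intensity of 11.0 in replicate 1 and 11.3 in replicate 2, above every CACACA negative control probe in replicate 1. CACACA_site4651 had 9.26 and 8.64, and CACACA_site5921, in which the motif lies between runs of T and A, had 8.31 and 7.76. Of the negative control probes, CACACA_negctrl_site1033 had 10.5 and 10.4, CACACA_negctrl_site691 had 9.47 and 8.82, and CACACA_negctrl_site709, a near-continuous run of A, had 8.21 and 7.28. In replicate 1, CACACA_negctrl_site1033 lay above 98.5% of the CACACA probes. Its sequence holds CACACA, as does that of 1 other among the 1834 CACACA negative control probes. The SD between replicates was 0.207 for CACACA_site7148, 0.0288 for CACACA_negctrl_site1033 and 0.661 for CACACA_negctrl_site709.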

Overall, these findings demonstrate that DNA-binding of the CACACA-binding ApiAP2 DBDs is not greatly impacted by sequence context and these proteins differ in their abilities to multimerize on DNA *in vitro*.

Due to the multimeric binding to high affinity probes by AP2-LT, we expanded our analysis to include all CACACA probes. This allowed us to further explore preferences for nucleotides directly adjacent to the central CACACA motif across a range of affinities. To categorize each protein-DNA binding event into specifically bound versus non-specifically bound, we set a threshold at the 90th percentile of the binding signal for negative control probes, as per previous studies (10,12). 

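Most CACACA probes lay above the threshold. The 90th percentile of the negative control probes was 9.48 for PF3D7_0420300_D1, 9.30 for AP2-LT and 9.80 for AP2-HC. Of the 9388 CACACA probes, 6127 were above it for PF3D7_0420300_D1 (65.3%, 95% Wilson interval 64.3% to 66.2%), 5968 for AP2-LT (63.6%, 62.6% to 64.5%) and 6866 for AP2-HC (73.1%, 72.2% to 74.0%). The intervals cover counting error over probes only.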

After parsing out the binding intensities for each 8-mer sequence represented on the gcPBM with the ‘ACACAC’ as the most represented central 6-mer (Supplemental File 5), we found that the central 8-mer sequences with the highest average binding signal were all extensions of the CA-dinucleotide repeat (Figure 2G; Supplementary Figure S5). However, calculating the fold change of the binding intensities between each pairwise comparison showed a strong preference for a short CA-repeat with flanking AT-dinucleotide repeats for AP2-LT, extended CA-repeats (up to six CA-dinucleotide repeats) for AP2-HC, and short CA-repeats with no flanking pattern for PF3D7_0420300_D1 (Figure 2H; Supplementary Figure S6). These differences in sequence context at lower affinity probes suggest that the modest differences in DNA binding resulted from medium-to-low affinity range interactions. Therefore, DNA sequence context may not play a large role in differential binding of CACACA-binding TFs *in vitro* suggesting that other factors must influence binding site selection *in vivo*.

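Of the 12 central 8-mers with ACACAC at their centre and at least 5 probes, CACACACA was the brightest for every CACACA-binding DBD. Its mean intensity over 2288 probes was 9.94 ± 0.250 (SD) for PF3D7_0420300_D1, 9.92 ± 0.354 for AP2-LT and 10.5 ± 0.473 for AP2-HC. Next were CACACACG (61 probes), with means of 9.65, 9.53 and 10.1, and CACACACC (42 probes), with 9.65, 9.49 and 10.1. The dimmest was TACACACT (325 probes), with 9.41, 9.14 and 9.76. Intensity climbed with each added repeat: for AP2-HC the mean was 9.82 ± 0.201 at 2 or fewer CA repeats (1508 probes), 9.89 at 3, 10.2 at 4, 10.6 at 5 and 11.0 ± 0.448 at 6 or more (439 probes). The AP2-LT means ran from 9.25 ± 0.250 to 10.3 ± 0.231 and those of PF3D7_0420300_D1 from 9.44 ± 0.210 to 10.2 ± 0.156. A two-sided permutation test of the highest against the lowest 8-mer gave p = 1e-05 for each DBD, the smallest the resamples can give. That p is optimistic, because the 8-mers were picked on the same values.

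**Figure D2:**
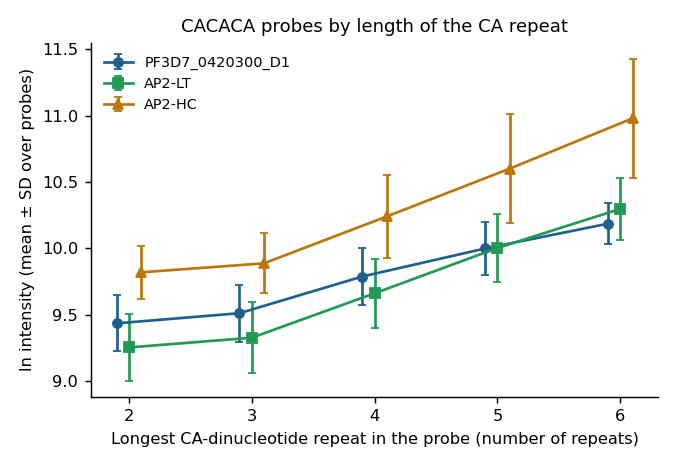
Natural log intensity of CACACA probes by the number of CA repeats in the longest run, for PF3D7_0420300_D1, AP2-LT and AP2-HC (replicate 1). Points are means and bars are SDs over probes, and the AP2-HC mean climbs from 9.82 to 11.0.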

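The probes at the 2 ends of the fold change between DBDs differed in their repeats. Of the 100 CACACA probes with the highest log2 fold change of AP2-LT over AP2-HC, 91 held an AT repeat in the 3′ flank, against 26.7% of the other probes above the threshold, and 26 held CACACACA, against 40.7%. Over PF3D7_0420300_D1, 96 of the 100 AP2-LT-preferred probes held the AT repeat, against 26.8%. AP2-HC-preferred probes were rich in long CA runs: 99 of 100 held CACACACA over PF3D7_0420300_D1 (against 39.7%) and 91 of 100 over AP2-LT (against 39.8%), with means of 5.41 and 4.94 repeats. The probes ranked highest for PF3D7_0420300_D1 held short runs, with CACACACA in 9 of 100 over AP2-LT (against 41.9%) and 27 of 100 over AP2-HC (against 40.7%), and means of 2.99 and 3.35 repeats. Those ranked over AP2-HC reached down to a log2 fold change of -0.11, so this set includes probes that were brighter with AP2-HC. With each array set to mean 0 and SD 1, CACACACA was in 35 of 100 PF3D7_0420300_D1-preferred probes over AP2-LT (against 41.6%). Over AP2-HC it was then in 65 of 100 (against 40.1%).

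By Fisher's exact test (two-sided, adjusted over the 48 tests of the family), the AT repeat had an odds ratio of 26.4 among probes preferred by AP2-LT over AP2-HC (adjusted p = 4.64e-40) and 58.7 over PF3D7_0420300_D1 (adjusted p = 1.13e-47). CACACACA had an odds ratio of 101 and 14.6 among those preferred by AP2-HC, and of 0.144 and 0.545 among those preferred by PF3D7_0420300_D1. The paper read these repeats from the same ranked probes, so these are no independent tests. Ranked by orientation 1 alone, the AT repeat had an odds ratio of 1.03 (adjusted p = 0.971) for AP2-LT over AP2-HC and 0.787 (adjusted p = 0.375) over PF3D7_0420300_D1, while in orientation 2 alone it was 76.6 over AP2-HC. For AP2-LT over AP2-HC, the odds ratio of CACACACA was 0.518 (adjusted p = 0.0056) and turned to 1.06 with AP2-LT replicate 2, to 2.13 (adjusted p = 4.71e-04) in orientation 1 and to 1.96 (adjusted p = 0.00205) without AT-repeat ends. For PF3D7_0420300_D1 over AP2-HC, it turned to 2.75 with each array set to mean 0 and SD 1, and to 7.72 in orientation 1. For PF3D7_0420300_D1 over AP2-LT, it went from 0.144 to 0.762 (adjusted p = 0.293) with mean 0 and SD 1, and to 0.00712 with AP2-LT replicate 2.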

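Probe by probe, no CACACA probe was called different between the CACACA-binding DBDs at an adjusted p under 0.05, with each array centred on its own median over these probes. The linear model (limma) called 0 of 9388 probes in each of the 3 comparisons. It was fitted on all 12 arrays, with the spread taken from the 4 replicated DBDs (4 residual degrees of freedom). Of these, AP2-LT alone belongs to the CACACA-binding group. Over CACACA probes the SD was 0.392 and 0.487 in the AP2-LT replicates and 0.515 and 0.475 for AP2-EXP. It was 0.995 and 0.613 for AP2-I_D3 and 0.676 and 0.312 for AP2-G. Centring leaves such differences in scale in the spread of the model. At an unadjusted p under 0.05 there were 304 probes for PF3D7_0420300_D1 against AP2-LT, 393 against AP2-HC and 438 for AP2-LT against AP2-HC. Each count is below a share of 0.05 of the 9388 probes, which such a p would give with no difference. This does not show that the DBDs bind alike, because most simulated differences of 1 or less went uncalled. With each array set to mean 0 and SD 1, the same model called 444, 97 and 479 probes, and after quantile normalization 399, 81 and 422. In simulated arrays for AP2-LT against AP2-HC the model recovered 17 of 50 differences of 1 when larger ones were present as well and 0 of 100 when none was. Of differences of 0.5 it recovered 1 of 50 and 0 of 100, so differences of these sizes can go uncalled.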

### CACACA-binding transcription factors occupy differential sites *in vivo*

Since the binding specificity of the CACACA-binding DBDs were not greatly impacted by sequence context, we investigated the potential impact of the *in vivo* chromatin landscape on genome-wide binding site selection. While AP2-HC has been fully characterized *in vivo* (85), the other CACACA-binding TFs have not. Therefore, we determined the *in vivo* genome-wide occupancy of AP2-LT using chromatin immunoprecipitation followed by sequencing (ChIP-seq) from *P. falciparum* cell culture. Three biological replicates of ChIP-seq using a CRISPR-modified clonal parasite line of AP2-LT^HA^ (Supplementary Figure S7) and a negative control sample were conducted at peak AP2-LT protein expression (36-45 h post invasion [hpi]) (87) (Supplementary Figure S8). Motif analysis of the ChIP-seq binding sites resulted in multiple highly-ranked motif variations of the *in vitro* CACACA motif (Supplementary Figure S9A). Surprisingly, the most enriched DNA sequence motif was TGCAC (E-value = 4.6e-190) (Figure 3A), in addition to a longer TGCACN_5_TGCAC motif (*E*-value = 9.0e-272) (Figure 3B; Supplementary Figure S9B-E). This fifteen nucleotide long, bipartite motif encompasses a full turn of the DNA helix, suggesting potential AP2-LT dimerization as we found via EMSA (Supplementary Figure S4B). Our ChIP-seq data indicated that AP2-LT mostly occupies regions upstream of transcription start sites (TSSs) as well as some gene coding sequences (Figure 3C; Supplemental File 4). Putative target genes (Supplemental File 6) were predicted based on the presence of a ChIP-seq peak no more than 2kb upstream of a target gene TSS (82) or within the gene coding sequence. The transcript abundance profiles for predicted target genes revealed co-expression with AP2-LT (Figure 3D) and GO terms (76) associated with parasite egress/invasion, protein modifications, and cell cycle (Supplemental File 7). These findings are consistent with previous reports that suggest that AP2-LT functions as an activator through interactions with the PfSAGA co-activator complex (83,84).

**Figure 3.**
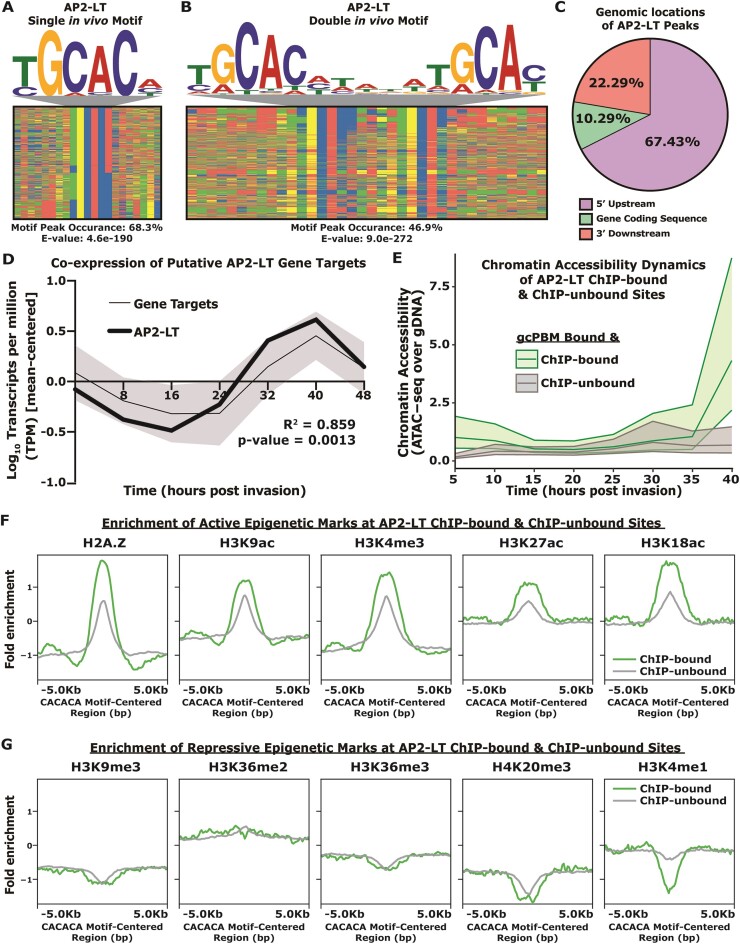
AP2-LT mostly binds to intergenic regions upstream of late-stage genes demarcated by chromatin accessibility and active epigenetic modifications *in vivo*. (**A**) Four-color plot of TGCAC-centered AP2-LT bound sites, enriched DNA motif above, calculated motif peak occurrence, and calculated motif *E*-value below. Color representations: A (red), C (blue), G (yellow) and T (green); (**B**) four-color plot of TGCACN_5_TGCAC-centered AP2-LT bound sites, enriched DNA motif above, calculated motif peak occurrence and calculated motif *E*-value below; (**C**) percent of MACS2-called peaks that overlap with 5′-upstream regions (purple), gene coding sequences (green), or 3′- downstream regions (peach); (**D**) mean-centered transcript abundance profile of 275 AP2-LT gene targets (mean [black] with one standard deviation [grey]) compared to the mean-centered transcript abundance profile of the AP2-LT transcript (bold green). Calculated *R*^2^ and *P*-value from Pearson correlation between putative gene targets and AP2-LT profiles bottom right; (**E**) chromatin accessibility across eight asexual stage timepoints (5 hpi, 10 hpi, 15 hpi, 20 hpi, 25 hpi, 30 hpi, 35 hpi and 40 hpi) for AP2-LT ChIP-bound (green) and ChIP-unbound (grey) sites. Central line plotted is the median normalized read count over gDNA control. Upper and lower lines are the 75th percentile and 25th percentile, respectively; (**F**) profile plot of the mean ChIP-seq fold enrichment (Log_2_[IP/Input]) of five active epigenetic marks (H2A.Z, H3K9ac, H3K4me3, H3K27ac and H3K18ac) for ChIP-bound (green) and ChIP-unbound (grey) sites; and (**G**) profile plot of the mean ChIP-seq fold enrichment (Log_2_[IP/Input]) of five repressive epigenetic marks (H3K9me3, H3K36me2/3, H4K20me3 and H3K4me1) for ChIP-bound (green) and ChIP-unbound (grey) sites.

While many of the highly-ranked ChIP-seq DNA motifs were consistent with the *in vitro* CACACA motif, the top AP2-LT *in vivo*-bound TGCAC DNA motif is quite different than the *in vitro*-bound CACACA motif and resembles the GTGCAC motif bound by SIP2_D1, AP2-I_D3, and HDP1. We therefore hypothesize that AP2-LT may localize to sites enriched with TGCAC through cooperative interactions with GTGCAC-binding TFs or specific features of the nuclear environment may contribute to the divergent *in vivo* sequence specificity for AP2-LT. Additionally, we find that AP2-LT and AP2-HC bind mutually exclusive genome-wide binding sites *in vivo* (Supplementary Figure S10A) with AP2-LT in euchromatic regions and AP2-HC mostly localizing to heterochromatin via interactions with the heterochromatin protein1 (HP1) (85). Therefore, AP2-LT and AP2-HC do not occupy the same sites *in vivo* likely due to the influence of the nuclear environment, including the capacity to multimerize and interact with other co-factors.

### Chromatin accessibility and histone modifications differentiate *in vivo* binding site selection of CACACA-binding transcription factors

To further probe whether CACACA sequence context impacts TF binding site selection in the context of the nuclear environment, we compared genomic sequences bound by gcPBM with genomic sites bound via ChIP-seq. The gcPBM data was first grouped into gcPBM-bound and gcPBM-unbound probes using a threshold set at the 90th percentile of the CACACA negative control probes, and gcPBM-unbound were excluded as ‘non-specific binding’. The gcPBM-bound probes were further grouped into ChIP-bound versus ChIP-unbound sites using a minimum overlap of 21-bp of the 36-bp gcPBM sequences to ensure that the overlap contained the central DNA motif (Supplemental File 4). Of note, this analysis was not limited to ChIP-seq peaks that only contain the motif-of-interest, and included ChIP-seq peaks without the consensus motif in the ChIP-bound group. Interestingly, AP2-LT ChIP-bound sites were bound at significantly higher gcPBM binding intensities than ChIP-unbound sites. This is in contrast to the few AP2-HC ChIP-bound sites that were bound significantly lower than ChIP-unbound sites (Supplementary Figure S11A,B). These results demonstrate that binding site selection *in vivo* does not correlate with higher affinity binding *in vitro* for AP2-LT and AP2-HC.

The predicted DNA motifs for the ChIP-bound and ChIP-unbound sites also showed that the longer CA-dinucleotide repeats and flanking AT-repeats found by gcPBM (Figure 2H) were not enriched in the AP2-LT ChIP-bound sites (Supplementary Figure S11A). This further suggests a shift in sequence preference between *in vitro* and *in vivo* binding for AP2-LT. Additionally, we found that the change from a CACACA preference *in vitro* to TGCAC *in vivo* by AP2-LT (Supplementary Figure S12A,B) resulted in a low Pearson correlation between *in vitro* and *in vivo* binding for AP2-LT (Supplementary Figure S12C). After reanalyzing the published AP2-HC ChIP-seq (85) data, several euchromatic peaks contained the CACACA motif although it was not enriched overall (Supplementary Figure S11B) and AP2-HC data also resulted in a low Pearson correlation between *in vitro* and *in vivo* binding (Supplementary Figure S12D). These findings further suggest that *in vitro-*defined sequence context preferences are not the main drivers of *in vivo* binding site selection for AP2-LT and AP2-HC.

To explore the possible contribution of the chromatin landscape on TF binding, we compared the ChIP-bound and ChIP-unbound sites with published temporal genome-wide chromatin accessibility and epigenetic post-translational modification (PTM) datasets (47,71–73). For this analysis, we used the ChIP-unbound sites as a control to observe if changes in chromatin accessibility and epigenetic patterns were unique to the ChIP-bound sites. Using reanalyzed Assay for Transposase-Accessible Chromatin with sequencing (ATAC-seq) data (47) from eight timepoints, we found that ChIP-unbound sites were largely in inaccessible chromatin regions throughout the 48-h cycle (Figure 3E; Supplementary Figure S13). More interestingly, a dynamic opening of chromatin was observed at the ChIP-bound sites only during late-stage development, which coincides with the maximal expression of AP2-LT (87) (Figure 3E; Supplementary Figure S13). In contrast, AP2-HC associates with regions of inaccessible chromatin throughout parasite development, as expected (Supplementary Figure S11B).

We next determined whether ChIP-bound and ChIP-unbound sites were differentially demarcated by histone activation or repression marks (71–73) when AP2-LT and AP2-HC are maximally expressed (87). We found that activation marks (H2A.Z, H3K9ac, H3K4me3, H3K27ac and H3K18ac) were highly enriched at AP2-LT ChIP-bound sites, while the repression marks (H3K9me3, H3K36me2/3, H4K20me3 and H3K4me1) were not (Figure 3F,G; Supplementary Figure S14). In contrast, AP2-HC ChIP-bound sites were enriched with repressive marks at binding sites, with the most represented mark being heterochromatic H3K9me3 (Supplementary Figure S15). We only found a modest difference in epigenetic mark enrichment between the ChIP-bound versus ChIP-unbound sites, which suggests that these epigenetic marks co-occur at ChIP-bound sites, but do not define the binding site selection. Overall, these results indicate that genome-wide binding by AP2-LT and AP2-HC correlates with chromatin state.

### Non-paralogous GTGCAC-binding transcription factors have distinct sequence context preferences by gcPBM

To investigate binding site selection for a set of non-paralogous TFs, we used our *P. falciparum* gcPBM and the DBDs from three TFs that bind a GTGCAC motif *in vitro*. These include two ApiAP2 proteins, domain one [D1] from SIP2 and domain three [D3] from AP2-I, and a homeodomain from HDP1 (Figure 1A). 

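SIP2_D1 and HDP1 were each measured on 1 array and AP2-I_D3 on 2 technical replicate arrays. SIP2 is a factor of subtelomeric chromatin, AP2-I an activator of invasion genes and HDP1 a homeodomain protein of early gametocytes. The assay and the deposited values were those of the CACACA-binding group, and each intensity is again the natural log value of the brighter orientation. Median intensity over all 24639 probes was 7.11 for SIP2_D1, 7.61 and 8.29 for the AP2-I_D3 replicates and 6.67 for HDP1. The comparisons use the 1394 GTGCAC probes and the 736 negative control probes of that motif type. An extended motif was counted where it lies over the centre of the probe on either strand. Replicate 1 of AP2-I_D3 gives the values unless replicate 2 is named.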

All three DBDs showed a binding preference for GTGCAC probes over negative control probes (Figure 4A; Supplementary Figure S3D-F). 

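All 3 GTGCAC-binding DBDs bound GTGCAC probes far above their negative control probes. AP2-I_D3 had medians of 10.3 and 7.30, a 19.6-fold difference in replicate 1 and 7.47-fold in replicate 2. HDP1 had medians of 9.02 and 6.38 (14.0-fold) and SIP2_D1 of 9.02 and 6.93 (8.06-fold). The GTGCAC probe was the brighter in a share of 0.966 of pairs for AP2-I_D3, 0.920 for HDP1 and 0.938 for SIP2_D1. The two-sided permutation test of the medians gave p = 1e-05 for each DBD, the smallest it can give. Of the 1394 GTGCAC probes, 85.9% were above the 90th percentile of the control probes for AP2-I_D3, 81.1% for HDP1 and 69.5% for SIP2_D1.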

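Intensities on GTGCAC probes spread more widely than those of the CACACA-binding group on CACACA probes. The interquartile range was 1.79 for SIP2_D1 (bootstrap 95% interval over probes 1.69 to 1.88), 1.53 for AP2-I_D3 (1.43 to 1.62) and 1.88 for HDP1 (1.76 to 2.00). For the CACACA-binding DBDs it was 0.406 (0.396 to 0.417) for PF3D7_0420300_D1, 0.498 (0.484 to 0.513) for AP2-LT and 0.434 (0.420 to 0.450) for AP2-HC. Negative control probes of the GTGCAC type had interquartile ranges of 0.369 with SIP2_D1, 0.503 with AP2-I_D3 and 0.550 with HDP1. In the second replicate the ranges were 0.996 for AP2-I_D3 and 0.605 for AP2-LT, so the AP2-I_D3 value moved by over 1.5 times between technical replicates. The difference in medians from the controls was also larger, at 2.09 for SIP2_D1, 2.97 for AP2-I_D3 and 2.64 for HDP1. For PF3D7_0420300_D1, AP2-LT and AP2-HC it was 0.460, 0.523 and 0.418. Widths were not scaled to it, so they do not separate sequence context from a larger range of signal.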

The distribution of binding to GTGCAC probes was relatively broader, indicating a greater impact of sequence context on DNA binding (Figure 4A; Supplementary Figure S3D-F). Additionally, the top 100 GTGCAC probes revealed an extended sequence preference beyond the core GTGCAC motif (41,48) of GGTGCAC for SIP2_D1, AGTGCATTA for AP2-I_D3 and TGTGCACA for HDP1 (Figure 4B; Supplementary Figure S3D–F).

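The brightest probes of each DBD were rich in its own word. Among the 100 highest GTGCAC probes, GGTGCAC was present in 57 for SIP2_D1, against 0.464% of the remaining GTGCAC probes, AGTGCATTA in 44 for AP2-I_D3, against 1.78%, and TGTGCACA in 78 for HDP1, against 3.63%. The odds ratios were 262 (adjusted p = 2.31e-65), 42.6 (adjusted p = 1.33e-37) and 91.6 (adjusted p = 3.39e-72) by Fisher's exact test, which is no independent test of words that the paper read from the same top probes. In AP2-I_D3 replicate 2, AGTGCATTA was present in 15 (odds ratio 4.29) and GGTGCAC in 16 (odds ratio 5.13) of the 100 highest probes. The brightest AP2-I_D3 probe was GTGCAC_site10021 (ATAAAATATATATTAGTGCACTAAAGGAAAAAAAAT), at 12.4 and 11.7 in the replicates. For SIP2_D1 it was GTGCAC_site10530 (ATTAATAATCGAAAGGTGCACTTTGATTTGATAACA) at 12.2, and for HDP1 it was GTGCAC_site9615 (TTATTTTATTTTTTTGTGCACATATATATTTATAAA) at 11.9. The 3 highest AP2-I_D3 probes hold AGTGCACTA and not AGTGCATTA. An AT repeat in the 3′ flank was present in 29 of the 100 highest HDP1 probes, against 12.3% (odds ratio 2.94, adjusted p = 5.74e-05), and at 13 and 15 of 100 it did not pass the test for SIP2_D1 and AP2-I_D3.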

**Figure 4.**
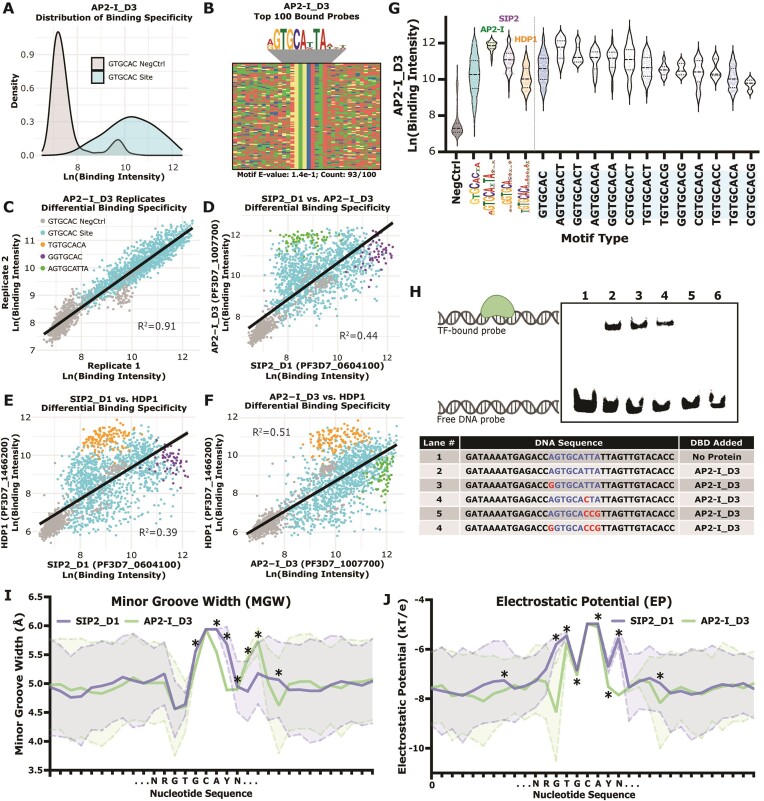
Binding specificity is dependent on nucleotides proximal to the GTGCAC motif. (**A**) Binding intensity distributions for GTGCAC probes and the respective negative control probes for AP2-I_D3. (GTGCAC probes [blue] and negative control probes [grey]). Significantly different binding defined using a two-tailed Mann–Whitney test [*P*-value < 0.0001]); (**B**) four-color plot of top 100 bound probes by AP2-I_D3 with enriched motif above and calculated *E*-value and number of occurrences below. Color representations: A (red), C (blue), G (yellow) and T (green); (**C**) comparison of the binding intensities for AP2-I_D3 technical replicates (Pearson correlation: *R*^2^= 0.912). (Negative control probes [grey], GTGCAC probes [blue], HDP1-preferred TGTGCACA probes [orange], SIP2_D1-preferred GGTGCAC probes [purple], and AP2-I_D3-preferred AGTGCATTA probes [green]; (**D**) comparison between SIP2_D1 and AP2-I_D3 (Pearson: *R*^2^= 0.442). (**E**) Comparison between SIP2_D1 and HDP1 (Pearson: *R*^2^= 0.386). (**F**) Comparison between AP2-I_D3 and HDP1 (Pearson: *R*^2^= 0.514); (**G**) binding intensity distributions from AP2-I_D3 for GTGCAC negative control probes (grey), all GTGCAC probes (blue), the extended motif probes by all three GTGCAC-binding TFs (AP2-I_D3 [green], SIP2_D1 [purple] and HDP1 [orange]), and 8-mer GTGCAC probes represented in the gcPBM (blue; right of the vertical line); (**H**) EMSA of AP2-I_D3 binding to a AGTGCATTA probe with increasing numbers of mutations to the extended motif. Protein–DNA interaction graphic was created with BioRender.com; (**I**) calculated minor groove width (MGW) predictions across all AGTGCATTA probes (green) and all GGTGCAC probes (purple). Solid line represents the mean and dotted lines encompassing the shaded area is one standard deviation. *Denotes statistically significant differences (*P*-value < 0.05) between means (two-sided Wilcoxon rank sum test). N = IUPAC for any nucleotide. Y = IUPAC for C or T nucleotides; (**J**) calculated electrostatic potential (EP) predictions across all AGTGCATTA probes (green) and all GGTGCAC probes (purple). Solid line represents the mean and dotted lines encompassing the shaded area is one standard deviation. *Denotes statistically significant differences (*P*-value < 0.05) between means (two-sided Wilcoxon rank sum test). N = IUPAC for any nucleotide. Y = IUPAC for C or T nucleotides.

Compared to strong correlation between AP2-I_D3 gcPBM technical replicates (*R*^2^ = 0.91; Figure 4C), pairwise comparisons of the gcPBM data for the GTGCAC DBDs demonstrated pronounced differences in DNA sequence context preferences (Figure 4D-F) with low Pearson correlations: *R*^2^ = 0.44 (SIP2_D1 versus AP2-I_D3), *R*^2^ = 0.39 (SIP2_D1 versus HDP1) and *R*^2^ = 0.51 (AP2-I_D3 versus HDP1), respectively (Figure 4D–F). 

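The AP2-I_D3 replicates ranked GTGCAC probes closely, and the 3 DBDs ranked them differently. Over the GTGCAC probes alone, Pearson's r was 0.912 between the AP2-I_D3 replicates (r squared 0.831), 0.442 between SIP2_D1 and AP2-I_D3 (0.195), 0.386 between SIP2_D1 and HDP1 (0.149) and 0.514 between AP2-I_D3 and HDP1 (0.265). With the negative control probes included, as for the CACACA-binding group, r was 0.963 between the replicates and 0.789, 0.729 and 0.803 between the DBDs. Over the control probes alone the pairs of DBDs had r of 0.948, 0.928 and 0.876. Among GTGCAC probes above the 90th percentile of controls in both DBDs, r squared fell to 0.124, 0.0108 and 0.0532.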

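On the array of each GTGCAC-binding DBD, probes with its own extended motif were brighter than probes with the extended motif of either other DBD. SIP2_D1 had a mean intensity of 11.5 ± 0.367 (SD, n = 63 probes) on GGTGCAC, 9.02 ± 0.505 (n = 125) on TGTGCACA and 8.65 ± 0.607 (n = 67) on AGTGCATTA. AP2-I_D3 had 11.8 ± 0.283 on AGTGCATTA, 11.1 ± 0.592 on GGTGCAC and 10.1 ± 0.627 on TGTGCACA. HDP1 had 10.9 ± 0.412 on TGTGCACA, 9.66 ± 0.516 on GGTGCAC and 9.05 ± 0.619 on AGTGCATTA. Between medians, the own motif was 18.9-fold and 13.2-fold brighter for SIP2_D1 (over AGTGCATTA and TGTGCACA), 2.17-fold and 6.27-fold for AP2-I_D3 (over GGTGCAC and TGTGCACA), and 3.55-fold and 6.83-fold for HDP1 (over GGTGCAC and AGTGCATTA). Every difference had p = 1e-05 in a two-sided permutation test, the smallest it can give, but the paper read these motifs from the brightest probes of the same data, so this is no independent test. In AP2-I_D3 replicate 2 the means were 10.9, 10.7 and 10.3, in the same order. Probes with AGTGCACT at their centre (n = 19), the extended motif of none of the 3 DBDs, had AP2-I_D3 means of 11.7 and 11.2 in the replicates. In replicate 2 this was above AGTGCATTA.

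**Figure D3:**
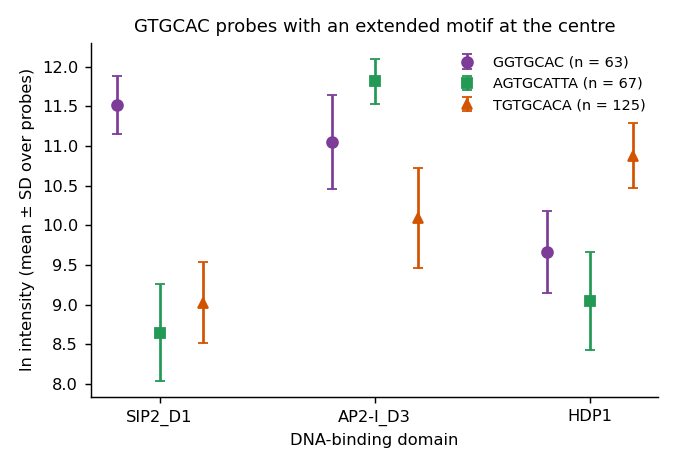
Natural log intensity of GTGCAC probes that hold GGTGCAC, AGTGCATTA or TGTGCACA over their centre, on the arrays of SIP2_D1, AP2-I_D3 and HDP1 (replicate 1). Points are means and bars are SDs over probes, with the highest mean at 11.5 on GGTGCAC for SIP2_D1, 11.8 on AGTGCATTA for AP2-I_D3 and 10.9 on TGTGCACA for HDP1.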

To identify sequence preferences proximal to the core GTGCAC motif, we analyzed the binding intensity for each GTGCAC-binding DBD across the three extended motifs (AP2-I_D3: AGTGCATTA, SIP2_D1: GGTGCAC and HDP1: TGTGCACA) (Figure 4G; Supplementary Figure S16). We found preferences for additional single nucleotides proximal to the GTGCAC core sequence by parsing out the binding intensities for all 8-mers with central ‘GTGCAC’ sequences represented on the gcPBM (Supplemental File 5). These findings further indicated an influence of sequence context on TF binding *in vitro* for the GTGCAC-binding TFs (Figure 4G; Supplementary Figure S16 and S17).

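Single bases beside GTGCAC moved the intensity in different directions for the 3 DBDs. Of the 11 central 8-mers with GTGCAC at their centre and at least 5 probes, GGTGCACT was the brightest for SIP2_D1, at a mean of 11.7 ± 0.293 (SD, n = 20), and AGTGCACT for AP2-I_D3, at 11.7 ± 0.561 (SD, n = 19). In replicate 1 both DBDs were dimmest on TGTGCACA, the brightest 8-mer of HDP1. In AP2-I_D3 replicate 2 TGTGCACC (6 probes) was the dimmest, at 10.2, beside 10.3 on TGTGCACA. GTGCAC reads the same on both strands, but 8-mers that are reverse complements, such as GGTGCACA and TGTGCACC, were counted apart. The HDP1 mean was 10.7 on AGTGCACT, 9.86 on AGTGCACA and lowest, 9.16 ± 0.712, on CGTGCACT. Highest and lowest 8-mers differed by 2.63 for SIP2_D1, 1.60 for AP2-I_D3 and 1.72 for HDP1 (two-sided permutation tests, p = 1e-05, the smallest they can give). These p-values are optimistic, because the 8-mers were picked on the same values. In AP2-I_D3 replicate 2 the difference was 0.939 between the same 8-mers.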

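Between the arrays of 2 GTGCAC-binding DBDs, 47.8% to 57.7% of the GTGCAC probes were called different, set against technical spread alone. With each array centred on its median over these probes, limma called 668 of 1394 probes between SIP2_D1 and AP2-I_D3 (405 higher in SIP2_D1 and 263 in AP2-I_D3), 805 between SIP2_D1 and HDP1 (499 and 306) and 666 between AP2-I_D3 and HDP1 (377 and 289), at an adjusted p under 0.05. GTGCAC_site10518 was higher in SIP2_D1 than in AP2-I_D3 by a log2 difference of 5.55 (SE 0.34, adjusted p = 4.62e-05) and than in HDP1 by 6.87 (SE 0.40, adjusted p = 1.27e-05). GTGCAC_site10285 was lower in SIP2_D1 than in AP2-I_D3, with a log2 difference of -4.65 (SE 0.53, adjusted p = 2.59e-04). GTGCAC_site10755 was lower in SIP2_D1 than in HDP1, at -4.66 (SE 0.37, adjusted p = 3.71e-05), and GTGCAC_site9858 was higher in AP2-I_D3 than in HDP1, at 5.50 (SE 0.53, adjusted p = 1.15e-04). SIP2_D1 and HDP1 have 1 array each, and the model assumes that they vary like the technical replicates of other DBDs, so the calls do not separate a DBD from its array.

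The split by direction follows the scaling. As deposited, without centring, 751 probes were called between SIP2_D1 and AP2-I_D3, 50 higher in SIP2_D1 and 701 in AP2-I_D3, and 964 between AP2-I_D3 and HDP1, 908 and 56. With each array set to mean 0 and SD 1, 333, 293 and 212 probes were called in the 3 comparisons, and after quantile normalization 286, 237 and 207. From the extended motifs and the intensities of 8-mers around GTGCAC, the paper reasons that sequence context influences binding of the GTGCAC-binding factors in vitro.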

By EMSA, we tested whether the core GTGCAC motif was sufficient for DNA binding or whether the extended motif bound by AP2-I_D3 was necessary (Figure 4H). To do this, we used a representative 36-bp sequence with the following properties: contained the central AGTGCATTA extended motif, was bound at a high affinity in the *in vitro* gcPBM, and was located in an *in vivo* AP2-I ChIP-seq bound region (79,90). 

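The sequence used, GTGCAC_site10341 (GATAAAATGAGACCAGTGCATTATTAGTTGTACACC), had an AP2-I_D3 intensity of 11.7 in replicate 1 and 11.0 in replicate 2 (mean 11.3, SD 0.526). In replicate 1 it was brighter than 91.2% of the GTGCAC probes and than every GTGCAC negative control probe. Its orientations differed little, with 11.4 in orientation 1 and the higher value in orientation 2.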

Increased mutations to the extended nucleotides flanking the core GTGCAC 6-mer motif resulted a reduction in AP2-I_D3 binding, suggesting that the core sequence context is indeed important for binding (Figure 4H). 

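Probes preferred by SIP2_D1, AP2-I_D3 or HDP1 over another GTGCAC-binding DBD were rich in the extended motif of the preferring DBD. HDP1-preferred probes held TGTGCACA in 71 of 100 over SIP2_D1 (against 4.68% of the other probes above the threshold) and 76 of 100 over AP2-I_D3 (against 4.21%). AP2-I_D3-preferred probes held AGTGCATTA in 46 of 100 over SIP2_D1 (against 1.79%) and 24 of 100 over HDP1 (against 3.70%). SIP2_D1-preferred probes held GGTGCAC in 25 of 100 over AP2-I_D3 (against 3.24%) and 17 of 100 over HDP1 (against 3.99%). All 6 passed Fisher's exact test at an adjusted p under 0.05, which is no independent test of motifs that the paper read from the same data. With AP2-I_D3 replicate 2 in place of replicate 1, the odds ratio of AGTGCATTA over HDP1 went from 8.25 to 1.84 (adjusted p = 0.211).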

Overall, these results indicate that the sequence context of the GTGCAC motif greatly influences differential binding between the of SIP2_D1, AP2-I_D3 and HDP1 DBDs.

### GTGCAC-binding transcription factors prefer DNA sequences with diverse predicted DNA shapes

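For the GTGCAC-binding DBDs, the core 6-mer together with the bases next to it predicted intensity, and single bases farther out, fitted alone, did not. The core varies among these probes, and the part of the bases beside it was not fitted apart. A ridge regression on the core 6-mer and the 3 nt on each side had an R squared on held-out probes (10 folds) of 0.679 for SIP2_D1, 0.659 for AP2-I_D3 and 0.711 for HDP1 over the 1394 GTGCAC probes. On the remaining, distal bases it was -0.0334, -0.0126 and -0.0196, no better than the mean intensity. The distal fit holds single bases only and was not added to the core. It cannot exclude a small distal effect or one of repeats. AT repeats more than 3 nt from the motif were counted in the preferred probes, a test chosen after the data had been seen. Of 12 tests, 2 passed at an adjusted p under 0.05. In probes preferred by HDP1 over AP2-I_D3, such repeats on the 3′ side were present in 21 of 100, against 10.7% (odds ratio 2.24, adjusted p = 0.029). In probes preferred by SIP2_D1 over HDP1, those on the 5′ side were present in 4 of 100, against 13.7% (odds ratio 0.293, adjusted p = 0.029). The HDP1 result also passed in orientation 1 alone (odds ratio 2.89), with AP2-I_D3 replicate 2 (2.49) and without AT-repeat ends (2.45). It was lost in orientation 2 alone (odds ratio 1.78, adjusted p = 0.255). The SIP2_D1 result was lost in either orientation alone (0.380 and 0.521) and without AT-repeat ends (0.397).

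**Figure D4:**
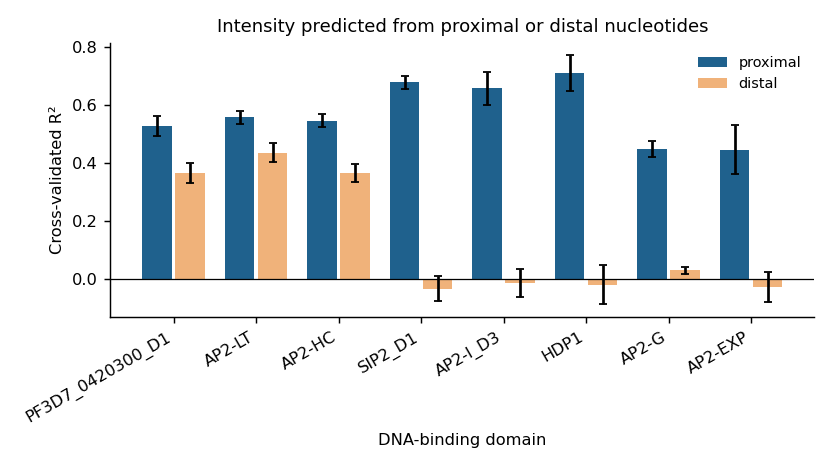
R squared on held-out probes for intensity on proximal bases (core 6-mer and 3 nt on each side) and on distal bases, for the 8 DBDs on probes of their own motif type (replicate 1). Bars are SDs over the 10 folds. Distal bases give -0.0334 for SIP2_D1 and -0.0126 for AP2-I_D3.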

We noted that specific nucleotide patterns distal to the GTGCAC motif (more than three nucleotides upstream/downstream of the extended motif) were not enriched in the probes preferred by the GTGCAC-binding factors (Supplementary Figure S17). This is in stark contrast to what we observed for the CACACA-binding factors (Figure 2H; Supplementary Figure S6). Therefore, we determined the contribution of DNA shape readout of sequence-dependent DNA topologies on TF binding in addition to base readout mechanisms (5). These DNA shape measurements take into consideration how the local flexibility or intrinsic shape of the DNA impacts docking of a TF into its preferred DNA motif, including the effects of 2- to 5-mer nucleotide patterns via inter- and intra-nucleotide interactions. 

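In the CACACA-binding group, distal bases did predict intensity. Their R squared on held-out probes over the 9388 CACACA probes was 0.366 for PF3D7_0420300_D1, 0.436 for AP2-LT and 0.365 for AP2-HC, and that of the core 6-mer with the 3 nt on each side was 0.528, 0.559 and 0.547. The distal part here includes CA repeats that run on beyond the window of 3 nt. Without probes that end in an AT repeat, the distal values were 0.381, 0.472 and 0.380.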

While there are numerous DNA shape features (5), we focused on minor groove width (MGW) and electrostatic potential (EP), which are highly predictive of DNA-binding specificity (77,94–96). Using DNAshapeR (78), we predicted MGW and EP profiles for all DNA probes containing the AGTGCATTA, GGTGCAC, and TGTGCACA extended motifs. Significant differences between each pairwise comparison for MGW and EP suggested that, in addition to base-specific contacts, DNA shape-readout mechanisms likely influence *in vitro* binding specificity of the GTGCAC-binding DBDs (Figure 4I, J; Supplementary Figure S18A–D).

To determine the impact of our predicted contribution of DNA shape on binding, the AP2-I_D3:DNA interaction was tested by EMSA using specific DNA mutations that maximize the change of predicted MGW and EP, while minimizing the number of mutated nucleotides (Supplemental File 3). Distal shape mutations (more than three nucleotides upstream/downstream of the extended AGTGCATTA motif) (Supplementary Figure S19) did not impact the strength of the AP2-I_D3:DNA-bound state (Supplementary Figure S18E), suggesting that specific DNA shapes of the distal flanking sequences are not required for AP2-I_D3 to bind a high-affinity site. Therefore, we conclude that DNA sequence/shape context of proximal, but not distal, nucleotides relative to the GTGCAC motif contribute to differential specificity for the GTGCAC-binding DBDs.

### Sequence context, chromatin state, and timing of expression differentiate *in vivo* binding site selection of GTGCAC-binding transcription factors

As demonstrated by the gcPBM binding results (Figure 4), DNA sequence context and intrinsic DNA shape can impact the *in vitro* binding of the GTGCAC group (SIP2_D1, AP2-I_D3, and HDP1). To explore the impact of sequence context on binding site selection *in vivo*, we compared the *in vitro* gcPBM binding intensities to the available *in vivo* ChIP-seq genome-wide occupancy data for AP2-I (79) and HDP1 (48) which only shared 47 binding sites (Supplementary Figure S10B). Genomic sites bound by AP2-I *in vivo* also revealed an enrichment for the extended AGTGCATTA motif (Supplementary Figure S11C), with moderate correlation between *in vitro* and *in vivo* binding (Supplementary Figure S20A-C). Chromatin accessibility (47) and epigenetic PTMs (71–73) at AP2-I ChIP-bound and ChIP-unbound sites showed that ChIP-bound sites were almost exclusively accessible (Supplementary Figure S11C) and enriched with activation marks (Supplementary Figure S21), in contrast to ChIP-unbound sites, suggesting that AP2-I requires sites of open and active euchromatin. A reanalysis of HDP1 ChIP-seq data identified genome-wide binding to intergenic regions upstream of genes during the sexual blood stage development (48). We found that the extended TGTGCACA motif preferred by HDP1 *in vitro* (Supplementary Figure S3F) is also enriched *in vivo* (Supplementary Figure S11D), although there was low correlation between the *in vitro* and *in vivo* bound sites (Supplementary Figure S20D-F). We conclude that distinct *in vivo* binding site selection is largely due to differences in the extended DNA motifs and timing of expression in the parasite lifecycle.

### Low affinity DNA-binding preferences across divergent DNA motifs may influence TF *in vivo* genome-wide co-occupancy

Based on comparisons of published *in vivo* binding site data from ChIP-seq studies, AP2-G and AP2-EXP recognize unique DNA motifs, yet both co-occupy a subset of overlapping genomic regions with AP2-I (79,92). Because the *P. falciparum*-specific gcPBM design contains all four motifs types (CACACA, GTGCAC, GTAC and TGCATGCA) (Figure 1B) this allowed us to re-examine our data to interrogate TF binding at other enriched DNA motifs represented on the Pf gcPBM (79,86,92). 

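AP2-G, the factor that commits parasites to sexual development, was measured on 2 technical replicate arrays with the same assay and the same deposited natural log intensities. Median intensity over all probes was 10.6 in replicate 1 and 10.2 in replicate 2. Its comparisons use the 8996 GTAC probes and 620 GTAC negative control probes, with replicate 1 unless replicate 2 is named. Among the probes listed at 0 in replicate 1, 1 was at 0 in both orientations. For the comparison with AP2-I_D3, both DBDs have 2 arrays.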

To characterize possible mechanisms of co-occupancy between AP2-G and AP2-I we first determined the genome-wide binding specificity of AP2-G using the *P. falciparum*-specific gcPBM. 

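AP2-G separated GTAC probes from their negative control probes more completely than any other DBD did for its own motif. The median intensity was 11.7 on GTAC probes and 9.90 on control probes, a 6.20-fold difference (2.43-fold in replicate 2), and the GTAC probe was the brighter in a share of 0.994 of pairs (two-sided permutation test of the medians, p = 1e-05, the smallest it can give). Of 8996 GTAC probes, 8995 were above the 90th percentile of the controls. The interquartile range over GTAC probes was 0.527 (bootstrap 95% interval 0.514 to 0.537) in replicate 1 and 0.225 in replicate 2, and over control probes it was 0.537 and 0.310. Pearson's r between replicates was 0.892 with control probes (r squared 0.795) and 0.757 over GTAC probes alone (0.573). The core 6-mer with the 3 nt on each side had an R squared on held-out probes of 0.449, and distal bases 0.0298. The brightest probe was XGTACX_site6231 (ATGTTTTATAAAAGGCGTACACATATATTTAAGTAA), at 13.5 and 11.0 in the replicates.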

AP2-G bound to GTAC probes with a narrow distribution of binding and high correlation between technical replicates (Supplementary Figure S22A-D), which implied a low importance for sequence context. While the AP2-G ChIP-bound sites resulted in higher binding intensities over all other genomic GTAC-containing sites (Supplementary Figure S11E), the *in vitro* gcPBM versus *in vivo* ChIP-seq binding were only moderately correlated (Supplementary Figure S23A).

AP2-G and AP2-I recognize divergent DNA motifs *in vitro* (Figure 1A) although roughly one-third of *in vivo* ChIP-seq binding sites are shared between these TFs (Supplementary Figure S10C). 

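AP2-G bound GTGCAC probes less than GTAC probes but above its controls, and AP2-I_D3 did the same with GTAC probes. AP2-G had a median intensity of 10.4 on GTGCAC probes, 1.59-fold above the GTAC negative control probes, and 35.8% of these probes were above the 90th percentile of the controls. AP2-I_D3 had a median of 7.58 on GTAC probes, 1.32-fold above the GTGCAC negative control probes, while 8.84% were above the 90th percentile, beside 10% of the controls themselves (11.0% in replicate 2). The probe of the other motif type was the brighter in a share of 0.786 and 0.708 of pairs. In replicate 2 the differences were 1.30-fold for AP2-G and 1.16-fold for AP2-I_D3, and without low-complexity probes 36.4% of GTAC probes were above the 90th percentile for AP2-I_D3. Both differences gave p = 1e-05 in the two-sided permutation test, the smallest it can give, before and after adjustment over the 24 combinations of DBD and other motif. Against control probes matched for GC content, the AP2-G difference of 0.463 became 0.279 and the AP2-I_D3 difference of 0.281 became 0.299.

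In the direct comparison over 10390 GTAC and GTGCAC probes with each array centred, limma called 3465 probes, 1176 higher in AP2-G and 2289 in AP2-I_D3. GTGCAC_site9795 had a log2 difference of AP2-G minus AP2-I_D3 of -7.43 (SE 0.68, adjusted p = 9.67e-04) and XGTACX_site3178 one of 1.62 (SE 0.31, adjusted p = 0.0102). These values follow the centring, since the mean natural log intensities before it were 9.91 for AP2-G and 11.9 for AP2-I_D3 on the first probe and 11.8 and 7.50 on the second. Uncentred, 9302 probes were called, 9159 higher in AP2-G and 143 in AP2-I_D3, and without AP2-G replicate 1 the centred count was 1979.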

When we analyzed the AP2-G and AP2-I_D3 gcPBM, we found that AP2-G bound GTGCAC probes significantly above GTAC negative control probes (Figure 5A) and AP2-I_D3 bound GTAC probes significantly above GTGCAC negative control sites (Figure 5B) at low affinities, suggesting that these DBDs also bind divergent DNA motifs *in vitro*. To determine if these lower affinity sites are also bound *in vivo* by both AP2-G and AP2-I, we next compared the AP2-G and AP2-I_D3 ChIP-bound sites to categorize sites that were co-occupied by both TFs (‘co-ChIP-bound’). By calculating the fold change of gcPBM binding between the co-ChIP-bound sites and grouping the data as: preferred by AP2-I (Log_2_FC > 2), preferred by AP2-G (Log_2_FC > –2), or equally preferred by both DBDs *in vitro* (2 > Log_2_FC > –2) (Figure 5C), we indeed find that they bound co-occupied sites at low affinities as observed *in vivo*.

**Figure 5.**
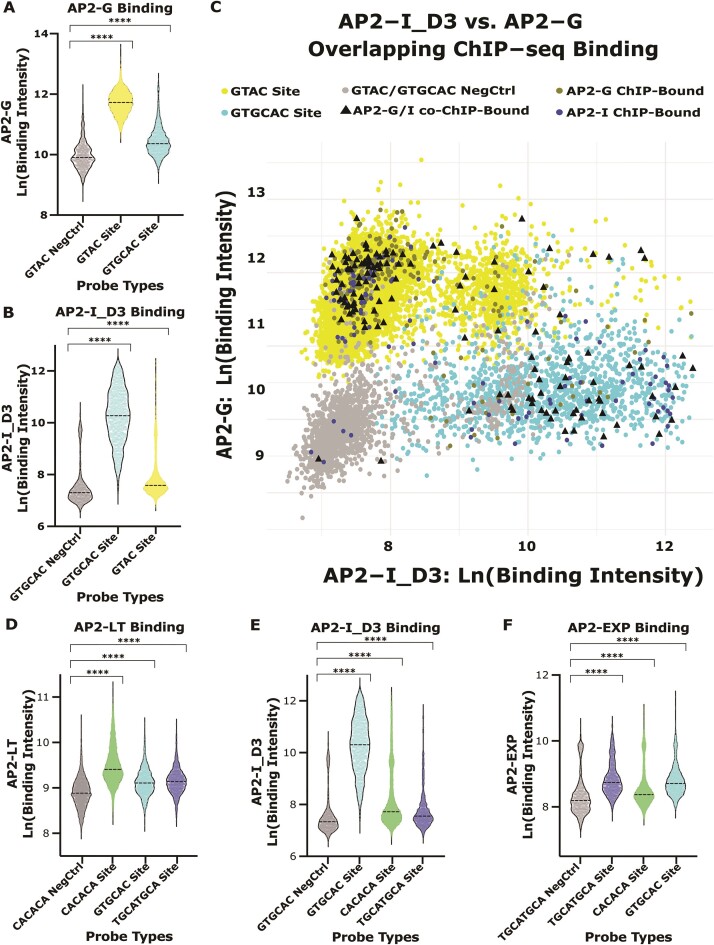
Overlapping *in vitro* binding preferences across DNA motif types. (**A**) AP2-G binding intensity distributions for GTAC negative control probes (grey), all GTAC probes (yellow) and all GTGCAC probes (blue); (**B**) AP2-I_D3 binding intensity distributions for GTGCAC negative control probes (grey), all GTGCAC probes (blue) and all GTAC probes (yellow); (**C**) comparison of the binding intensities for AP2-G and AP2-I_D3. Negative control probes (grey), GTAC probes (yellow), GTGCAC probes (blue), AP2-G ChIP-bound sites (dark yellow), AP2-I ChIP-bound sites (dark blue) and AP2-G/AP2-I co-bound ChIP-bound sites (black triangles); (**D**) AP2-LT binding intensity distributions for CACACA negative control probes (grey), all CACACA probes (green), all GTGCAC probes (blue) and all TGCATGCA probes (purple); (**E**) AP2-I_D3 binding intensity distributions for GTGCAC negative control probes (grey), all GTGCAC probes (blue), all CACACA probes (green), and all TGCATGCA probes (purple); (**F**) AP2-EXP binding intensity distributions for TGCATGCA negative control probes (grey), all TGCATGCA probes (purple), all GTGCAC probes (blue), and all CACACA probes (green).

Similarly, our AP2-LT ChIP-seq results identified an overlap with some AP2-EXP genome-wide binding sites, and previous work reported an overlap of AP2-I and AP2-EXP *in vivo* binding site preference (92). Therefore, to expand the comparison to include all three factors, we identified the overlapping ChIP-seq peaks between AP2-LT (CACACA-binder), AP2-I (GTGCAC-binder) and AP2-EXP (TGCATGCA-binder) (Supplementary Figure S10D). For this comparison, we first identified the genome-wide binding specificity for AP2-EXP using the *P. falciparum*-specific gcPBM. 

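AP2-EXP was measured on 2 technical replicate arrays, with median intensities over all probes of 8.36 and 8.89. The values were made and read as for the other DBDs, as natural log intensities of the brighter orientation. For its own motif the 1059 TGCATGCA probes are set against the 612 TGCATGCA negative control probes. For other motifs, the probes of that motif type are set against the negative control probes of the own motif type of the DBD, in replicate 1. Over own-motif probes its orientations resembled each other least among the 8 DBDs, with r of 0.362 in replicate 1.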

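AP2-EXP bound TGCATGCA probes above their negative control probes, with a median intensity of 8.72 against 8.18. This is a 1.73-fold difference (1.59-fold in replicate 2), with the TGCATGCA probe brighter in a share of 0.803 of pairs (two-sided permutation test of the medians, p = 1e-05, the smallest it can give). Between replicates, Pearson's r was 0.929 over TGCATGCA and control probes and 0.921 over TGCATGCA probes alone. The brightest TGCATGCA probe was TGCATGCA_site754 (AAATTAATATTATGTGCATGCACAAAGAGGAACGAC), at 10.5 and 10.8 in the replicates. The interquartile range was 0.621 over TGCATGCA probes and 0.540 over control probes. Only 165 of 1059 TGCATGCA probes (15.6%, 95% Wilson interval 13.5% to 17.9%) were above the 90th percentile of the controls, and 62.9% were when probes with long A/T runs were left out of both classes.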

We found that AP2-EXP bound to TGCATGCA probes at higher signal intensities with a strong correlation between technical replicates (Supplementary Figure S22E–H). The gcPBM signal intensity of AP2-EXP ChIP-bound sites compared to all TGCATGCA sites had no significant difference (Supplementary Figure S11F), and the *in vitro* versus *in vivo* binding comparison showed only a moderate-to-low correlation (Supplementary Figure S23B), which suggested no dependence on sequence context. AP2-EXP ChIP-bound sites were mostly defined by accessible chromatin (Supplementary Figure S11F) and activating marks (Supplementary Figure S24). We also analyzed the AP2-LT, AP2-I_D3, and AP2-EXP gcPBM data for binding to CACACA-, GTGCAC- and TGCATGCA-containing probes. Each pairwise comparison (AP2-LT versus AP2-I_D3, AP2-LT vs. AP2-EXP and AP2-I_D3 versus AP2-EXP) resulted in significant low affinity binding to probes containing other DNA motifs over control probes (Figure 5D–F), with a wide distribution of co-ChIP-bound sites (Supplementary Figure S25). Therefore, we conclude that some AP2 DBDs (AP2-G, AP2-I, AP2-LT and AP2-EXP) have the propensity to bind different DNA motifs *in vitro* at lower affinities which likely results in the co-occupancy observed by *in vivo* ChIP-seq binding data.

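AP2-LT, AP2-I_D3 and AP2-EXP were brighter on probes of the other motif types than on their own negative control probes in each of the 6 combinations. AP2-EXP on GTGCAC probes showed the largest difference in replicate 1, 0.518 or 1.68-fold, with a median of 8.70 beside 8.72 on TGCATGCA probes. In replicate 2 this difference was the smallest of the 6, at 0.180 or 1.20-fold (medians of 8.91 and 9.19), and AP2-I_D3 on TGCATGCA probes had the largest, at 0.400. In replicate 1, on CACACA probes AP2-EXP was 1.20-fold above its controls. AP2-I_D3 was 1.47-fold brighter on CACACA probes and 1.25-fold on TGCATGCA probes, and AP2-LT 1.25-fold on GTGCAC probes and 1.29-fold on TGCATGCA probes. The other-motif probe was the brighter in a share of 0.797 and 0.645 of pairs for AP2-EXP (GTGCAC and CACACA), 0.731 and 0.653 for AP2-I_D3 (CACACA and TGCATGCA), and 0.701 and 0.727 for AP2-LT (GTGCAC and TGCATGCA). All 6 gave p = 1e-05 in the two-sided permutation test, the smallest it can give. With control probes matched for GC content, the difference went from 0.221 to 0.0872 for AP2-LT on GTGCAC, from 0.252 to 0.132 for AP2-LT on TGCATGCA and from 0.181 to 0.0704 for AP2-EXP on CACACA, each still higher than the controls (adjusted p = 0.0024, 0.0024 and 0.00435, 500 permutations within GC classes).

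**Figure D5:**
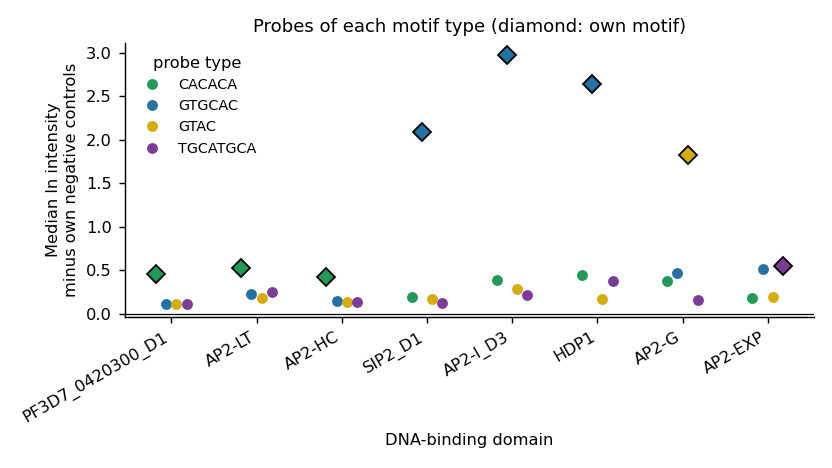
Difference in median natural log intensity between probes of each motif type and the negative control probes of the own motif type, for the 8 DBDs (replicate 1). Diamonds mark the own motif type, and the highest point among the other motif types is AP2-EXP on GTGCAC probes at 0.518.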

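Set beside the own motif, binding to other motifs was weaker for AP2-I_D3 than for AP2-LT and AP2-EXP. The own-motif difference of AP2-I_D3 was 2.97, against 0.387 on CACACA and 0.219 on TGCATGCA probes. That of AP2-LT was 0.523, and that of AP2-EXP 0.546, against 0.518 on GTGCAC probes. In replicate 2 of AP2-EXP these were 0.462 and 0.180. For AP2-LT, 25.3% of GTGCAC probes and 24.6% of TGCATGCA probes were above the 90th percentile of its control probes, for AP2-I_D3 17.8% of CACACA probes, and for AP2-EXP 10.3% of GTGCAC probes, where 10% of the controls lie by definition. The shares were below that level for AP2-I_D3 on TGCATGCA (8.50%, and 22.5% in replicate 2) and AP2-EXP on CACACA probes (9.12%), and in replicate 2 for AP2-EXP on GTGCAC probes (5.24%). Without low-complexity probes the shares were 48.0% for AP2-I_D3 on CACACA and 36.6% on TGCATGCA probes, and 61.3% for AP2-EXP on GTGCAC and 19.8% on CACACA probes. Without probes that hold GTGCA on either strand, the AP2-I_D3 share was 10.3% on CACACA and 4.26% on TGCATGCA probes. From binding at low intensity to other motifs, the paper concludes that some AP2 domains can bind different motifs in vitro, and it proposes that this contributes to co-occupancy in vivo.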

## Discussion

Transcription factor (TF) binding site recognition and specificity are important components of gene regulation in all living organisms (1,7,8,97–100). However, the short and conserved DNA motifs bound by a TF may not fully capture biologically relevant binding site preferences at lower affinity genomic sites (28). Moreover, features such as DNA sequence context, local DNA shape, protein-protein interaction partners, epigenetic post-translational modifications, and chromatin architecture also impact binding site recognition (5,8,11,28,97). Investigating the parameters that differentiate the sequence specificity of large families of paralogous TFs in model eukaryotes poses a great challenge since they are often numerous (>100) and functionally redundant (9). In this study, we explored the contribution of these context-dependent parameters in the malaria parasite *P. falciparum*, which has a reduced number of TFs relative to other eukaryotes (5,7,8,11,28).

Using a novel *P. falciparum* genomic-context protein-binding DNA microarray (gcPBM), we found that three ApiAP2 TFs with DBDs that recognize a CACACA motif (PF3D7_0420300_D1, AP2-LT and AP2-HC) cannot readily differentiate DNA sequence context *in vitro*. Despite this observation, we found that AP2-LT and AP2-HC (85) do not bind overlapping genomic regions *in vivo*. We correlated our findings with previously published co-factor interactions, chromatin accessibility, and epigenetic mark datasets (47,48,71–73,79,85,92) and found that chromatin and protein-complex features likely play important roles in defining the binding site selections *in vivo*. The absence of overlapping *in vivo* binding for AP2-LT and AP2-HC TFs is supported by recent studies that identified AP2-HC complexed with PfHP1 (85) at heterochromatic regions, while AP2-LT is a component of the putative PfSAGA transcriptional co-activating complex (84) which is only found in euchromatic regions. While the specific role of PF3D7_0420300 as a TF during *P. falciparum* asexual blood stage development remains unknown, a previous publication identified its interaction with PfMORC (101), a putative repressive complex component highly characterized in metazoans (102–109) and recently in *Toxoplasma gondii* (110,111). Therefore, we anticipate that a PF3D7_0420300:PfMORC complex would likely bind genomic regions not bound by AP2-LT or AP2-HC. We also find that AP2-LT binds a double (TG/CA)CAC motif repeated in an eleven-nucleotide pattern *in vitro* and *in vivo*, suggesting a potential requirement for AP2-LT dimerization at genomic targets. Although a co-crystal structure of AP2-EXP:DNA revealed the possibility for AP2 domain-swapped homodimerization (64), AP2-LT likely binds to the same face of the DNA via a different dimerization mechanism. In addition, we found that genomic sites bound by AP2-LT become accessible as the TF is being expressed at the mRNA (82) and protein (87) level, suggesting an interplay between TF occupancy and nucleosome positioning. Therefore, AP2-LT may recognize the TGCAC DNA motif on or near promoter-bound nucleosomes and recruit the PfSAGA chromatin remodelers (84) to increase DNA accessibility. This potential activity for AP2-LT is reminiscent of pioneer factors in other eukaryotes (112–115), but remains to be tested. We conclude that, while the three CACACA-binding TFs bound similar DNA sequence context specificities by gcPBM *in vitro*, most of the TFs had divergent chromatin preferences, suggesting that they are unlikely to be functionally redundant.

In contrast, our gcPBM results identified that SIP2_D1, AP2-I_D3 and HDP1, which bind the GTGCAC sequence, have differing *in vitro* preferences for nucleotides proximal to this core motif. These TFs also display a preference for divergent predicted DNA shape features, such as minor groove width and electrostatic potential, suggesting that shape-readout mechanisms (5) additionally impact binding site selection. Future structural work with these DBDs may help further define the base- and shape-readout mechanisms of these TF-DNA interactions. *In vivo* AP2-I prefers the AGTGCATTA extended motif and binds to regions of accessible chromatin containing activating epigenetic marks. SIP2 prefers a bipartite SPE2 GGTGCAC extended motif and colocalizes to sub-telomeric regions of inaccessible chromatin and repressive epigenetic marks (88). For AP2-I and SIP2, a subset of cells from single-cell transcriptomics data (70) show co-expression of both factors, suggesting the possibility of co-binding or competitive binding, which remains to be determined. Finally, HDP1 binds the extended TGTGCACA motif, yet is maximally expressed during sexual blood stages, for which comprehensive chromatin accessibility and epigenetic modifications datasets are limited. Overall, we found that the GTGCAC-binding TFs have differential *in vitro* and *in vivo* DNA-binding preferences due to contributions from DNA sequence/shape context preferences, timing of expression, chromatin accessibility, and epigenetic patterns.

Our results also suggest that low-affinity protein-DNA interactions by *P. falciparum* DBDs may contribute to a more complex mechanism of *in vivo* TF co-occupancy. This concept has been thoroughly investigated in the homeobox domain (HOX) TF family in *Drosophila*, where sites of Exd:Hox co-occupancies are driven by low-affinity binding between the TFs and DNA by latent specificity (11,28). In the malaria rodent model, *P. berghei*, recent work has also identified co-occupancy of ApiAP2 TFs and other TFs (116). Additionally, in *P. falciparum*, *in vivo* co-occupancy between AP2-G (GTAC-binder) and AP2-I (GTGCAC-binder) has been previously reported (79). Here we further identified a subset of co-occupied sites by AP2-LT (CACACA-binder), AP2-I_D3 (79,90), and AP2-EXP (92) (TGCATGCA-binder). It was previously hypothesized that, at sites of co-occupancy, one TF is driving the DNA-specific binding, while the other factor is present by protein-protein interactions (79). However, using gcPBM binding data for the above DBDs, we found that each DBD bound to divergent DNA motifs at low affinities, suggesting co-occupancy may be impacted by low-affinity binding from either factor. Overall, these results add to the growing evidence for genome-wide co-occupancy by ApiAP2 TFs. Future work on the physical interactions between *P. falciparum* TFs will further allow for the interrogation of putative cooperativity between these proteins.

This work contributes to our current understanding of how paralogous TF binding specificity is determined (44,46,56–58). By interrogating sequence and chromatin features using *Plasmodium falciparum* TFs we characterized a reduced set of paralogous DBDs from essential TFs with non-redundant functional roles. In this context, we found several solutions including TFs that rely on sequence context to differentiate genome-wide binding site selection and others that are coordinated through changes in chromatin state features. Our findings are also relevant from a therapeutic perspective since ApiAP2 TFs are unique to plant and eukaryotic parasite genomes and have therefore been proposed as future antiparasitic drug targets (92,117–121). Understanding the factors that drive complex gene regulatory mechanisms in *P. falciparum* is critical to selecting appropriate future drug interventions (122–124). Recent work has identified putative antimalarial compounds that interact with AP2 domains *in silico* and *in vitro* which arrest *Plasmodium* spp. development at multiple stages of the parasite life cycle (92). The concept of a ‘pan-ApiAP2 inhibitor’ design would allow for the inhibition of multiple ApiAP2 TFs, such as the group of CACACA-binding TFs that regulate divergent developmental pathways, with one drug. Understanding the specific roles of these unique and parasite-essential factors will be critical for the design of future AP2-targeted antimalarial therapies.

## Supplementary Material

gkae585_Supplemental_Files

## Data Availability

Data from genomic-context protein-binding microarray (gcPBM) experiments as raw and processed image and signal files is located on the NCBI Gene Expression Omnibus (GEO) [GSE227873]. Agilent ID generated by GEO [Agilent-085718] and placed as an online GEO platform. Whole genome sequencing data for AP2-LT^HA^ parasite line is located on the NCBI Sequence Read Archive (SRA) [PRJNA873081]. Genome-wide AP2-LT binding data from chromatin immunoprecipitation followed by sequencing (ChIP-seq) experiments is located as fully processed on NCBI Gene Expression Omnibus (GEO) [GSE212052]. ChIP-seq genome tracks (.bigwig) and unprocessed gel images are attached to the supplement and located on the Zenodo database [10.5281/zenodo.7007554].

## Notes

Present address: Yuning Zhang, Department of Genetics, Washington University School of Medicine in St. Louis, St. Louis, MO, 63110, USA.

Present address: Gabrielle A. Josling, Australian Red Cross Lifeblood, Melbourne, Victoria, 3003, Australia.

# Supplementary material for: DNA sequence and chromatin differentiate sequence-specific transcription factor binding in the human malaria parasite Plasmodium falciparum
**Source:** Nucleic Acids Res. 2024 Jul 5;52(17):10161–79. doi: 10.1093/nar/gkae585
**Supplement:** gkae585_Supplemental_Files

**DNA sequence and chromatin differentiate sequence-specific transcription factor binding in the human malaria parasite *Plasmodium falciparum***

Victoria A. Bonnell^1,2,3^, Yuning Zhang^4,5,6^, Alan S. Brown Jr.^1,2,3^, John Horton^4,5^, Gabrielle A. Josling^1,2,3^, Tsu-Pei Chiu^7^, Remo Rohs^7,8,9,10^, Shaun Mahony^1,2^, Raluca Gordân^4,5,11,12^, & Manuel Llinás^1,2,3,13^

**Supplemental Figures with captions:**

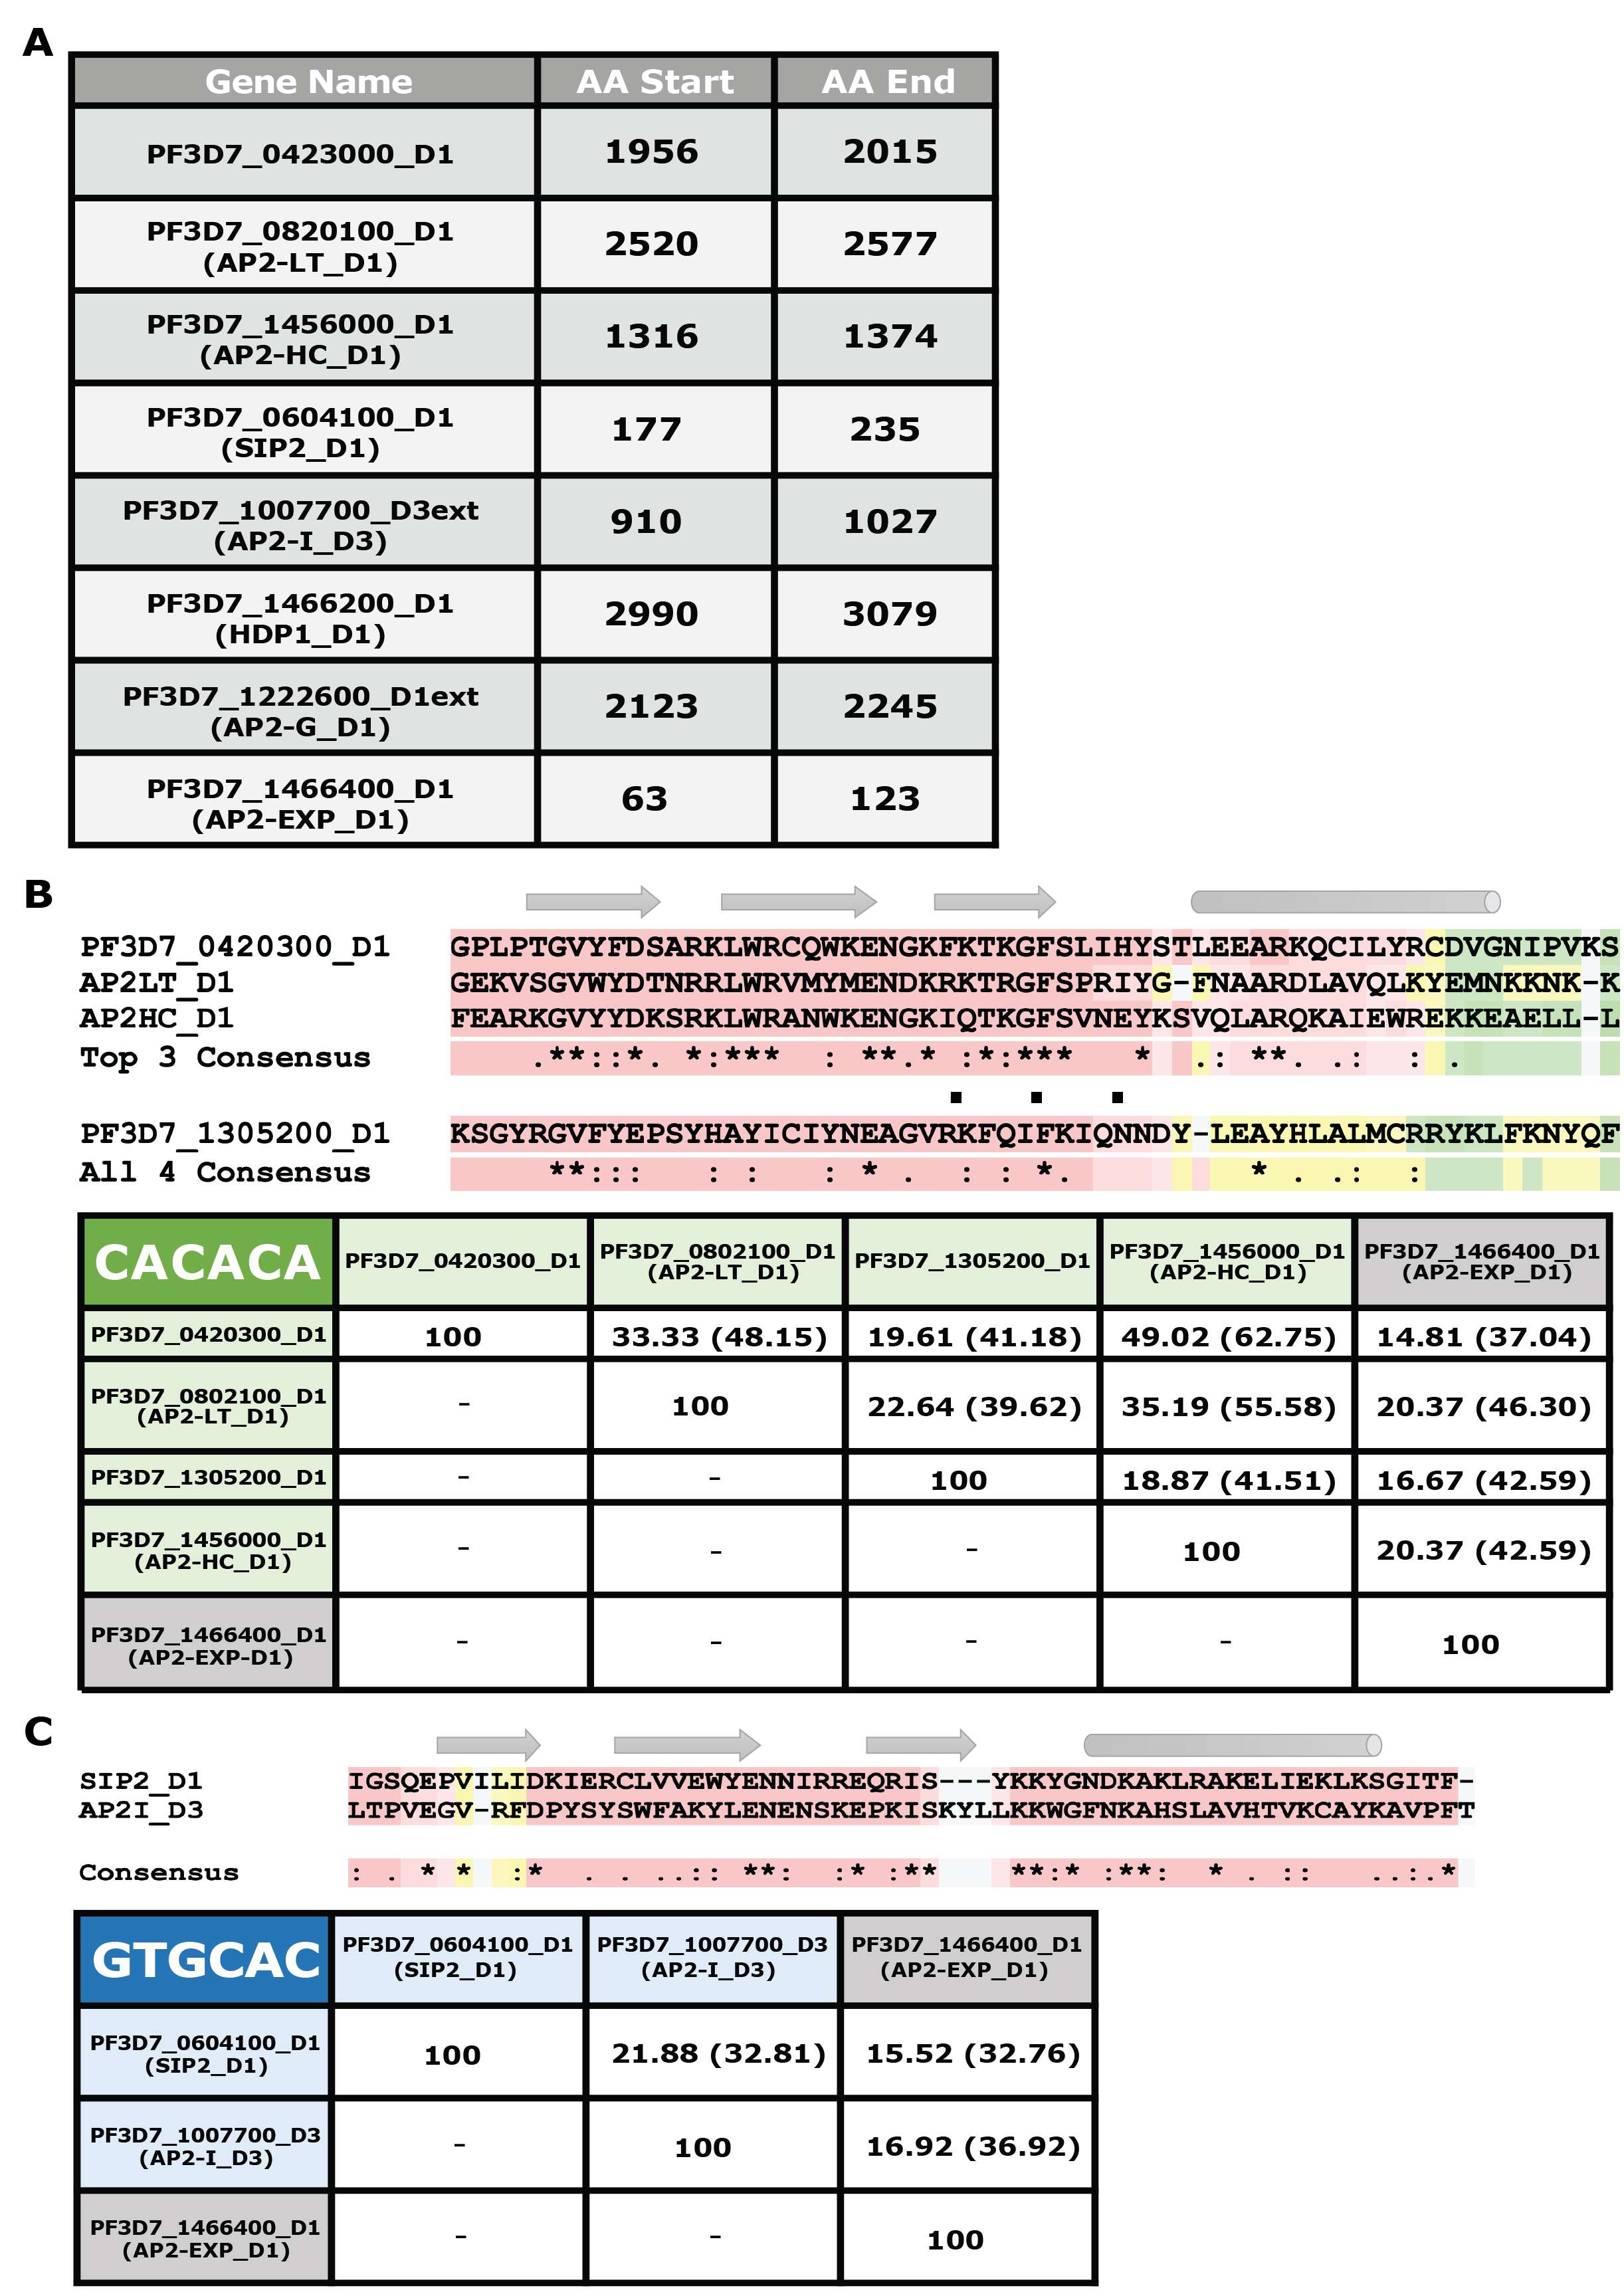

**Supplemental Figure 1: Amino acid sequence alignments of DBDs used in this study**

**(A)** Amino acid coordinates of DBDs used for gcPBM experiments; **(B)** *Above:* Amino acid sequence alignment of CACACA-binding AP2 domains. *Below:* Calculated percent identity (and percent similarity) from the CACACA-binding alignment with AP2-EXP as an outgroup. The CACACA-binding DBD from PF3D7_1305200 was excluded from this study as it was less conserved relative to the other CACACA-binding DBDs (20.37% identity) and is not co-expressed; **(C)** *Above:* Amino acid sequence alignment of GTGCAC-binding AP2 domains. *Below:* Calculated percent identity (and percent similarity) from the GTGCAC-binding alignment with AP2-EXP as an outgroup.

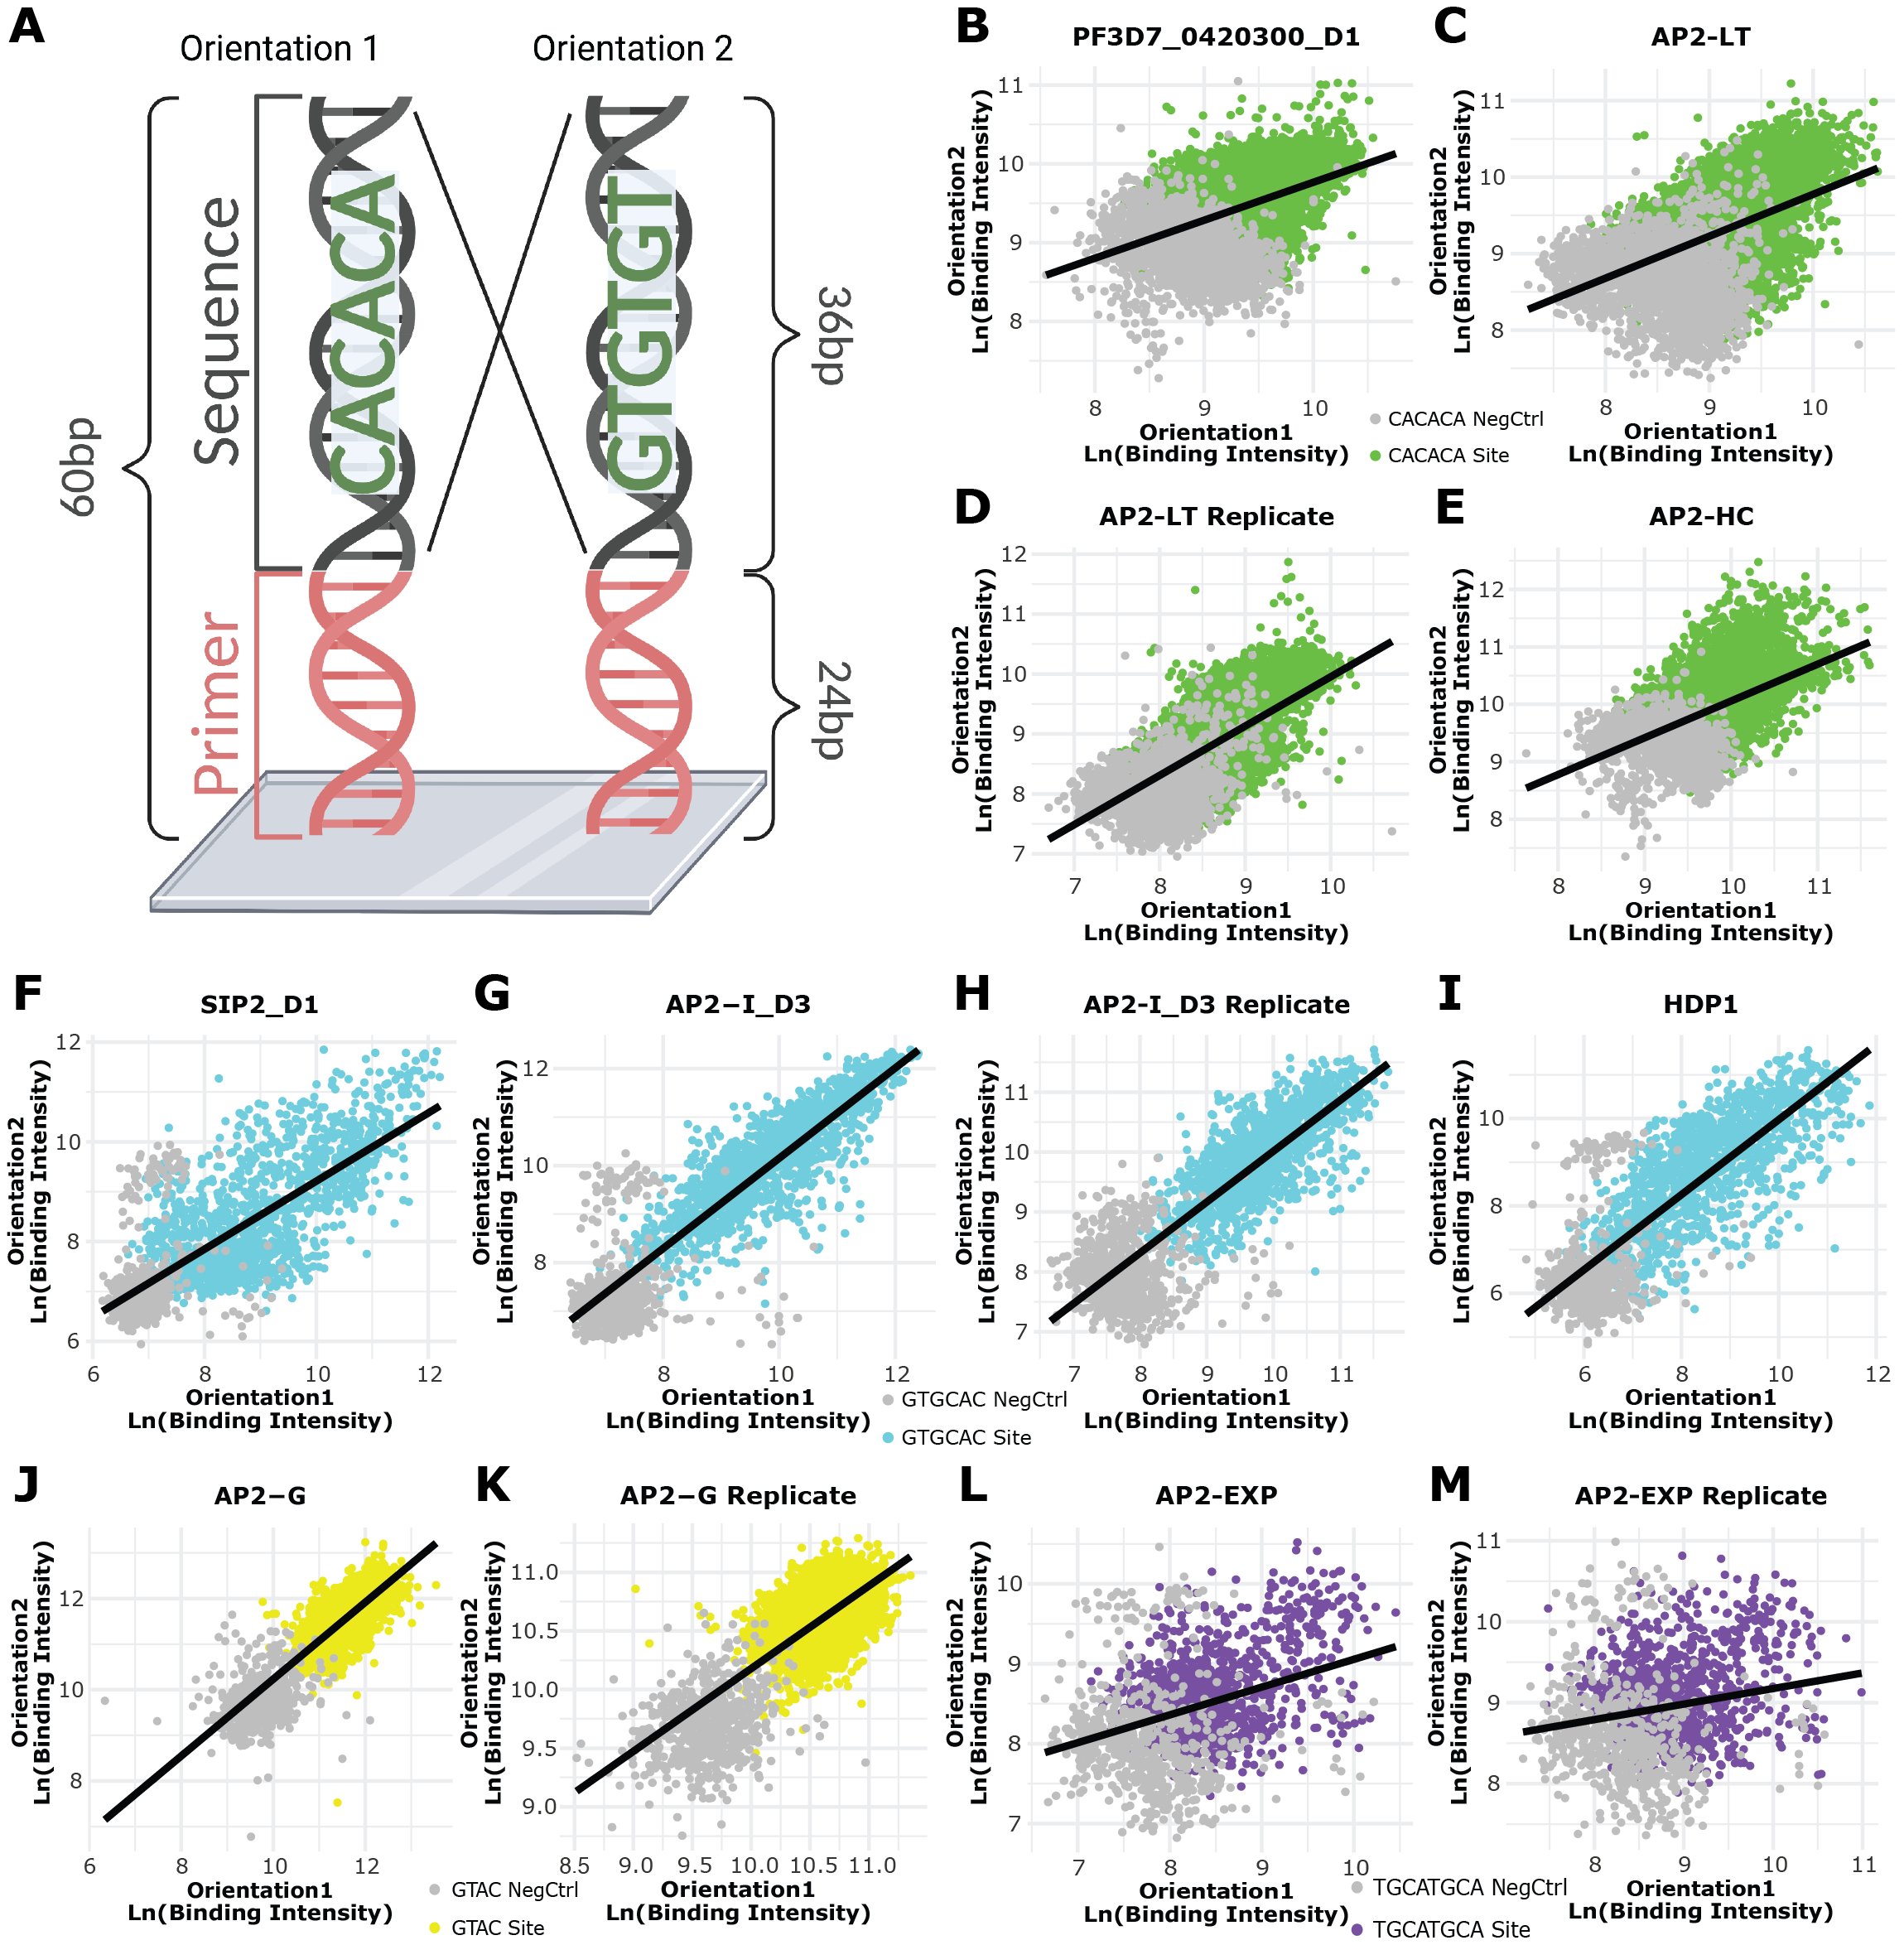

**Supplemental Figure 2: Differences in DNA-binding across probe orientations**

**(A)** Graphical representation of the two orientations from gcPBM experiments. Microarray graphic was created with BioRender.com; **(B-E)** Comparison of binding intensity across probe orientations for the CACACA-binding group including the technical replicate (CACACA probes [Green] and negative control probes [Grey]); **(F-I)** Comparison of binding intensity across probe orientations for the GTGCAC-binding group including the technical replicate (GTGCAC probes [Blue] and negative control probes [Grey]); **(J-K)** Comparison of binding intensity across probe orientations for AP2-G including the technical replicate (GTAC probes [Yellow] and negative control probes [Grey]); **(L-M)** Comparison of binding intensity across probe orientations for AP2-EXP including a technical replicate (TGCATGCA probes [Purple] and negative control probes [Grey]).

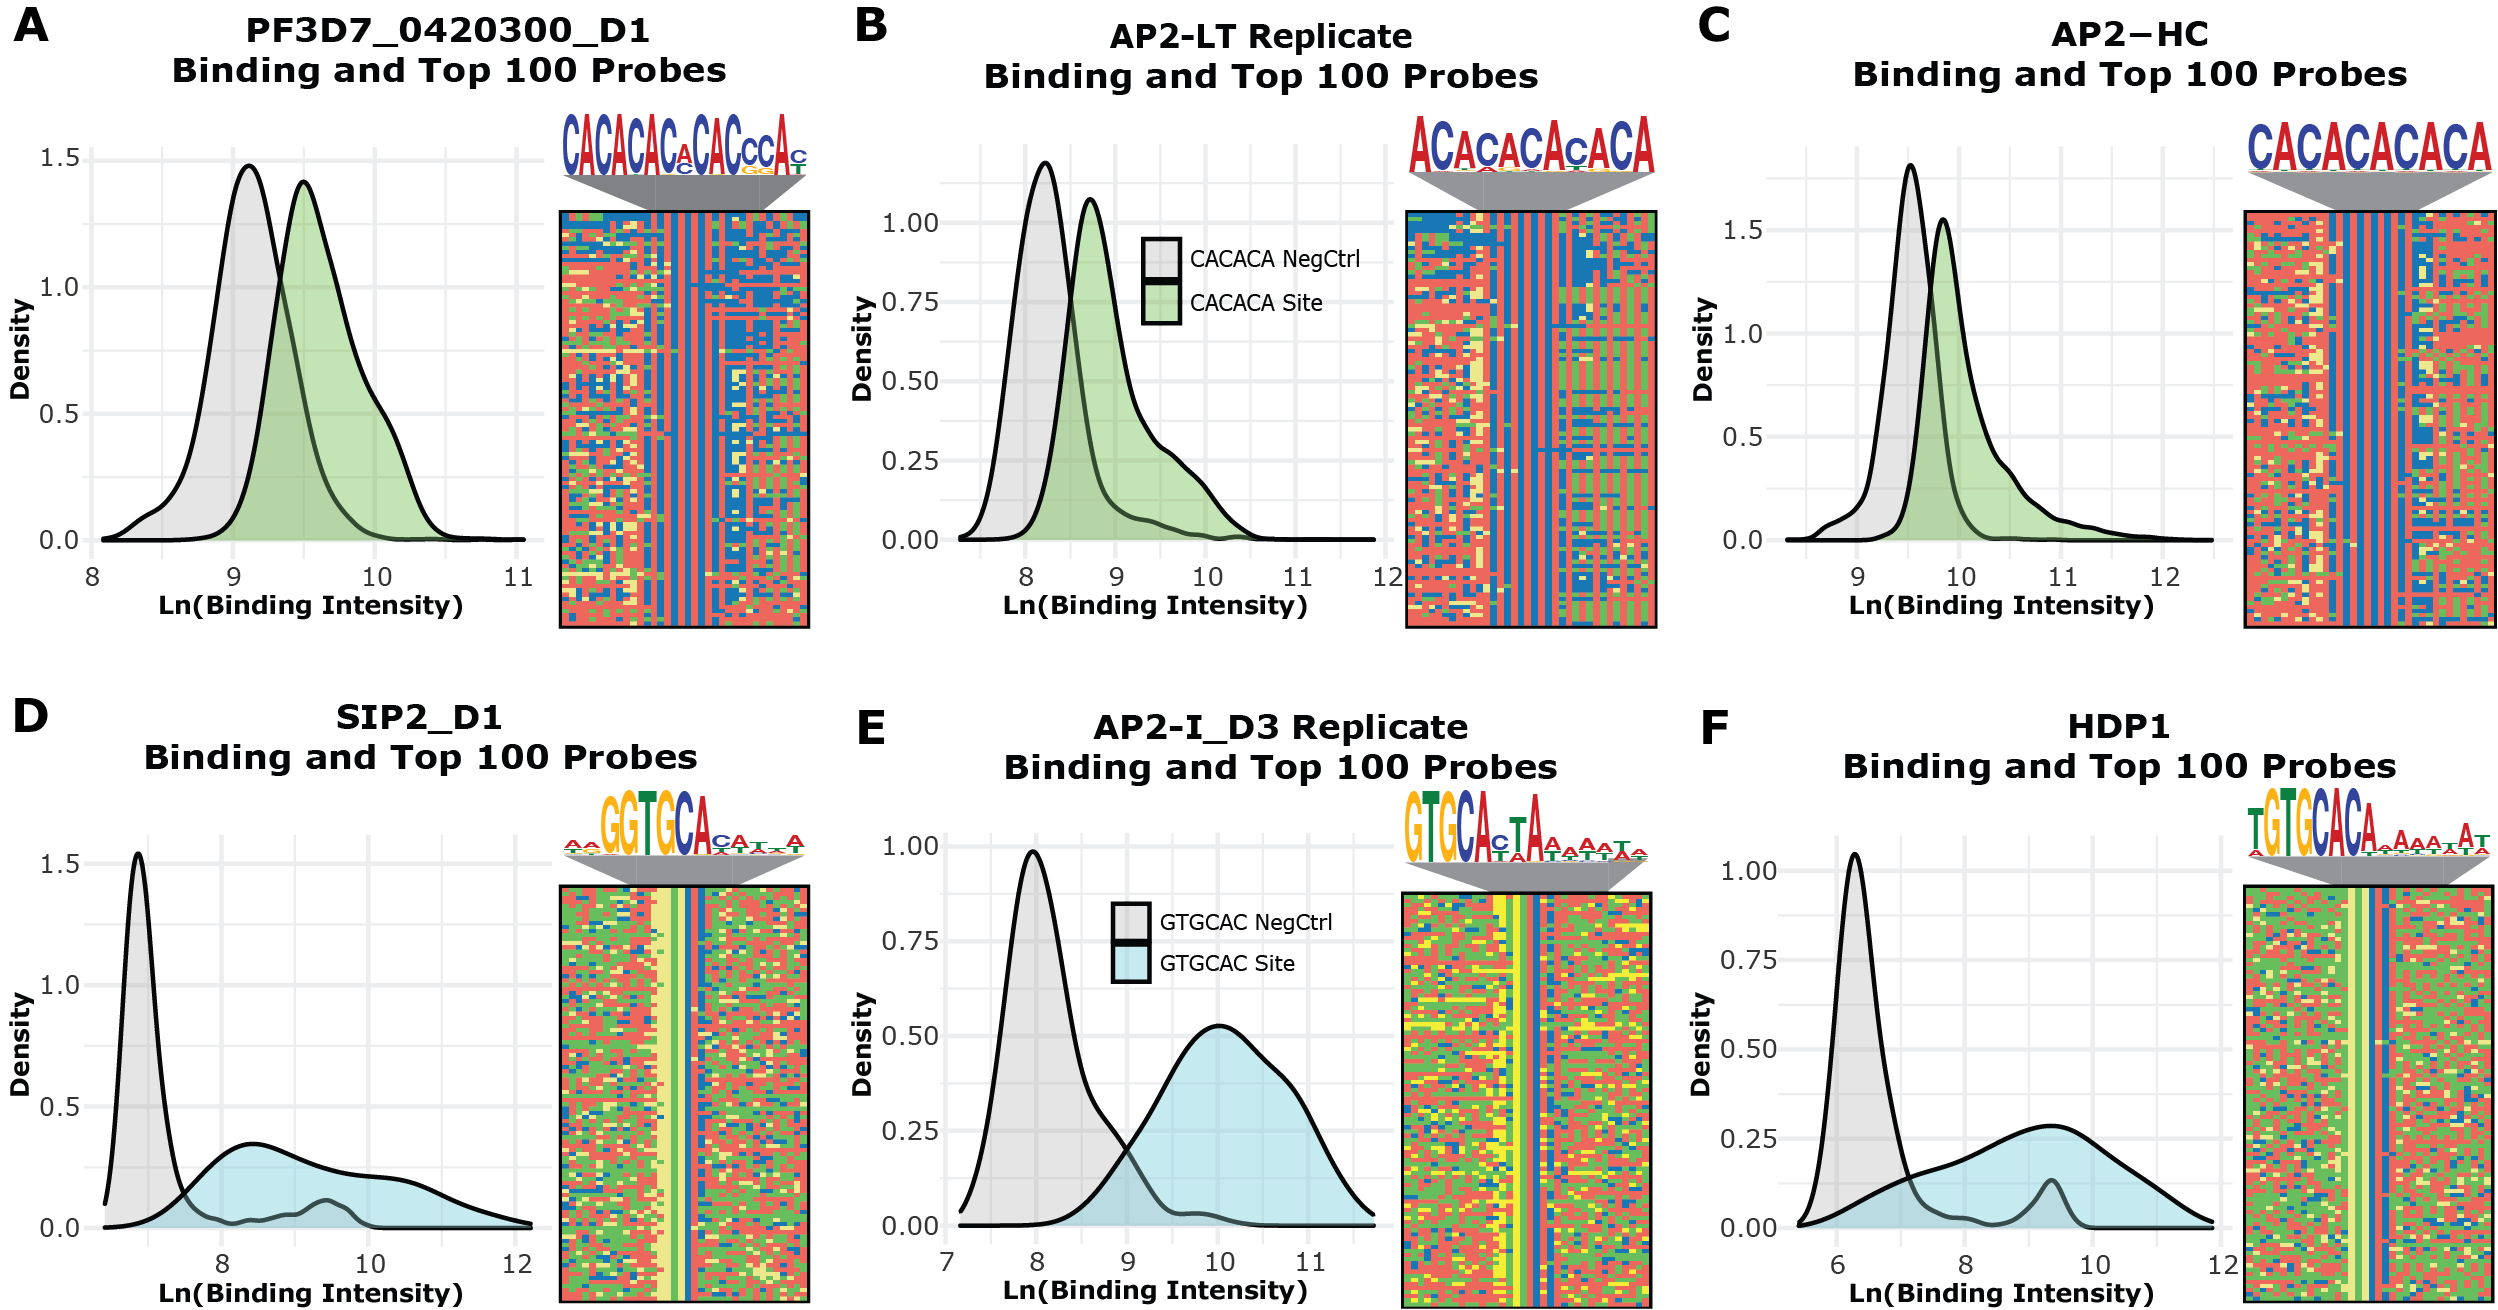

**Supplemental Figure 3: Distribution of binding specificity and top 100 bound probes for DBDs**

**(A-C)** *Left*: Distributions of the binding intensities for the CACACA-binding group including the technical replicate (CACACA probes [Green] and negative control probes [Grey]). *Right*: the DNA motif enriched in the 100 top bound probes with a four-color plot of the 100 top bound probes underneath. Color representations: A (Red), C (Blue), G (Yellow), and T (Green); **(D-F)** *Left*: Distributions of the binding intensities for the GTGCAC-binding group including a technical replicate (GTGCAC probes [Blue] and negative control probes [Grey]).

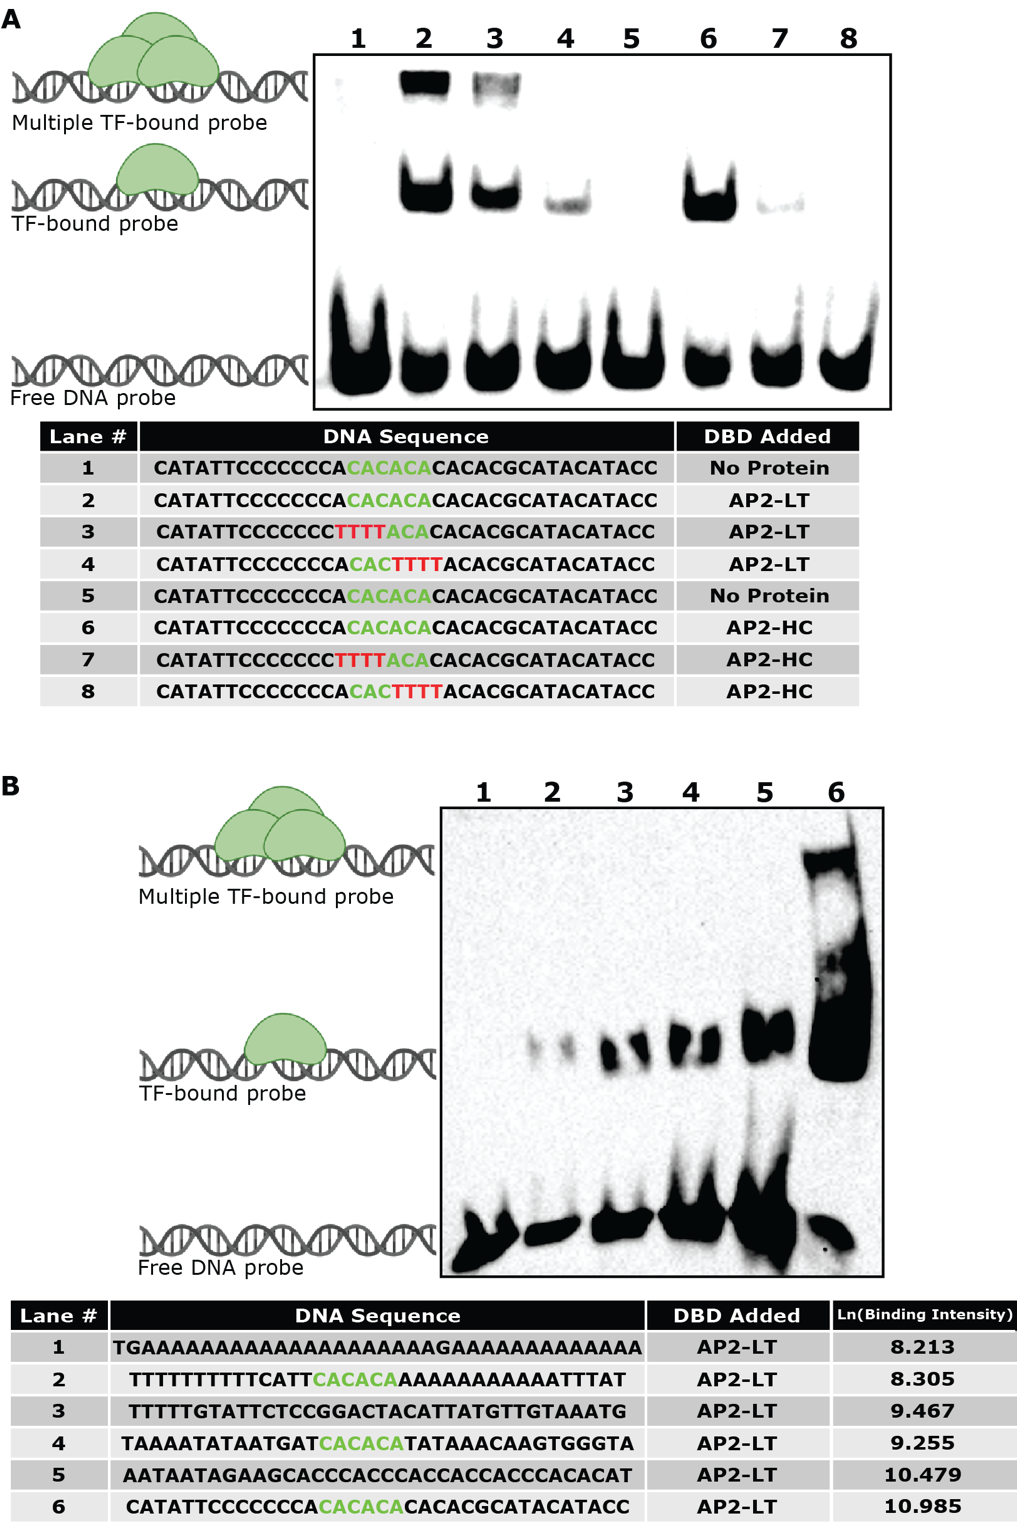

**Supplemental Figure 4: AP2-LT DBD binds to longer CA-dinucleotides with multiple DBDs**

**(A)** Electrophoretic mobility shift assays (EMSAs) with purified AP2-LT and AP2-HC AP2 domains. The DNA sequences associated with the lane numbers are below the gel image (ChemiDoc exposure time 25sec). The protein added to lanes noted below the gel image. The “No protein” notation represents only free probe without protein added as a negative control. Protein-DNA interaction graphic was created with BioRender.com; **(B)** Validation EMSA with purified AP2-LT AP2 domain with different DNA probes that had low-to-high binding in the gcPBM experiments (*from left to right*). (ChemiDoc exposure time 600sec). Protein-DNA interaction graphic was created with BioRender.com.

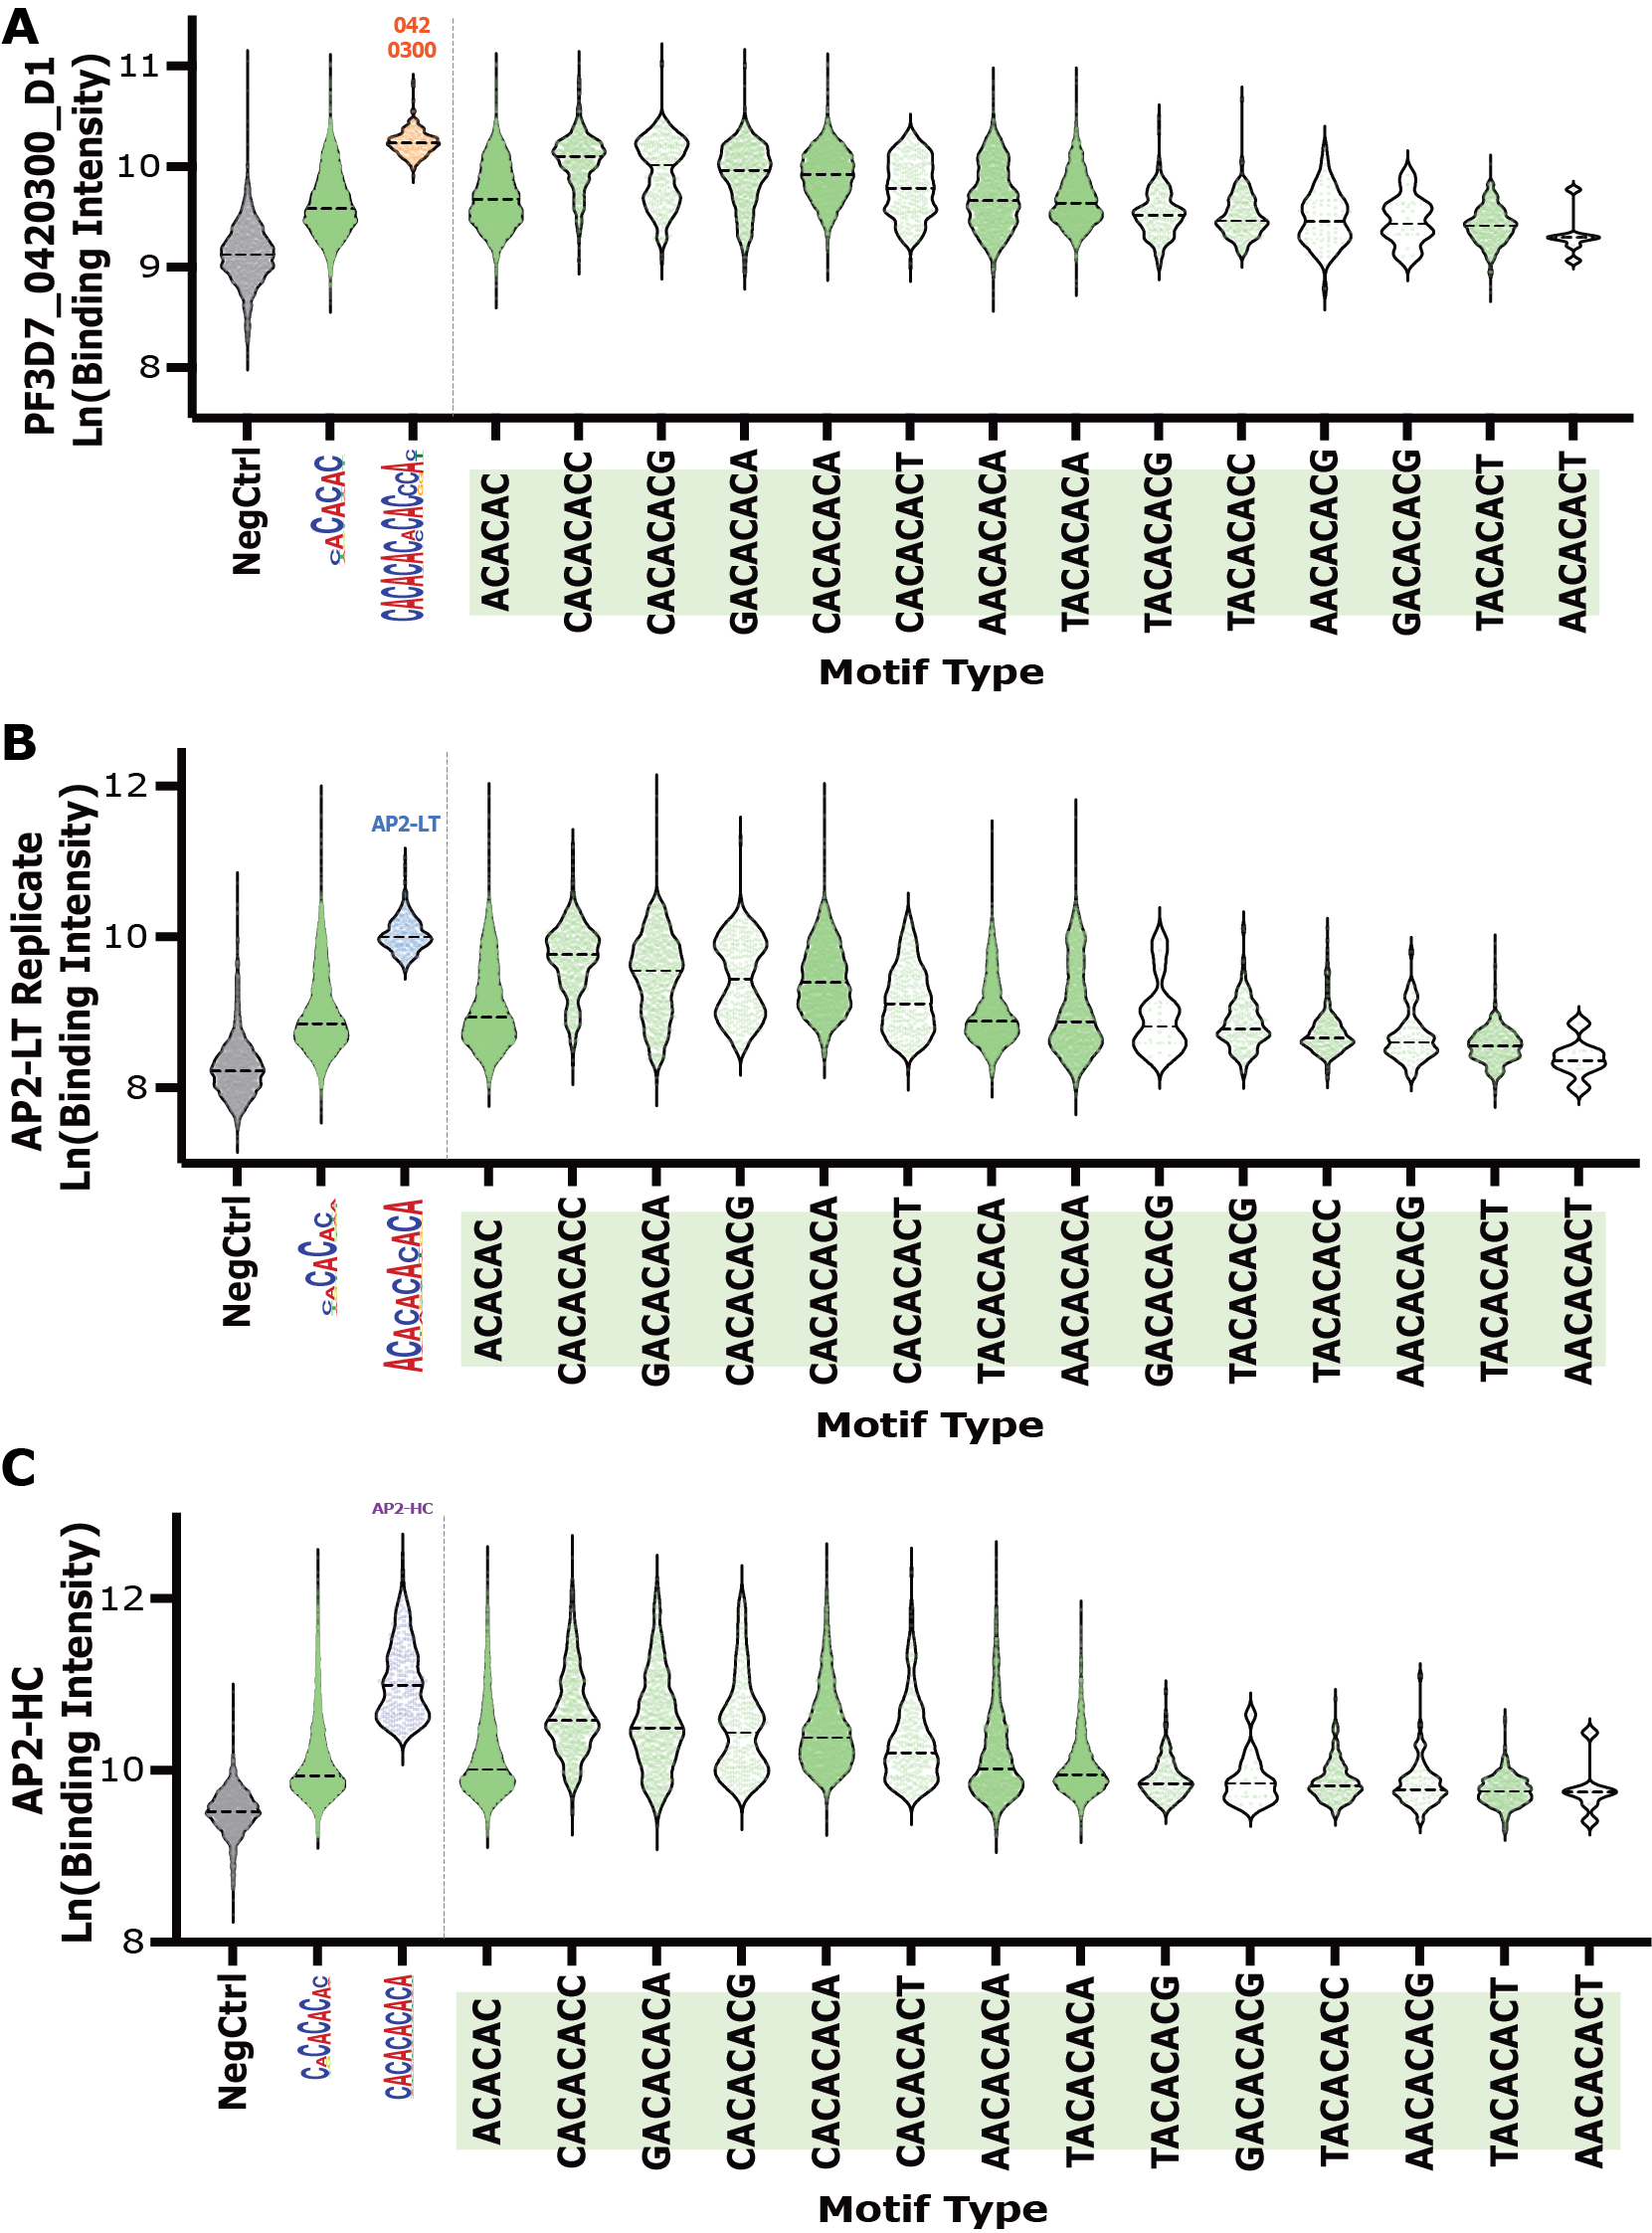

**Supplemental Figure 5: CACACA-binding DBDs have minimal differences in sequence context preferences**

**(A)** Binding intensity distributions for CACACA negative control probes (Grey), all CACACA probes (Green), the PF3D7_0420300_D1 extended motif probes (Orange), and 8-mer CACACA probes represented in the gcPBM (Green). Dotted lines are the calculated mean for each violin plot; **(B)** Binding intensity distributions for CACACA negative control probes (Grey), all CACACA probes (Green), the AP2-LT Replicate extended motif probes (Blue), and 8-mer CACACA probes represented in the gcPBM (Green). Dotted lines are the calculated mean for each violin plot; **(C)** Binding intensity distributions for CACACA negative control probes (Grey), all CACACA probes (Green), the AP2-HC extended motif probes (Purple), and 8-mer CACACA probes represented in the gcPBM (Green). Dotted lines are the calculated mean for each violin plot.

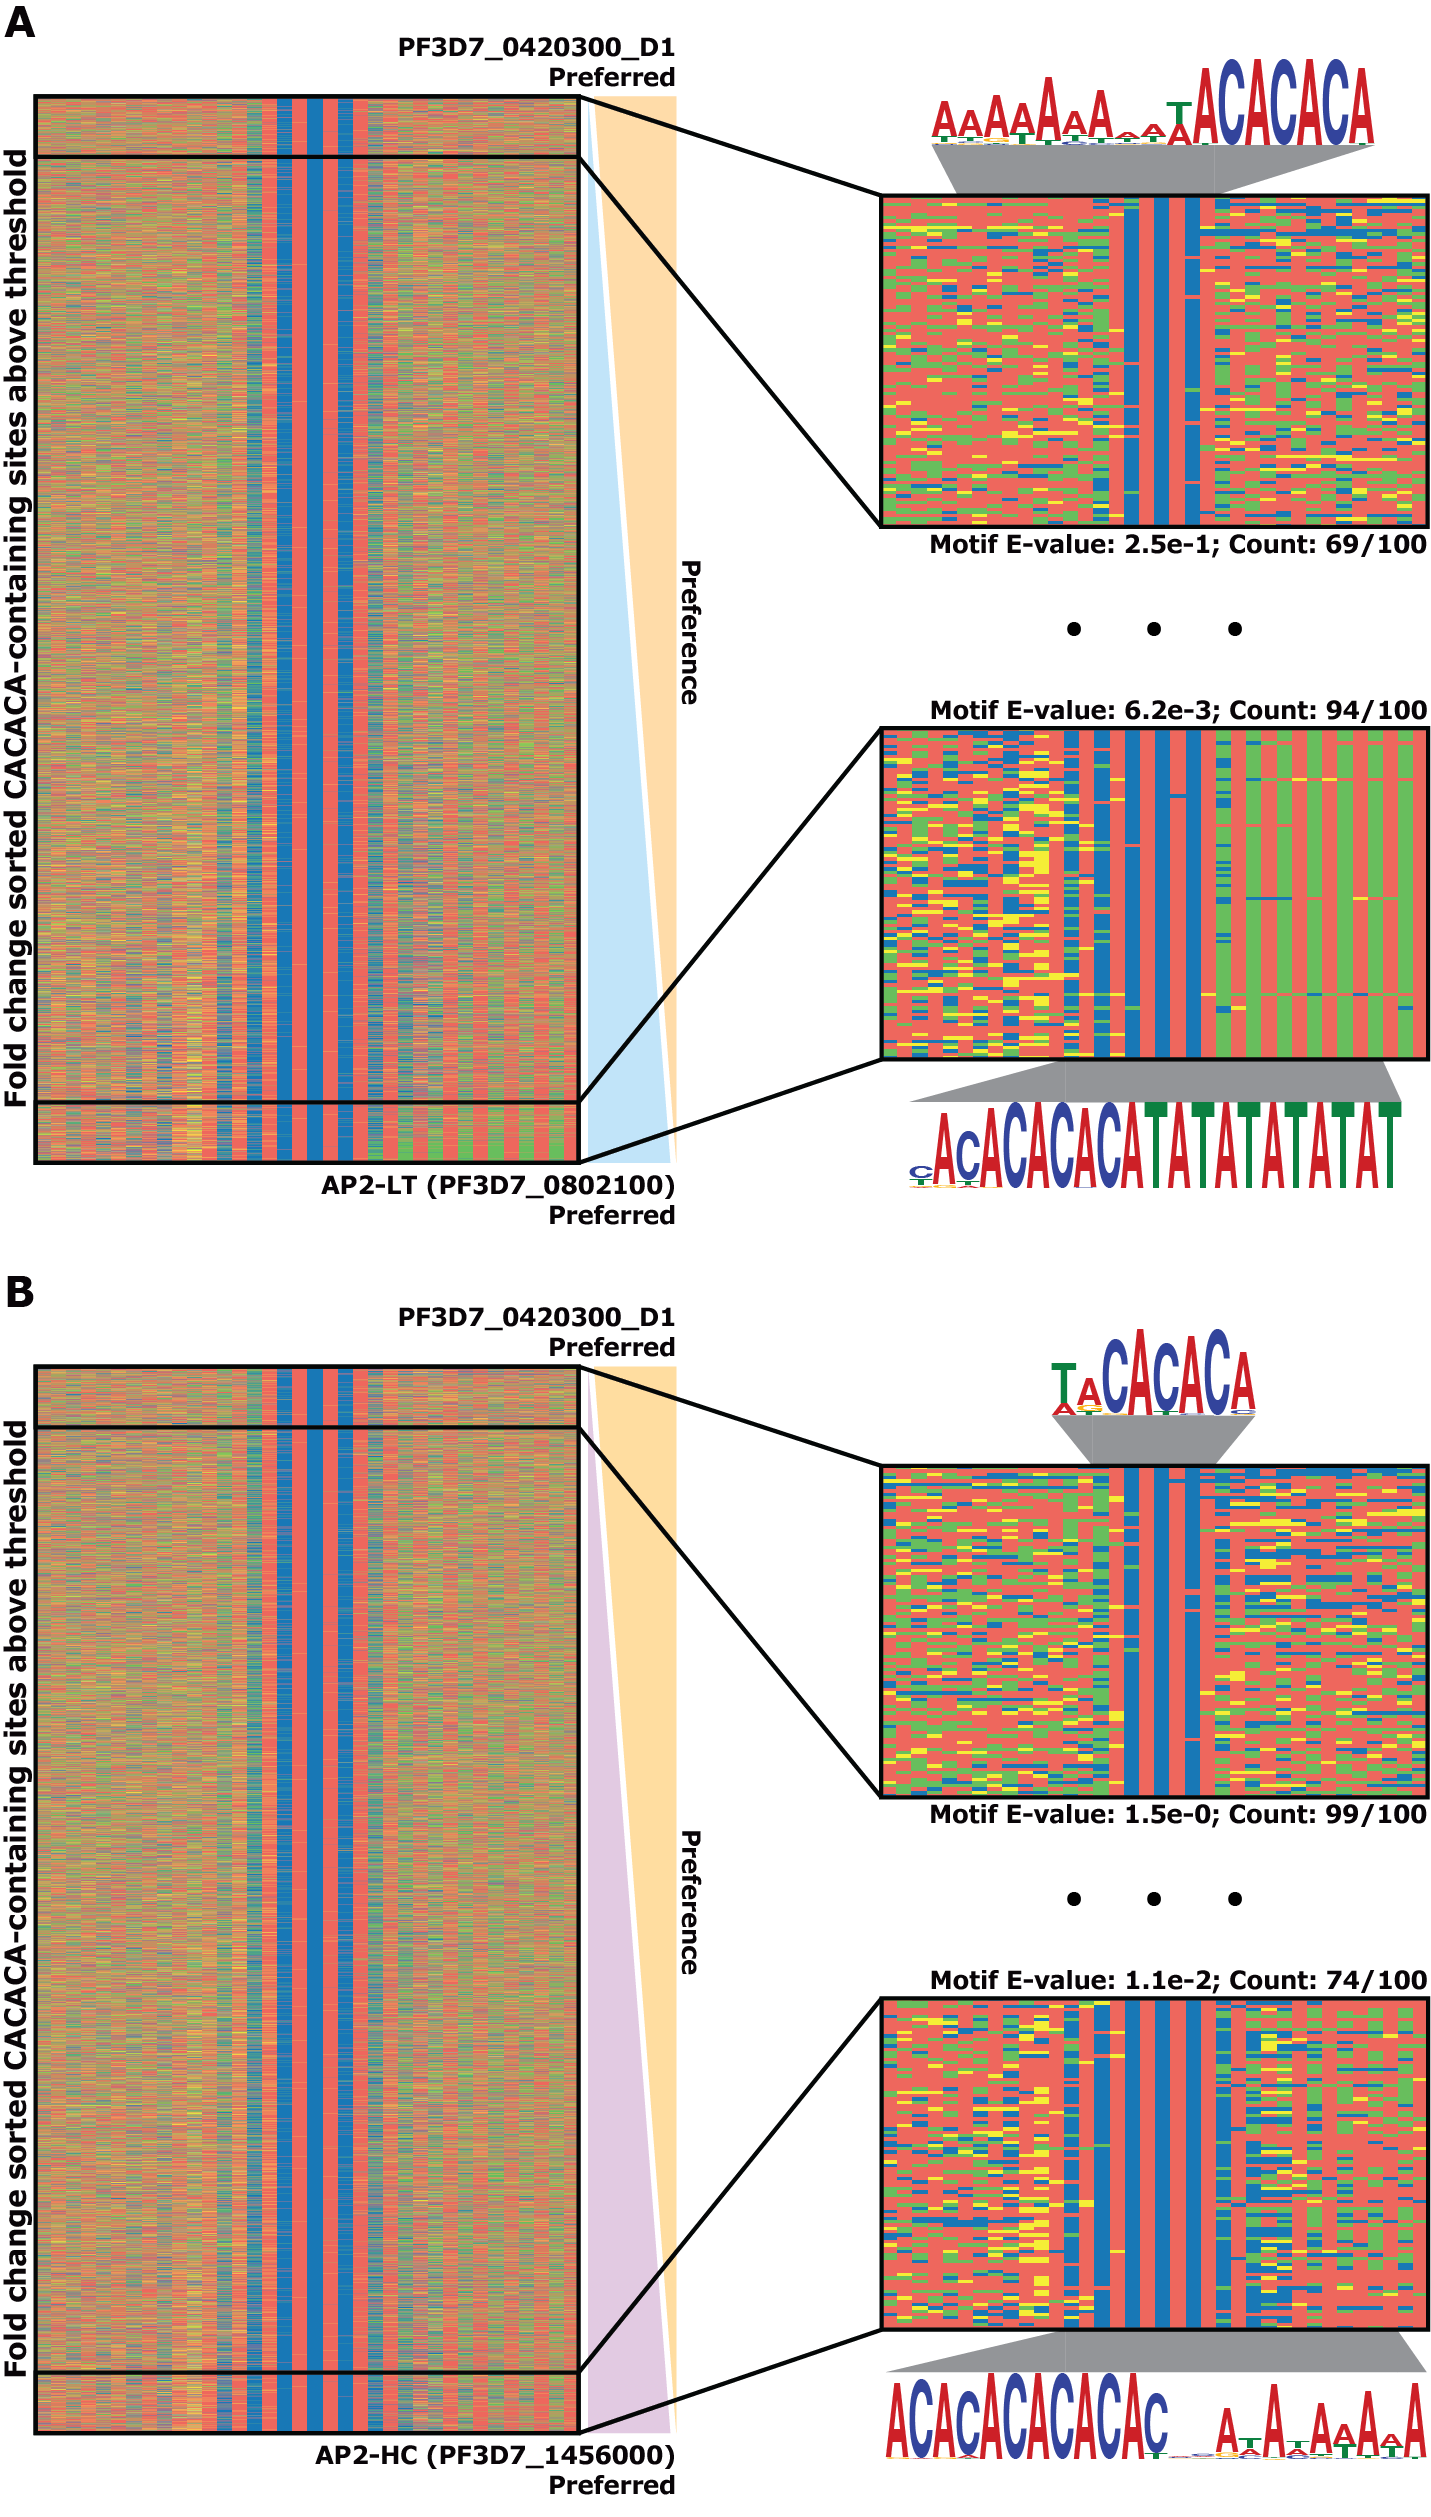

**Supplemental Figure 6: Differential sequence preferences of CACACA-binding DBDs**

***(A****) Left:* Four-color plot of CACACA probes above the 90^th^ percentile of negative control probes sorted by fold change (log_2_[PF3D7_0420300/AP2-LT]). *Right:* Zoom in on the top 100 differentially bound probes by PF3D7_0420300_D1 (*top right*) and AP2-LT (*bottom right*) with enriched motifs, calculated E-values, and motif occurrence counts within the top 100 sites. Color representations: A (Red), C (Blue), G (Yellow), and T (Green); **(B)** *Left:* Four-color plot of CACACA probes above the 90^th^ percentile of negative control probes sorted by fold change (log_2_[PF3D7_0420300/AP2-HC]). *Right:* Zoom in on the top 100 differentially bound probes by PF3D7_0420300_D1 (*top right*) and AP2-HC (*bottom right*) with enriched motifs, calculated E-values, and motif occurrence counts within the top 100 sites.

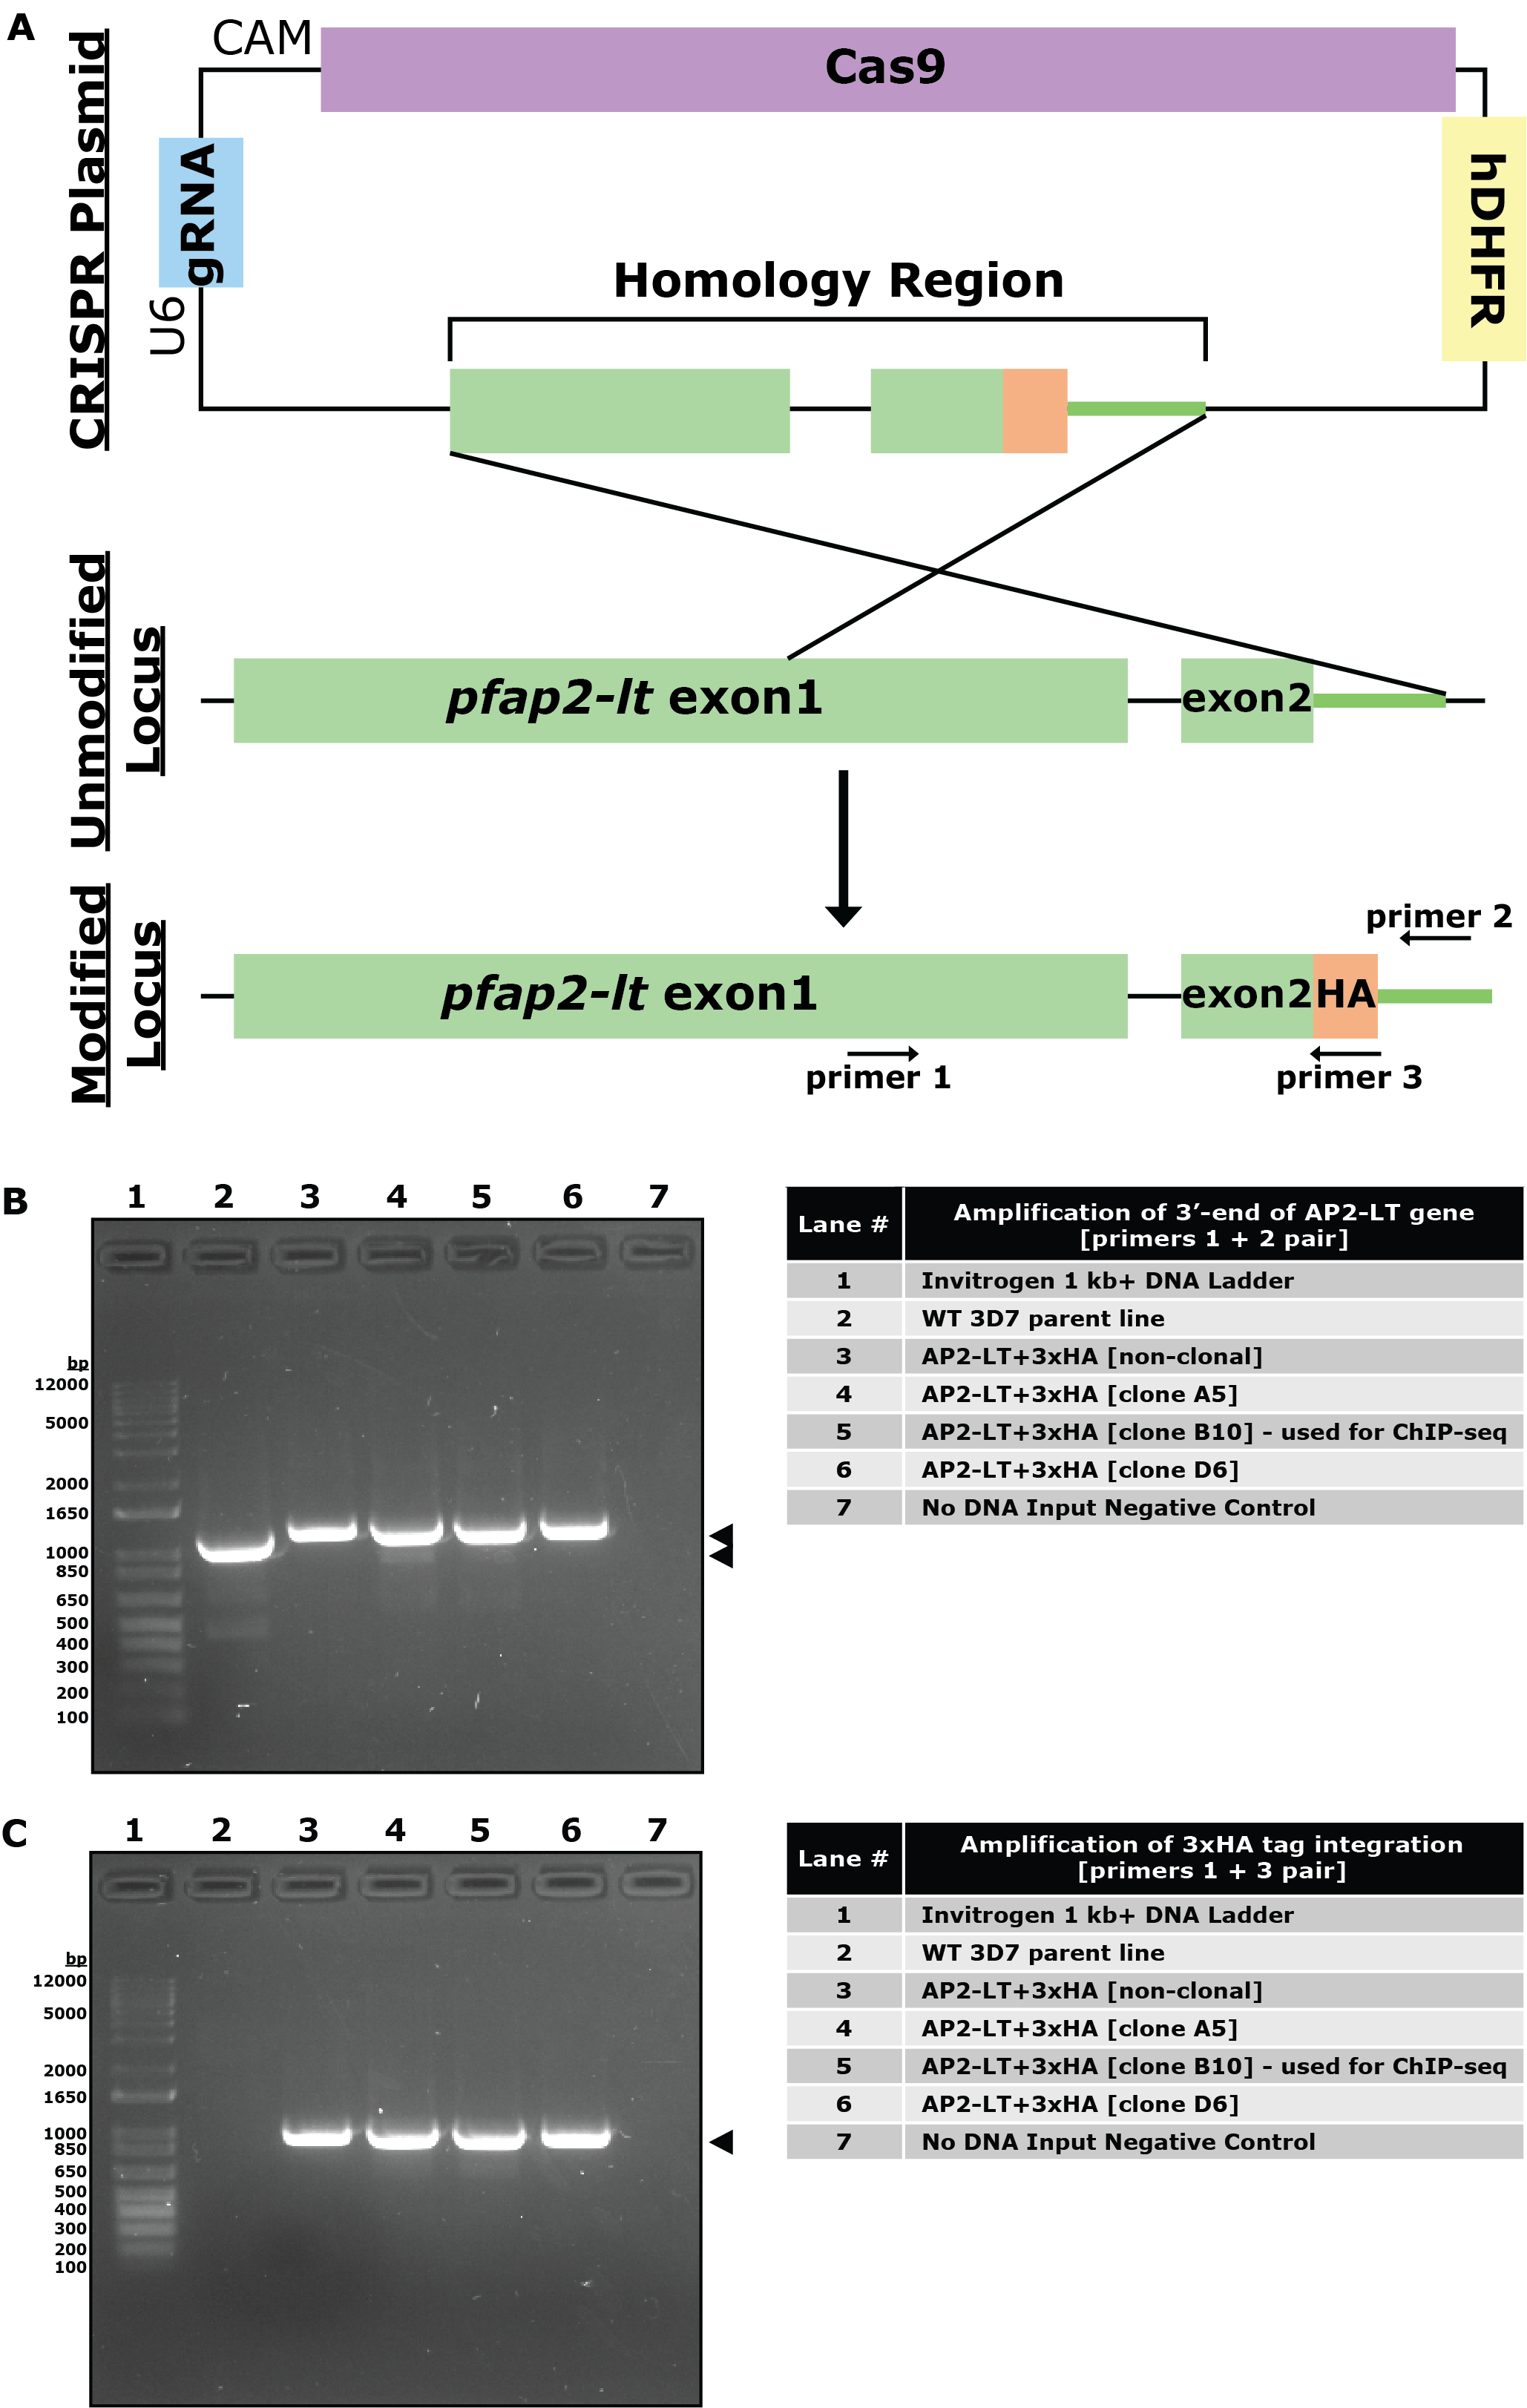

**Supplemental Figure 7: Generation of PfAP2-LT^HA^ tagged line for ChIP-seq experiments**

**(A)** Schematic of endogenous gene locus tagging by double homologous recombination via CRISPR-Cas9; **(B)** Genotyping PCR to amplify the 3`-end of *pfap2-lt* with primers 1 and 2 (notated in Panel A); **(C)** Genotyping PCR to amplify only if the tag was integrated into the endogenous *pfap2-lt* locus with primers 1 and 3 (notated in Panel A).

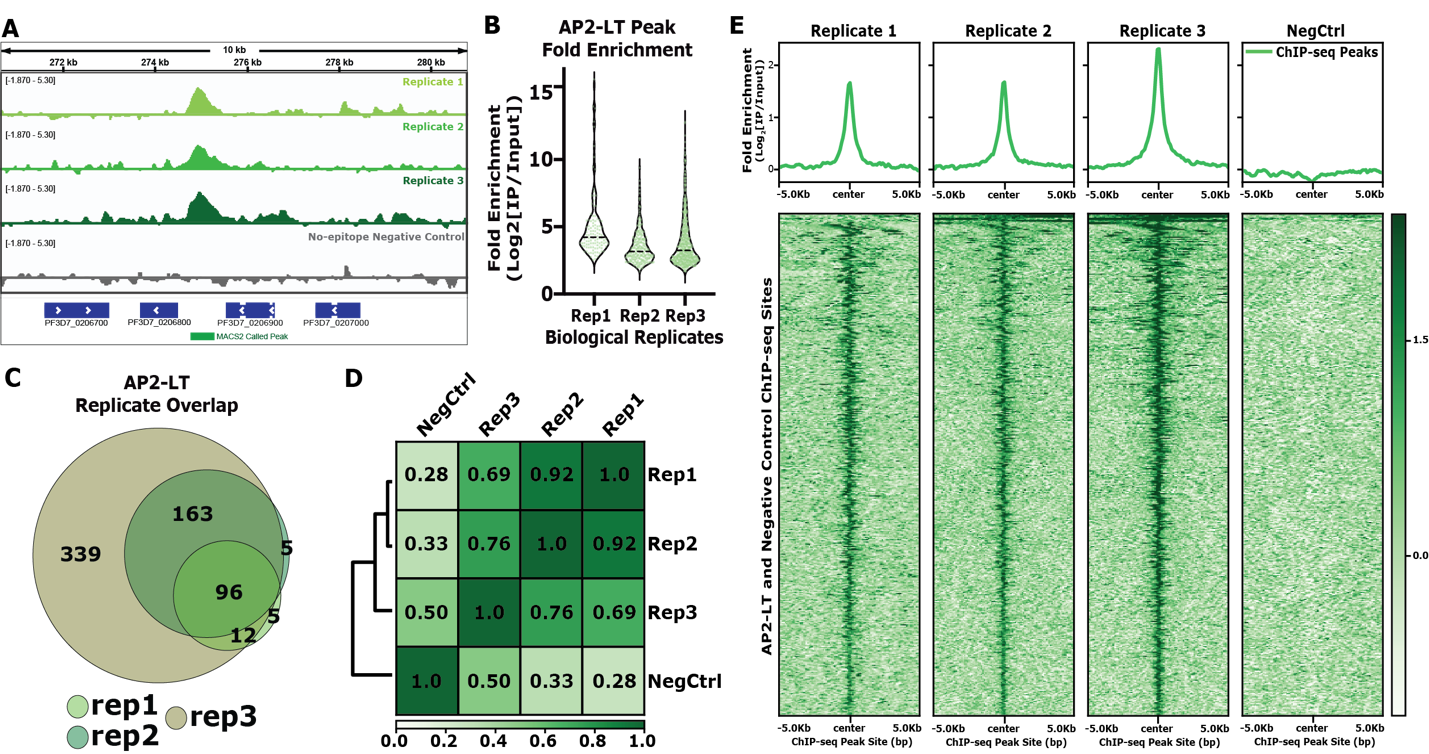

**Supplemental Figure 8: Quality control for AP2-LT ChIP-seq experiments**

(**A**) Example screenshot from Integrative Genomics Viewer (IGV) of a 10kb region on chromosome 2. ChIP-seq genome tracks depicted from top to bottom are as follows: AP2-LT biological replicate one (log_2_[IP/Input]) [Light Green], AP2-LT biological replicate two (log_2_[IP/Input]) [Medium Green], AP2-LT biological replicate three (log_2_[IP/Input]) [Dark Green], No-epitope Negative Control single replicate (log_2_[IP/Input]) [Dark Grey], *P. falciparum* 3D7 strain gene annotation (Pfalciparum3D7, version 3, release 38) [Dark Blue], and significantly (q-value < 0.01) called peak region by MACS2 [Green bar]; (**B**) Distribution of fold enrichment (Log_2_[IP/Input]) of AP2-LT ChIP-seq MACS2-called peaks from each replicate experiment; (**C**) MACS2-called peak ChIP-seq replicate overlaps; (**D**) Pearson correlation plot of AP2-LT ChIP-seq three biological replicates and no-epitope negative control ChIP-seq sample; (**E**) *Top:* Profile plot of the mean AP2-LT ChIP-seq fold enrichment (Log_2_[IP/Input]) across all three biological replicates and no-epitope negative control sample. *Bottom:* Heatmap of the AP2-LT ChIP-seq fold enrichment (Log_2_[IP/Input]) across all three biological replicates and no-epitope negative control sample.

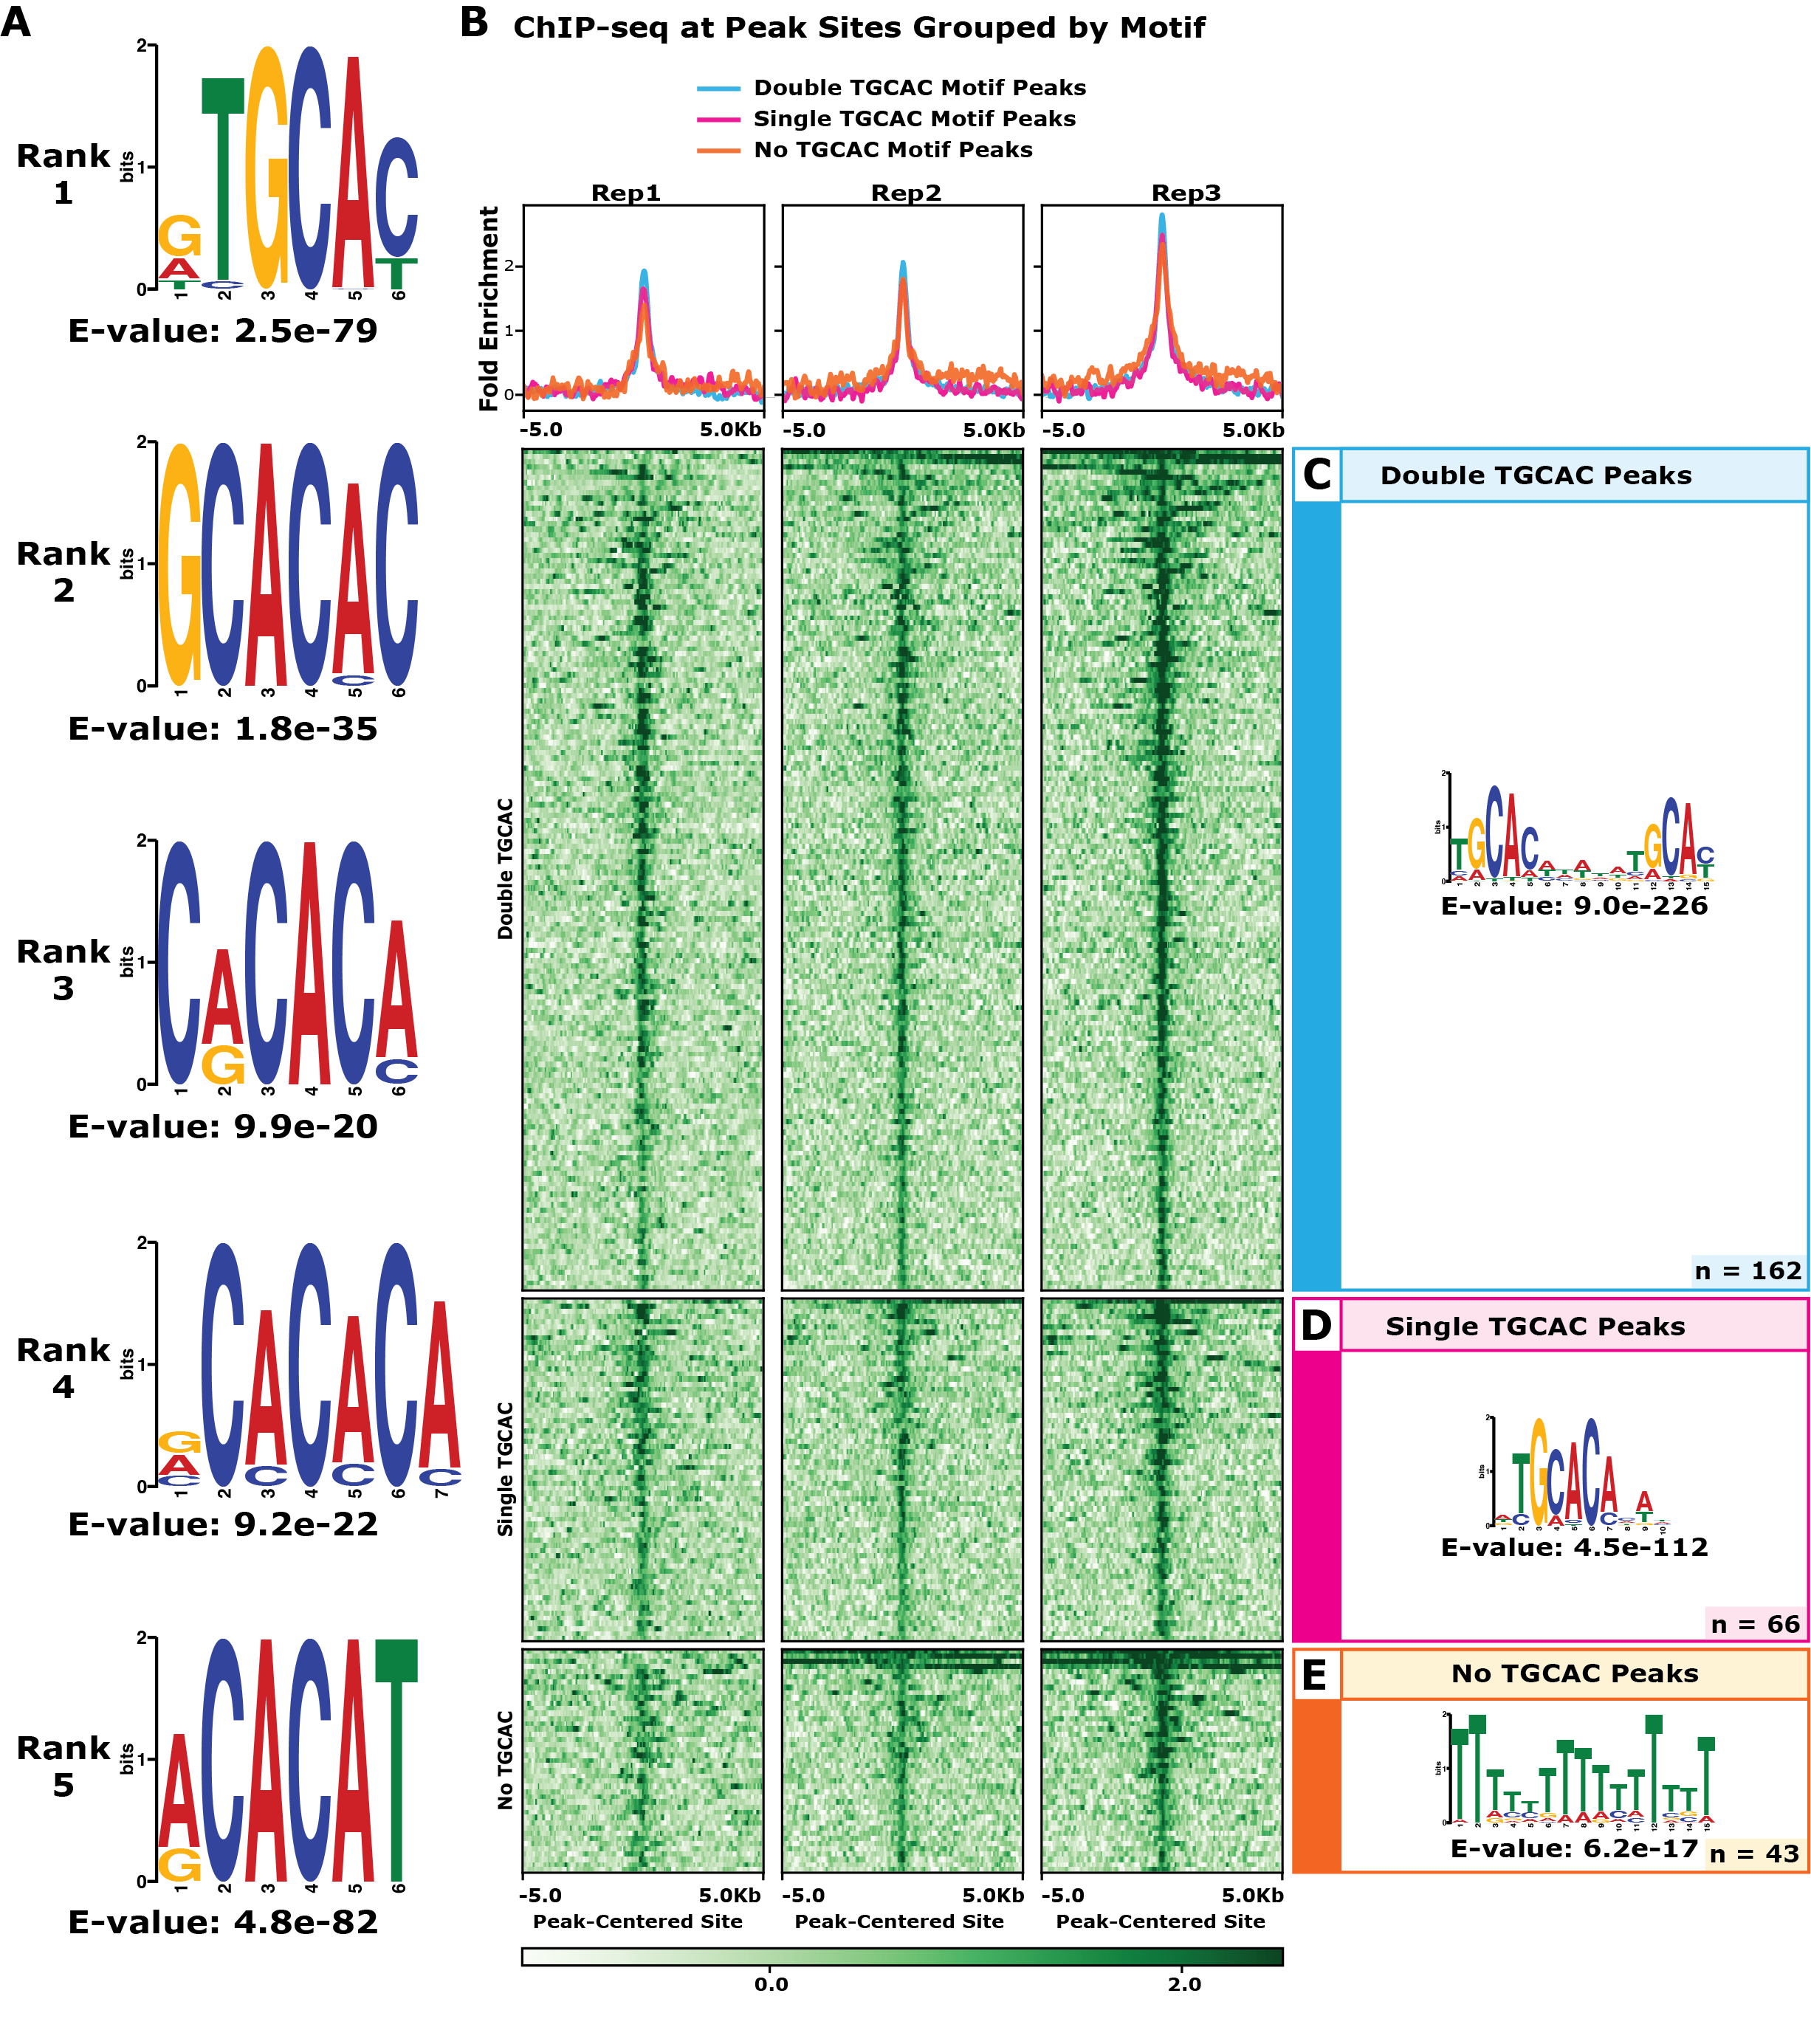

**Supplemental Figure 9: Motif enrichment analyses for single and double TGCAC motif in AP2-LT ChIP-seq binding sites**

(**A**) Top 5 ranked (non-A/T rich) DNA sequence motifs differentially enriched between ChIP-seq peaks and background regions with a minimum motif length of 6 and a maximum length of 25; **(B)** *Top:*Profile plot of the mean AP2-LT ChIP-seq fold enrichment (Log_2_[IP/Input]) across all three biological replicates and categorized into three different regions (Double TGCAC motif peaks [Blue], Single TGCAC motif peaks [Pink], and no TGCAC motif peaks [Orange]).*Bottom:*Heatmap of the AP2-LT ChIP-seq fold enrichment (Log_2_[IP/Input]) across all three biological replicates and categorized into three different non-overlapping regions (shown above); **(C)**Motif enrichment and E-value for sites with the double TGCAC motif; **(D)** Motif enrichment and E-value for single TGCAC motif peaks that did not contain the double motif; and **(E)** Motif enrichment and E-value for No TGCAC motif peaks.

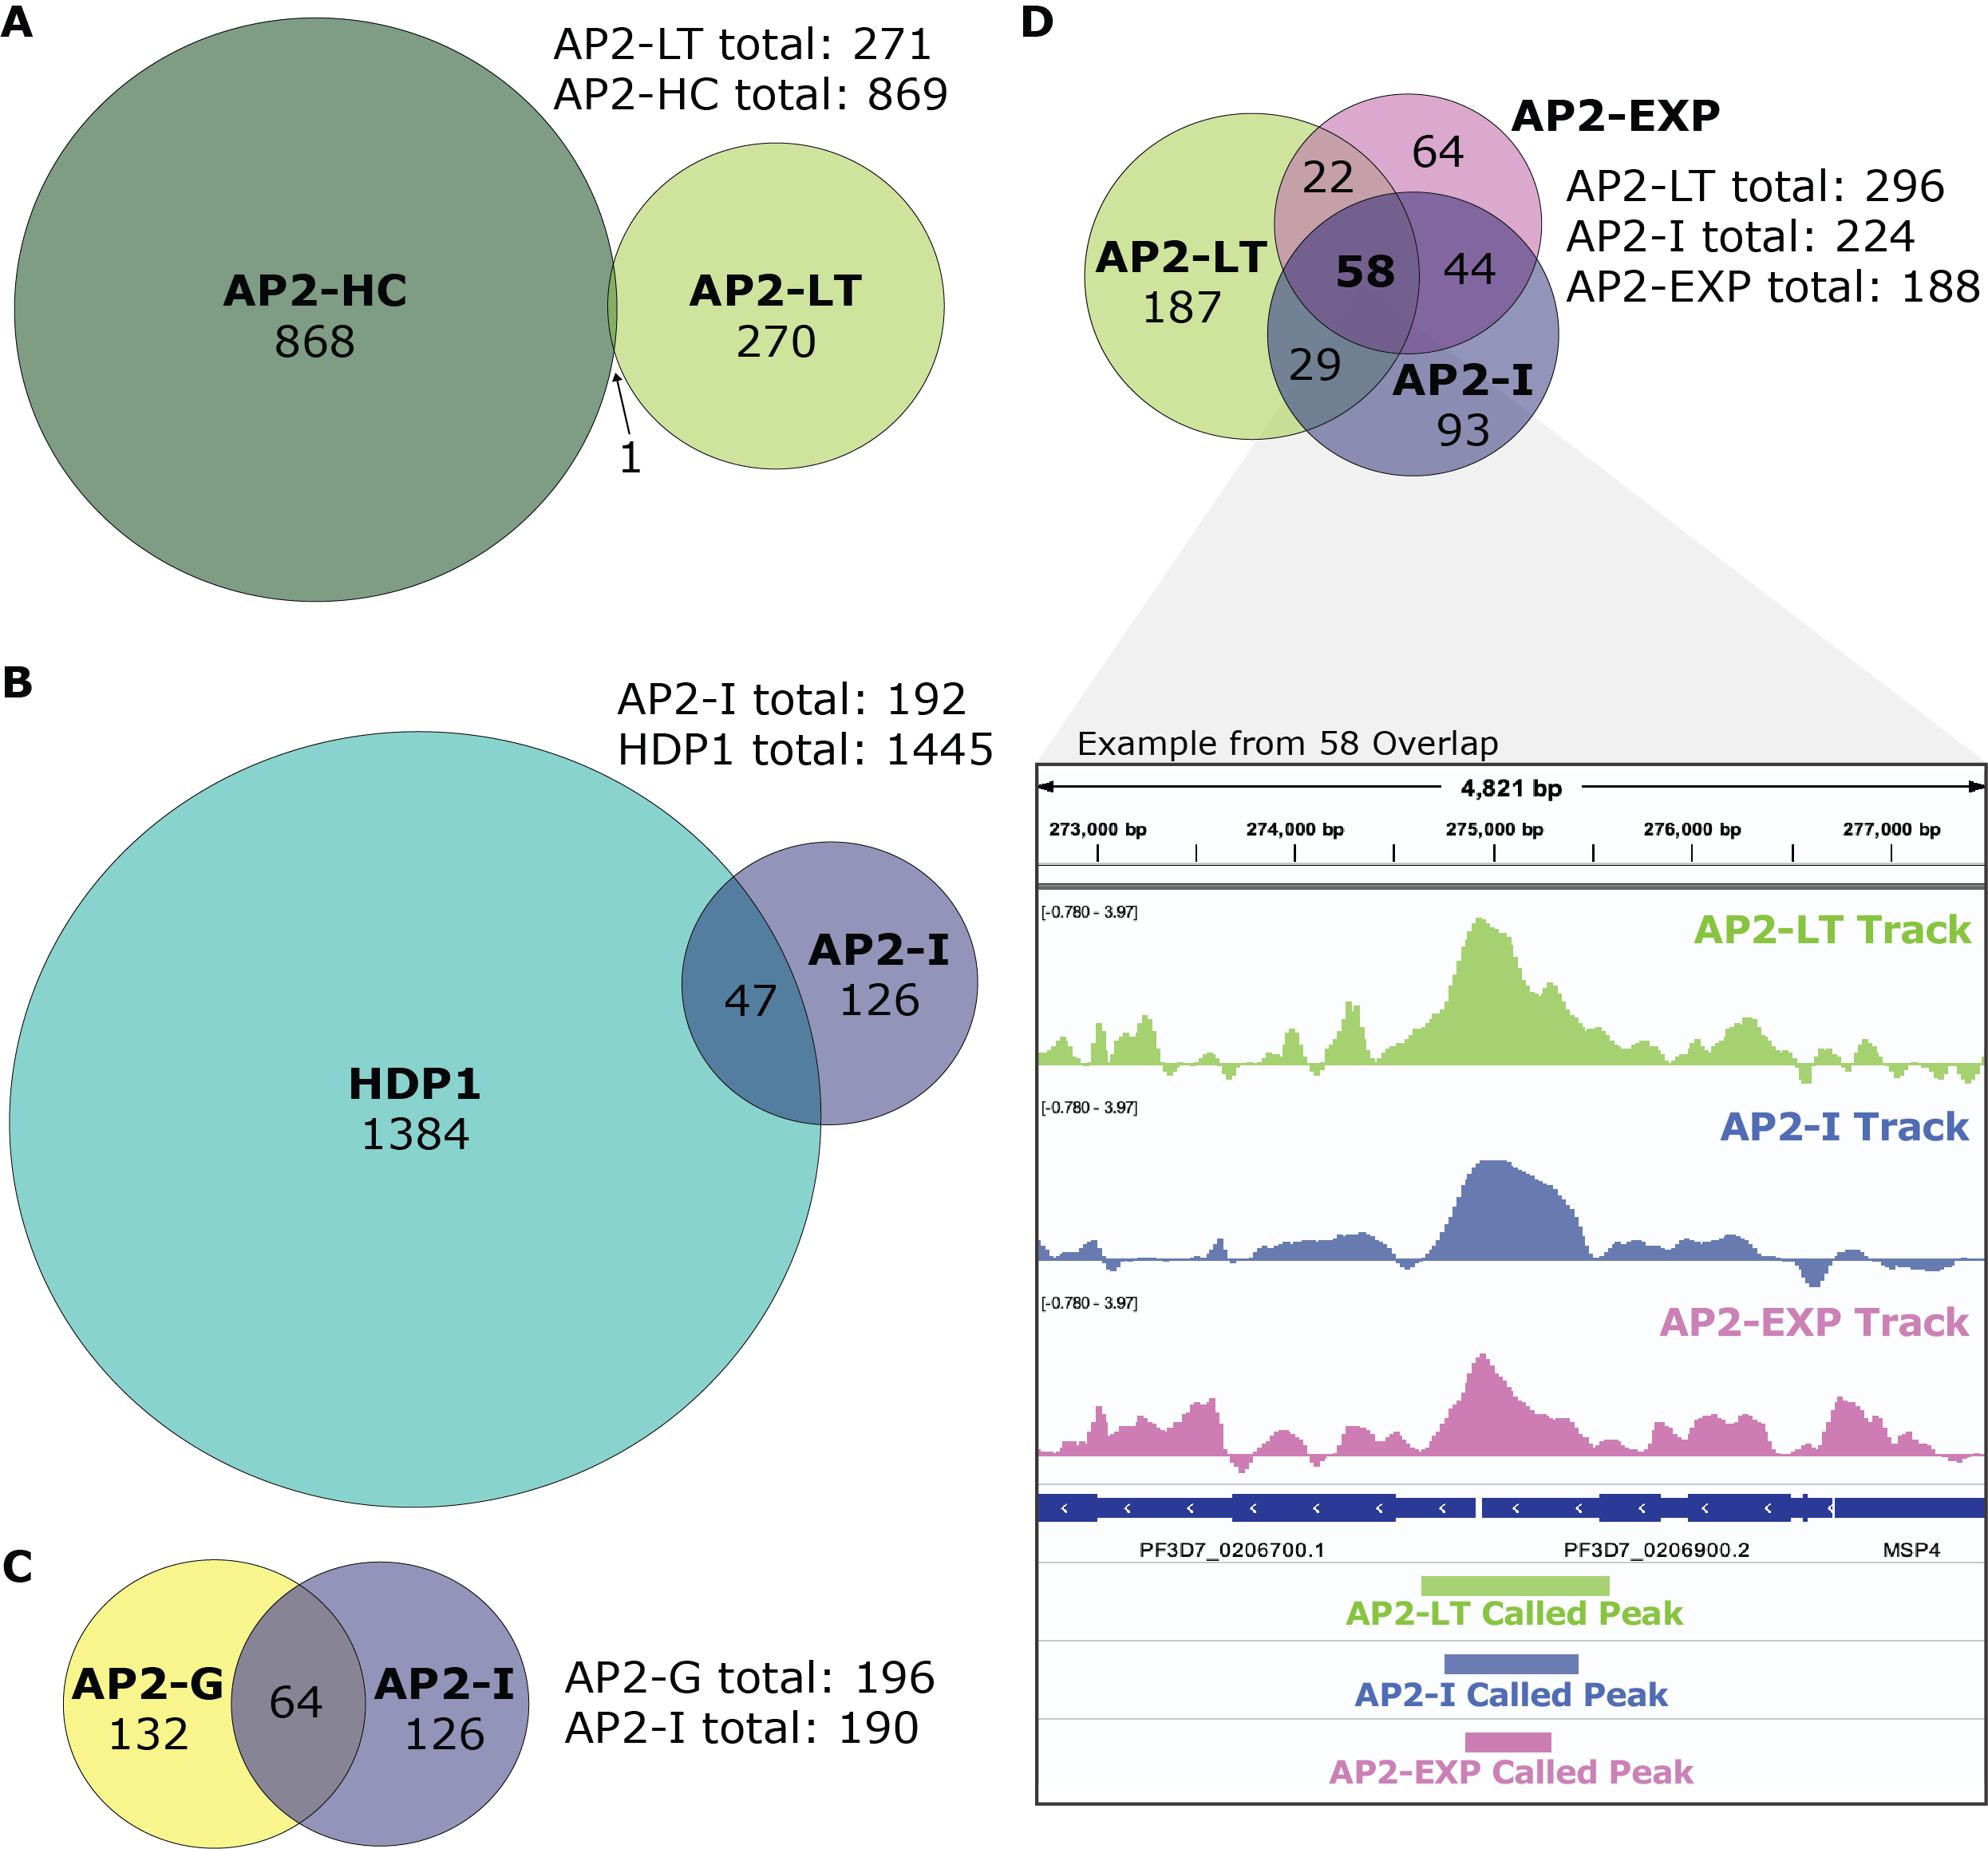

**Supplemental Figure 10: Comparisons of *in vivo* genome-wide occupancies of *P. falciparum* TFs in this study**

**(A)** Comparison of the genomic regions bound by AP2-LT (this study) and published AP2-HC; (**B**) Comparison of the genomic regions bound by HDP1 and AP2-I from published ChIP-seq experiments; (**C**) Comparison of the genomic regions bound by published AP2-G and AP2-I; (**D**) Comparison of the genomic regions bound by AP2-LT (this study), published AP2-I, and published AP2-EXP. *Bottom*: screenshot from Integrative Genomics Viewer (IGV) of a representative overlapping locus with AP2-LT (Green), AP2-I (Blue), and AP2-EXP (Pink). Significantly bound regions identified by MACS2 peak caller represented as genomic interval bars under peak data.

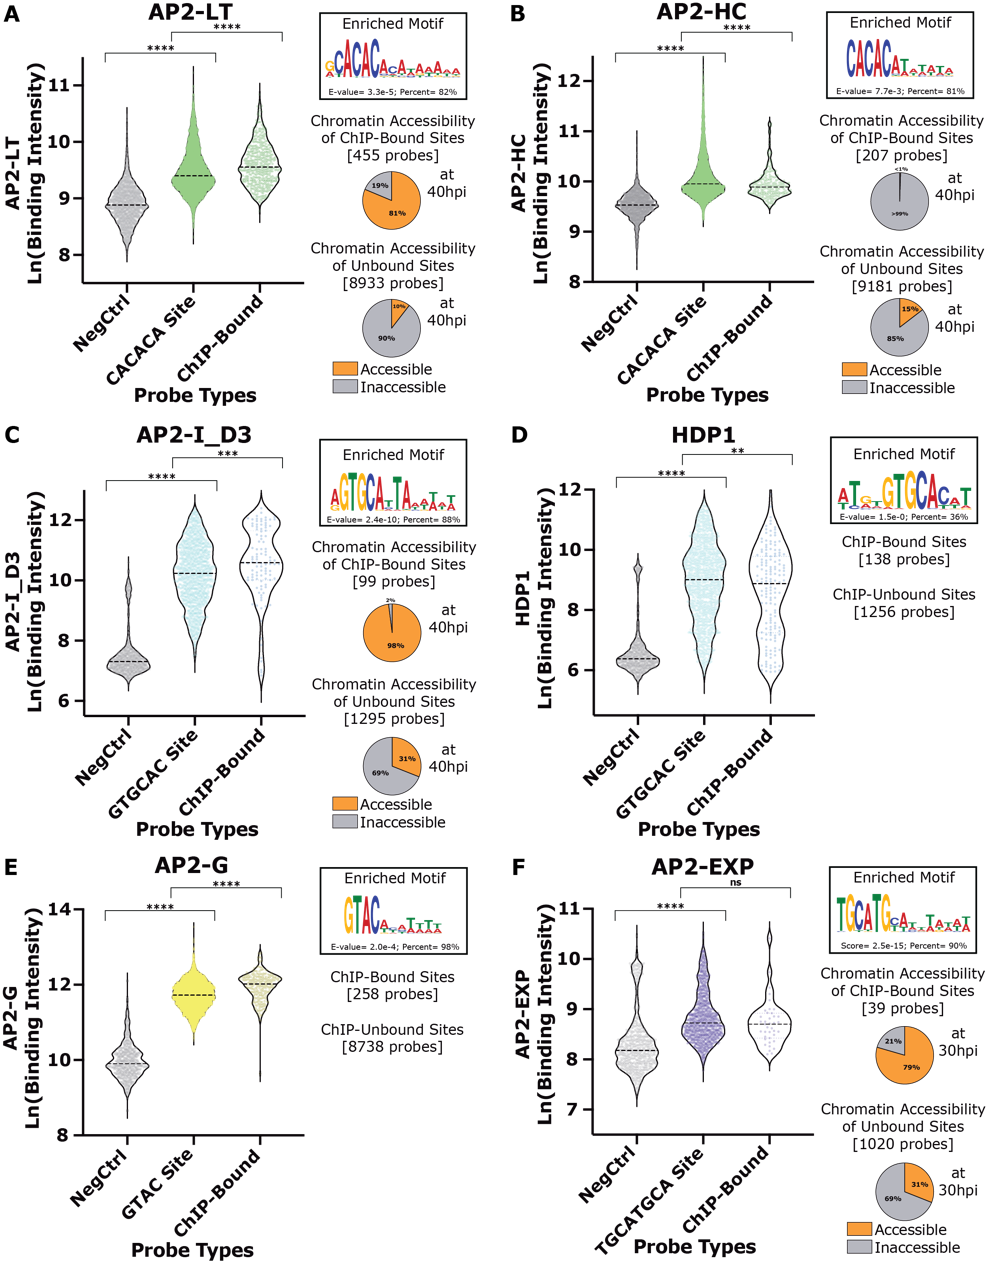

**Supplemental Figure 11: Motif enrichment and chromatin accessibility of ChIP-bound and ChIP-unbound sites for six TFs**

(**A**) *Left:* Binding intensity distributions for negative control sites (Grey), all CACACA motif sites (Green), and CACACA-containing sites that are AP2-LT ChIP-bound (Green). *Right Top:* AP2-LT ChIP-bound enriched motif, calculated E-value, and percent of occurrences. *Right Bottom:* Pie charts of chromatin accessibility and inaccessibility for ChIP-bound (top) and ChIP-unbound (bottom). Two-tailed Mann-Whitney test [p-value < 0.0001(****), 0.001(***), 0.01(**), or not significant(ns)]; (**B**) Binding intensity distributions, enriched motif and chromatin accessibility with AP2-HC data; (**C**) Binding intensity distributions, enriched motif and chromatin accessibility with AP2-I data; (**D**) Binding intensity distributions and enriched motif with HDP1 data. Chromatin accessibility data is not available for the life cycle stage HDP1 ChIP-seq was taken (stage II gametocytes); (**E**) Binding intensity distributions and enriched motif with AP2-G data. Chromatin accessibility data is not available for the life cycle stage AP2-G ChIP-seq was taken (committing gametocytes); (**F**) Binding intensity distributions, enriched motif and chromatin accessibility with AP2-EXP data.

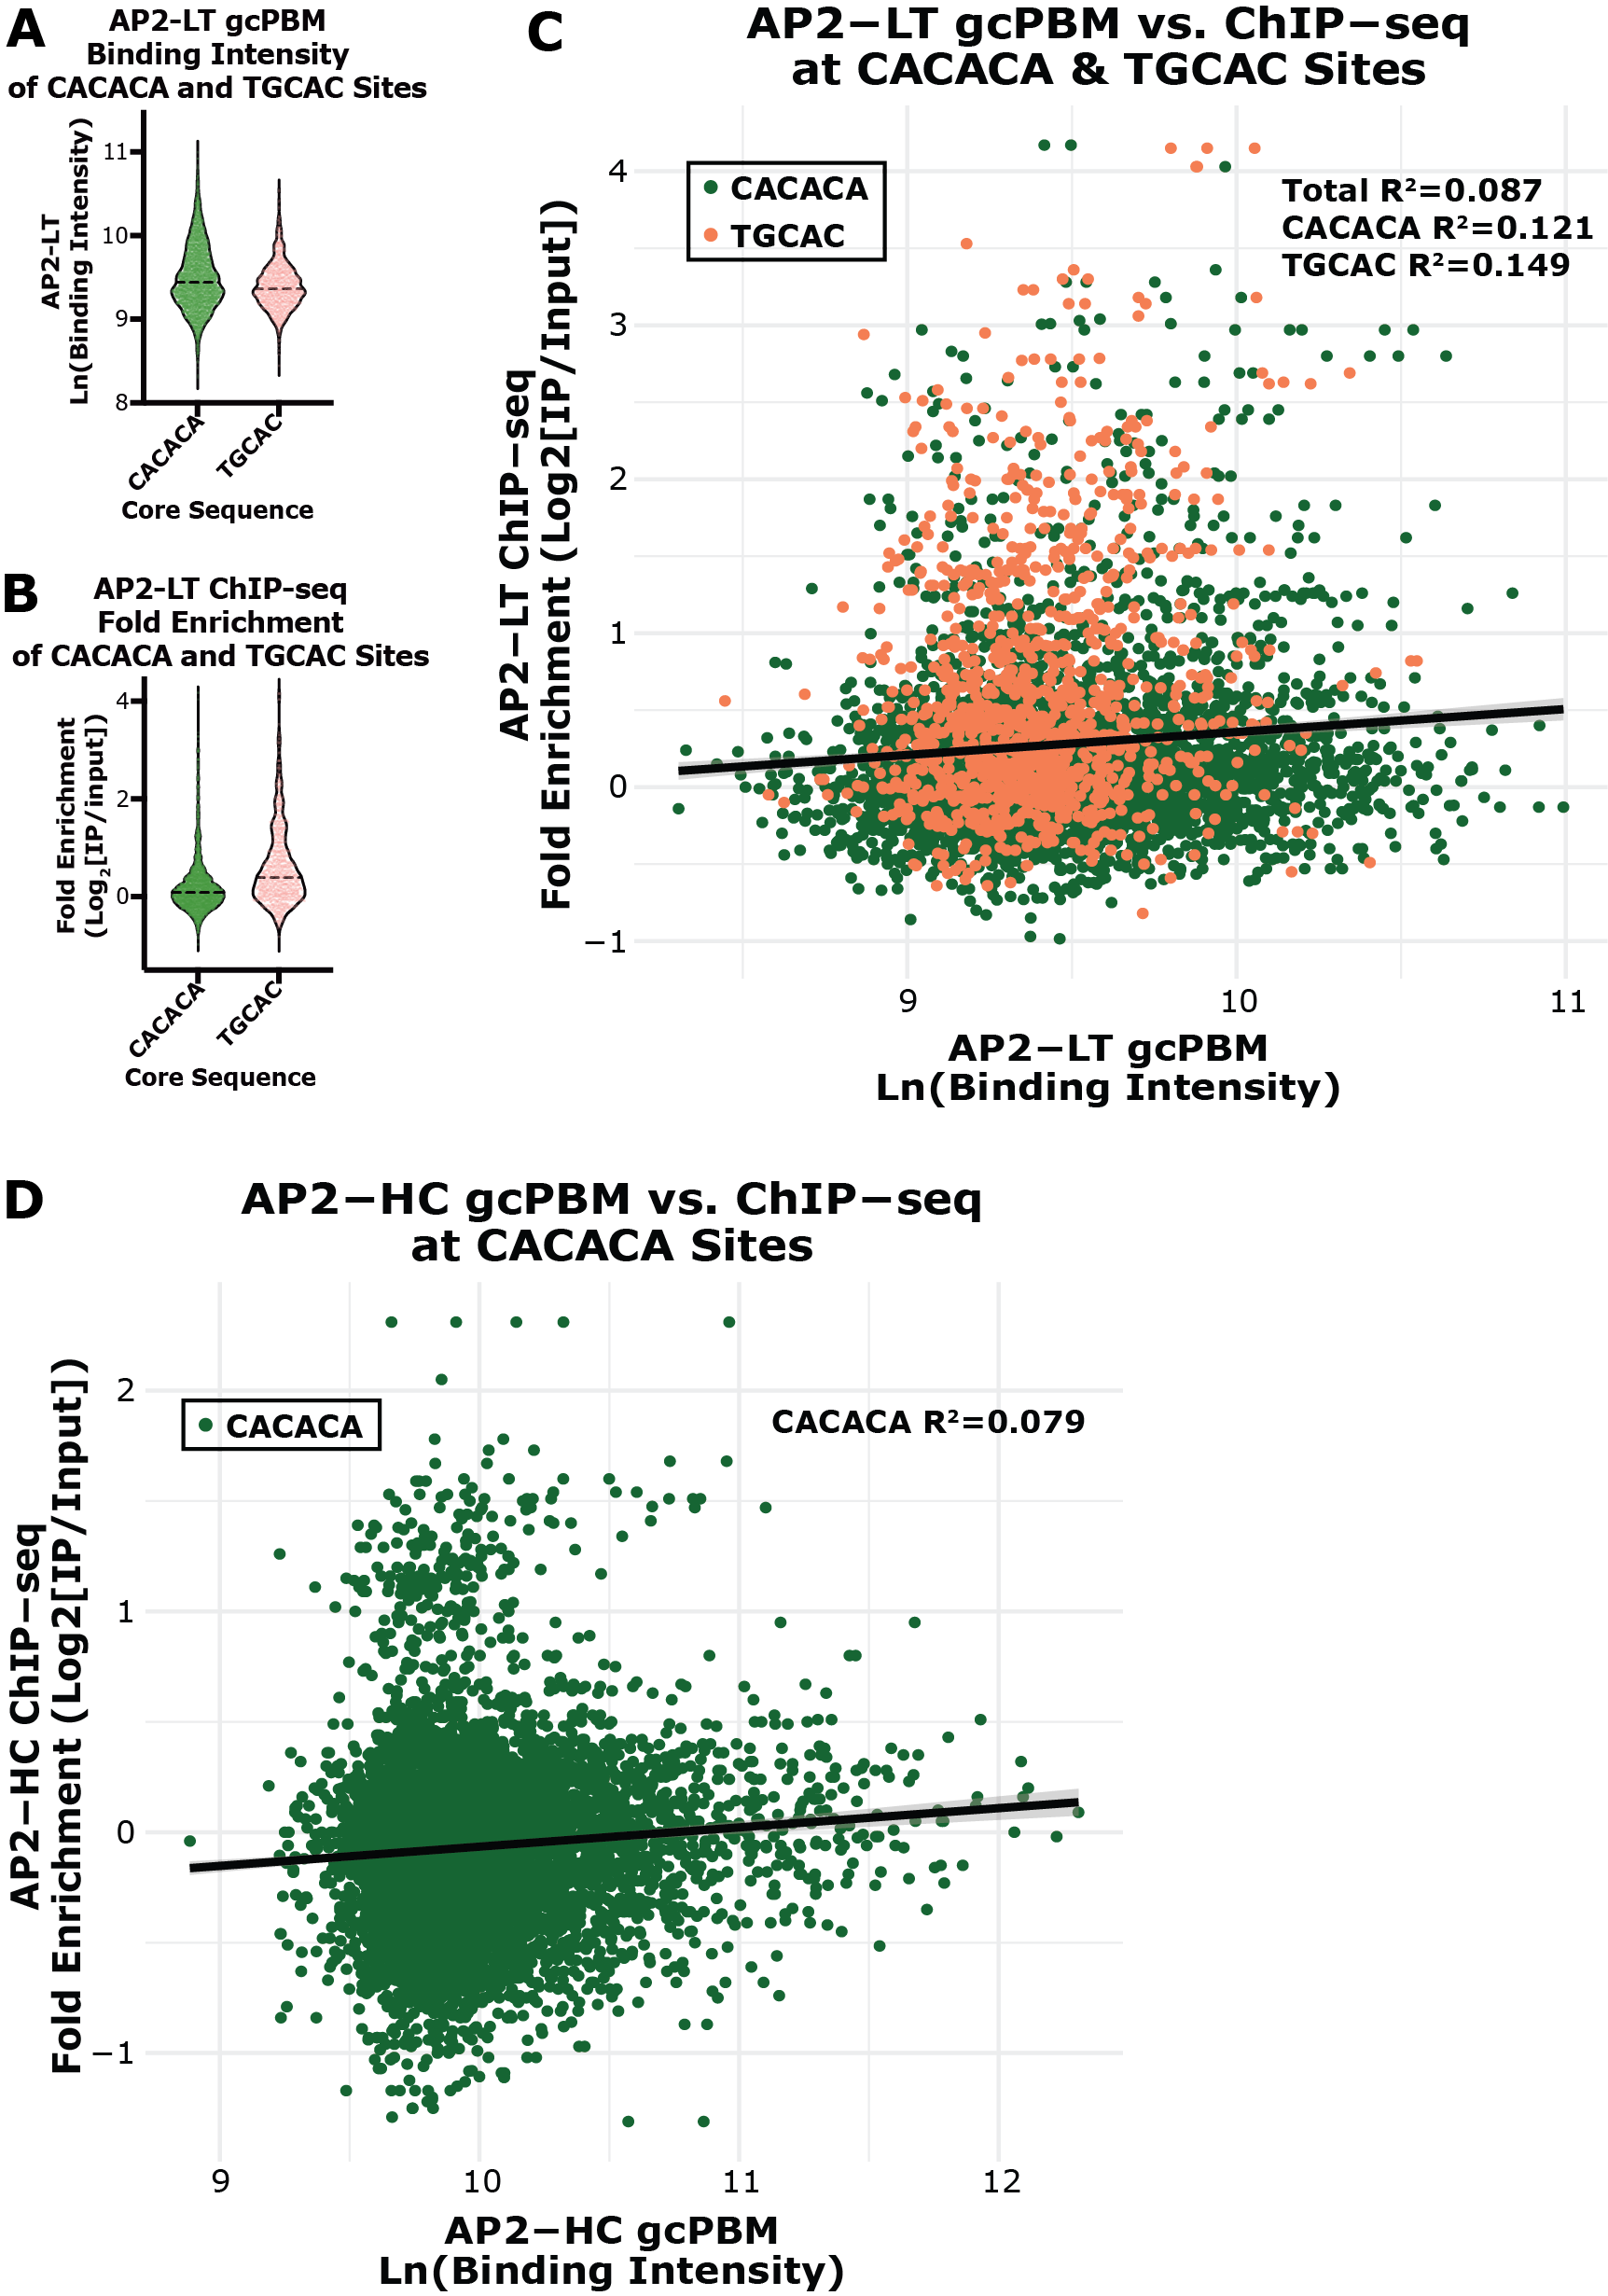

**Supplemental Figure 12: Comparing AP2-LT and AP2-HC binding *in vitro* and *in vivo***

(**A**) AP2-LT gcPBM binding intensity across CACACA sites (Green) and TGCAC (Peach); (**B**) AP2-LT ChIP-seq fold enrichment (Log_2_[IP/Input]) across CACACA sites (Green) and TGCAC (Peach); (**C**) Comparison of AP2-LT gcPBM binding intensity and AP2-LT ChIP-seq fold enrichment (Log_2_[IP/Input]) across CACACA sites (Green) and TGCAC (Peach). *Top Right:* Pearson correlation values for all data points, only CACACA data points, and TGCAC data points. (**D**) Comparison of AP2-HC gcPBM binding intensity and AP2-HC ChIP-seq fold enrichment (Log_2_[IP/Input]) across CACACA sites (Green). *Top Right:* Pearson correlation values for all data points.

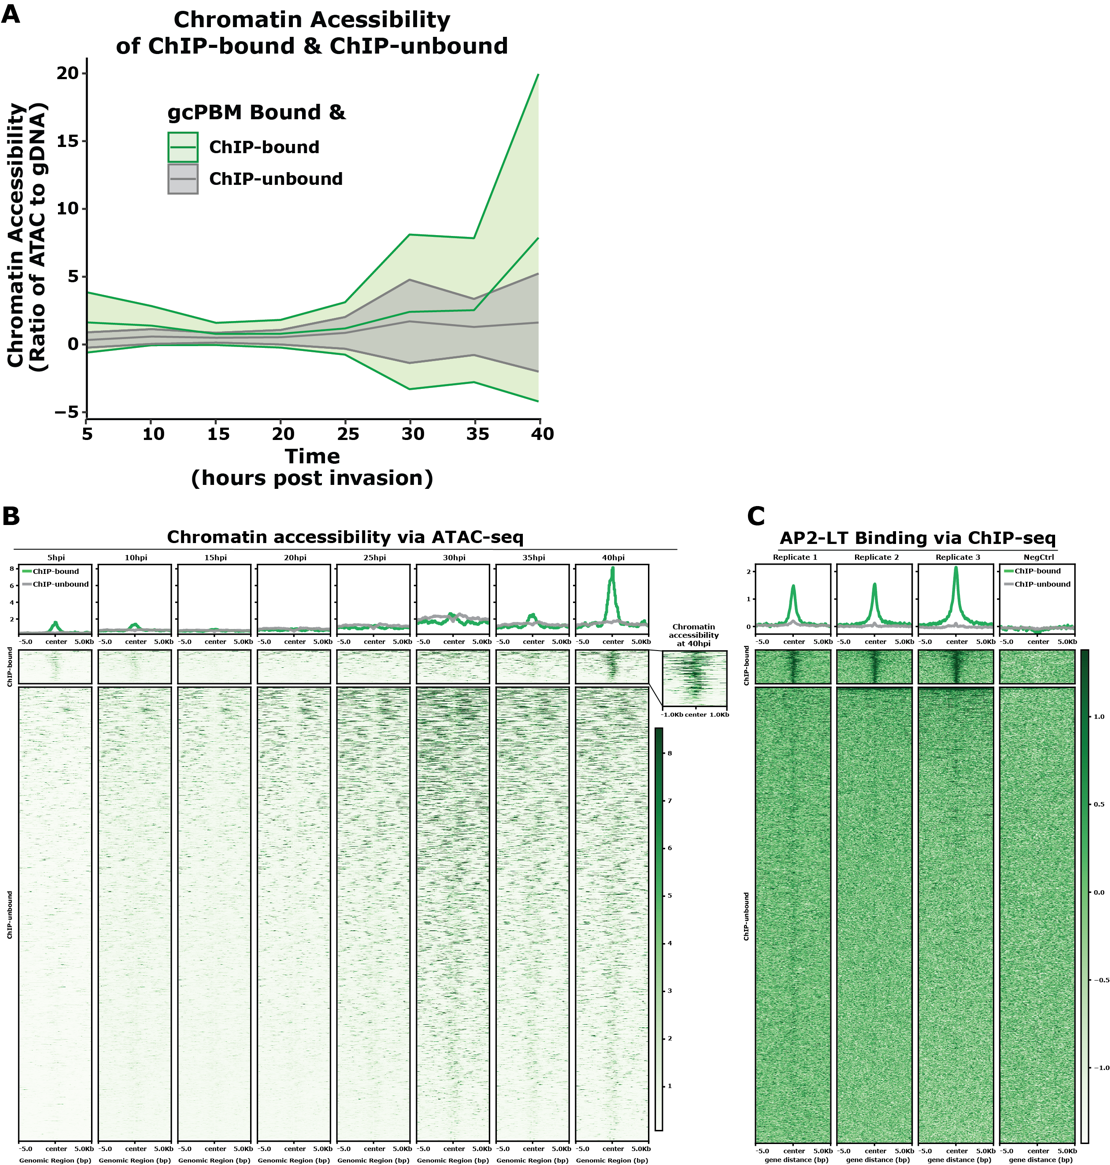

**Supplemental Figure 13: Chromatin accessibility of AP2-LT ChIP-bound and ChIP-unbound CACACA-containing sites**

(**A**) Line plot of chromatin accessibility across eight asexual stage timepoints (5hpi, 10hpi, 15hpi, 20hpi, 25hpi, 30hpi, 35hpi, and 40hpi) for AP2-LT ChIP-bound (Green) and ChIP-unbound (Grey) sites. Central line plotted is the median normalized read count over gDNA control. Upper and lower lines are the median plus and minus one standard deviation; (**B**) *Top:* Profile plot of the mean chromatin accessibility (median normalized read count over gDNA control) across eight asexual stage timepoints (5hpi, 10hpi, 15hpi, 20hpi, 25hpi, 30hpi, 35hpi, and 40hpi) for AP2-LT ChIP-bound (Green) and ChIP-unbound (Grey) sites. *Bottom:* Heatmap of chromatin accessibility (median normalized read count over gDNA control) across eight asexual stage timepoints (5hpi, 10hpi, 15hpi, 20hpi, 25hpi, 30hpi, 35hpi, and 40hpi) for AP2-LT ChIP-bound (top) and ChIP-unbound (bottom) sites. *Top Right zoom in:* Chromatin accessibility of AP2-LT ChIP-bound CACACA-containing sites at 40hpi; and (**C**) *Top:* Profile plot of the mean AP2-LT ChIP-seq fold enrichment (Log_2_[IP/Input]) for all three biological replicates and no-epitope negative control sample across AP2-LT ChIP-bound (Green) and ChIP-unbound (Grey) sites. *Bottom:* Heatmap of the AP2-LT ChIP-seq fold enrichment (Log_2_[IP/Input]) for all three biological replicates and no-epitope negative control sample AP2-LT ChIP-bound (Green) and ChIP-unbound (Grey) sites.

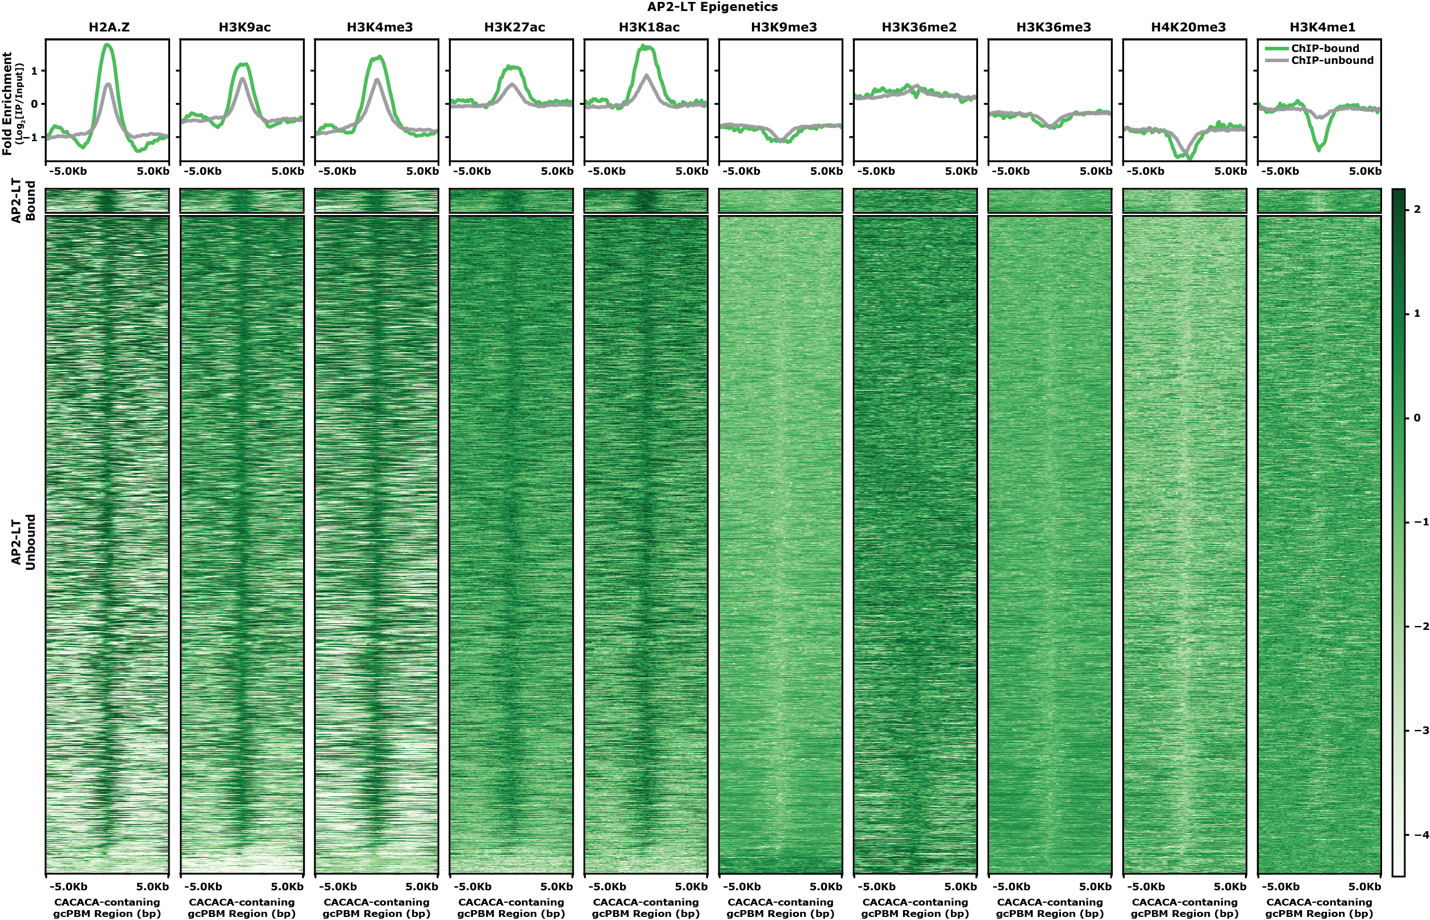

**Supplemental Figure 14: Epigenetic landscape of AP2-LT ChIP-bound and ChIP-unbound CACACA-containing sites**

*Top:* Profile plot of the mean ChIP-seq fold enrichment (Log_2_[IP/Input]) of five activation epigenetic marks (H2A.Z, H3K9ac, H3K4me3, H3K27ac, and H3K18ac) and five repression epigenetic marks (H3K9me3, H3K36me2/3, H4K20me3, and H3K4me1) for AP2-LT ChIP-bound (Green) and ChIP-unbound (Grey) sites. *Bottom:* Heatmap of ChIP-seq fold enrichment (Log_2_[IP/Input]) of five activation epigenetic marks (H2A.Z, H3K9ac, H3K4me3, H3K27ac, and H3K18ac) and five repression epigenetic marks (H3K9me3, H3K36me2/3, H4K20me3, and H3K4me1) for AP2-LT ChIP-bound (Green) and ChIP-unbound (Grey) sites.

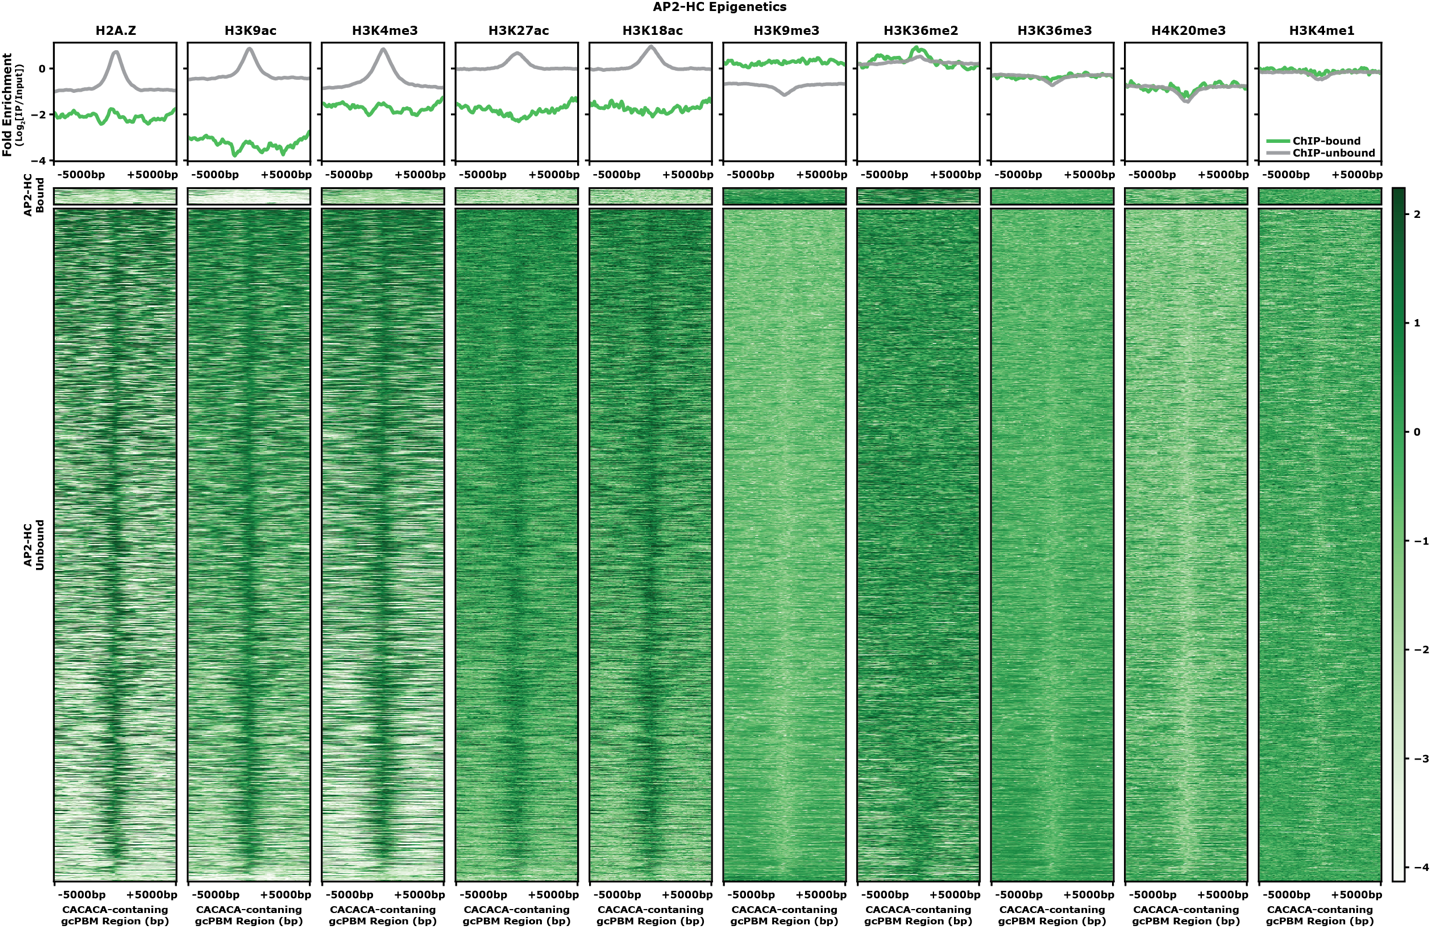

**Supplemental Figure 15: Epigenetic landscape of AP2-HC ChIP-bound and ChIP-unbound CACACA-containing sites**

*Top:* Profile plot of the mean ChIP-seq fold enrichment (Log_2_[IP/Input]) of five activation epigenetic marks (H2A.Z, H3K9ac, H3K4me3, H3K27ac, and H3K18ac) and five repression epigenetic marks (H3K9me3, H3K36me2/3, H4K20me3, and H3K4me1) for AP2-HC ChIP-bound (Green) and ChIP-unbound (Grey) sites. *Bottom:* Heatmap of ChIP-seq fold enrichment (Log_2_[IP/Input]) of five activation epigenetic marks (H2A.Z, H3K9ac, H3K4me3, H3K27ac, and H3K18ac) and five repression epigenetic marks (H3K9me3, H3K36me2/3, H4K20me3, and H3K4me1) for AP2-HC ChIP-bound (Green) and ChIP-unbound (Grey) sites.

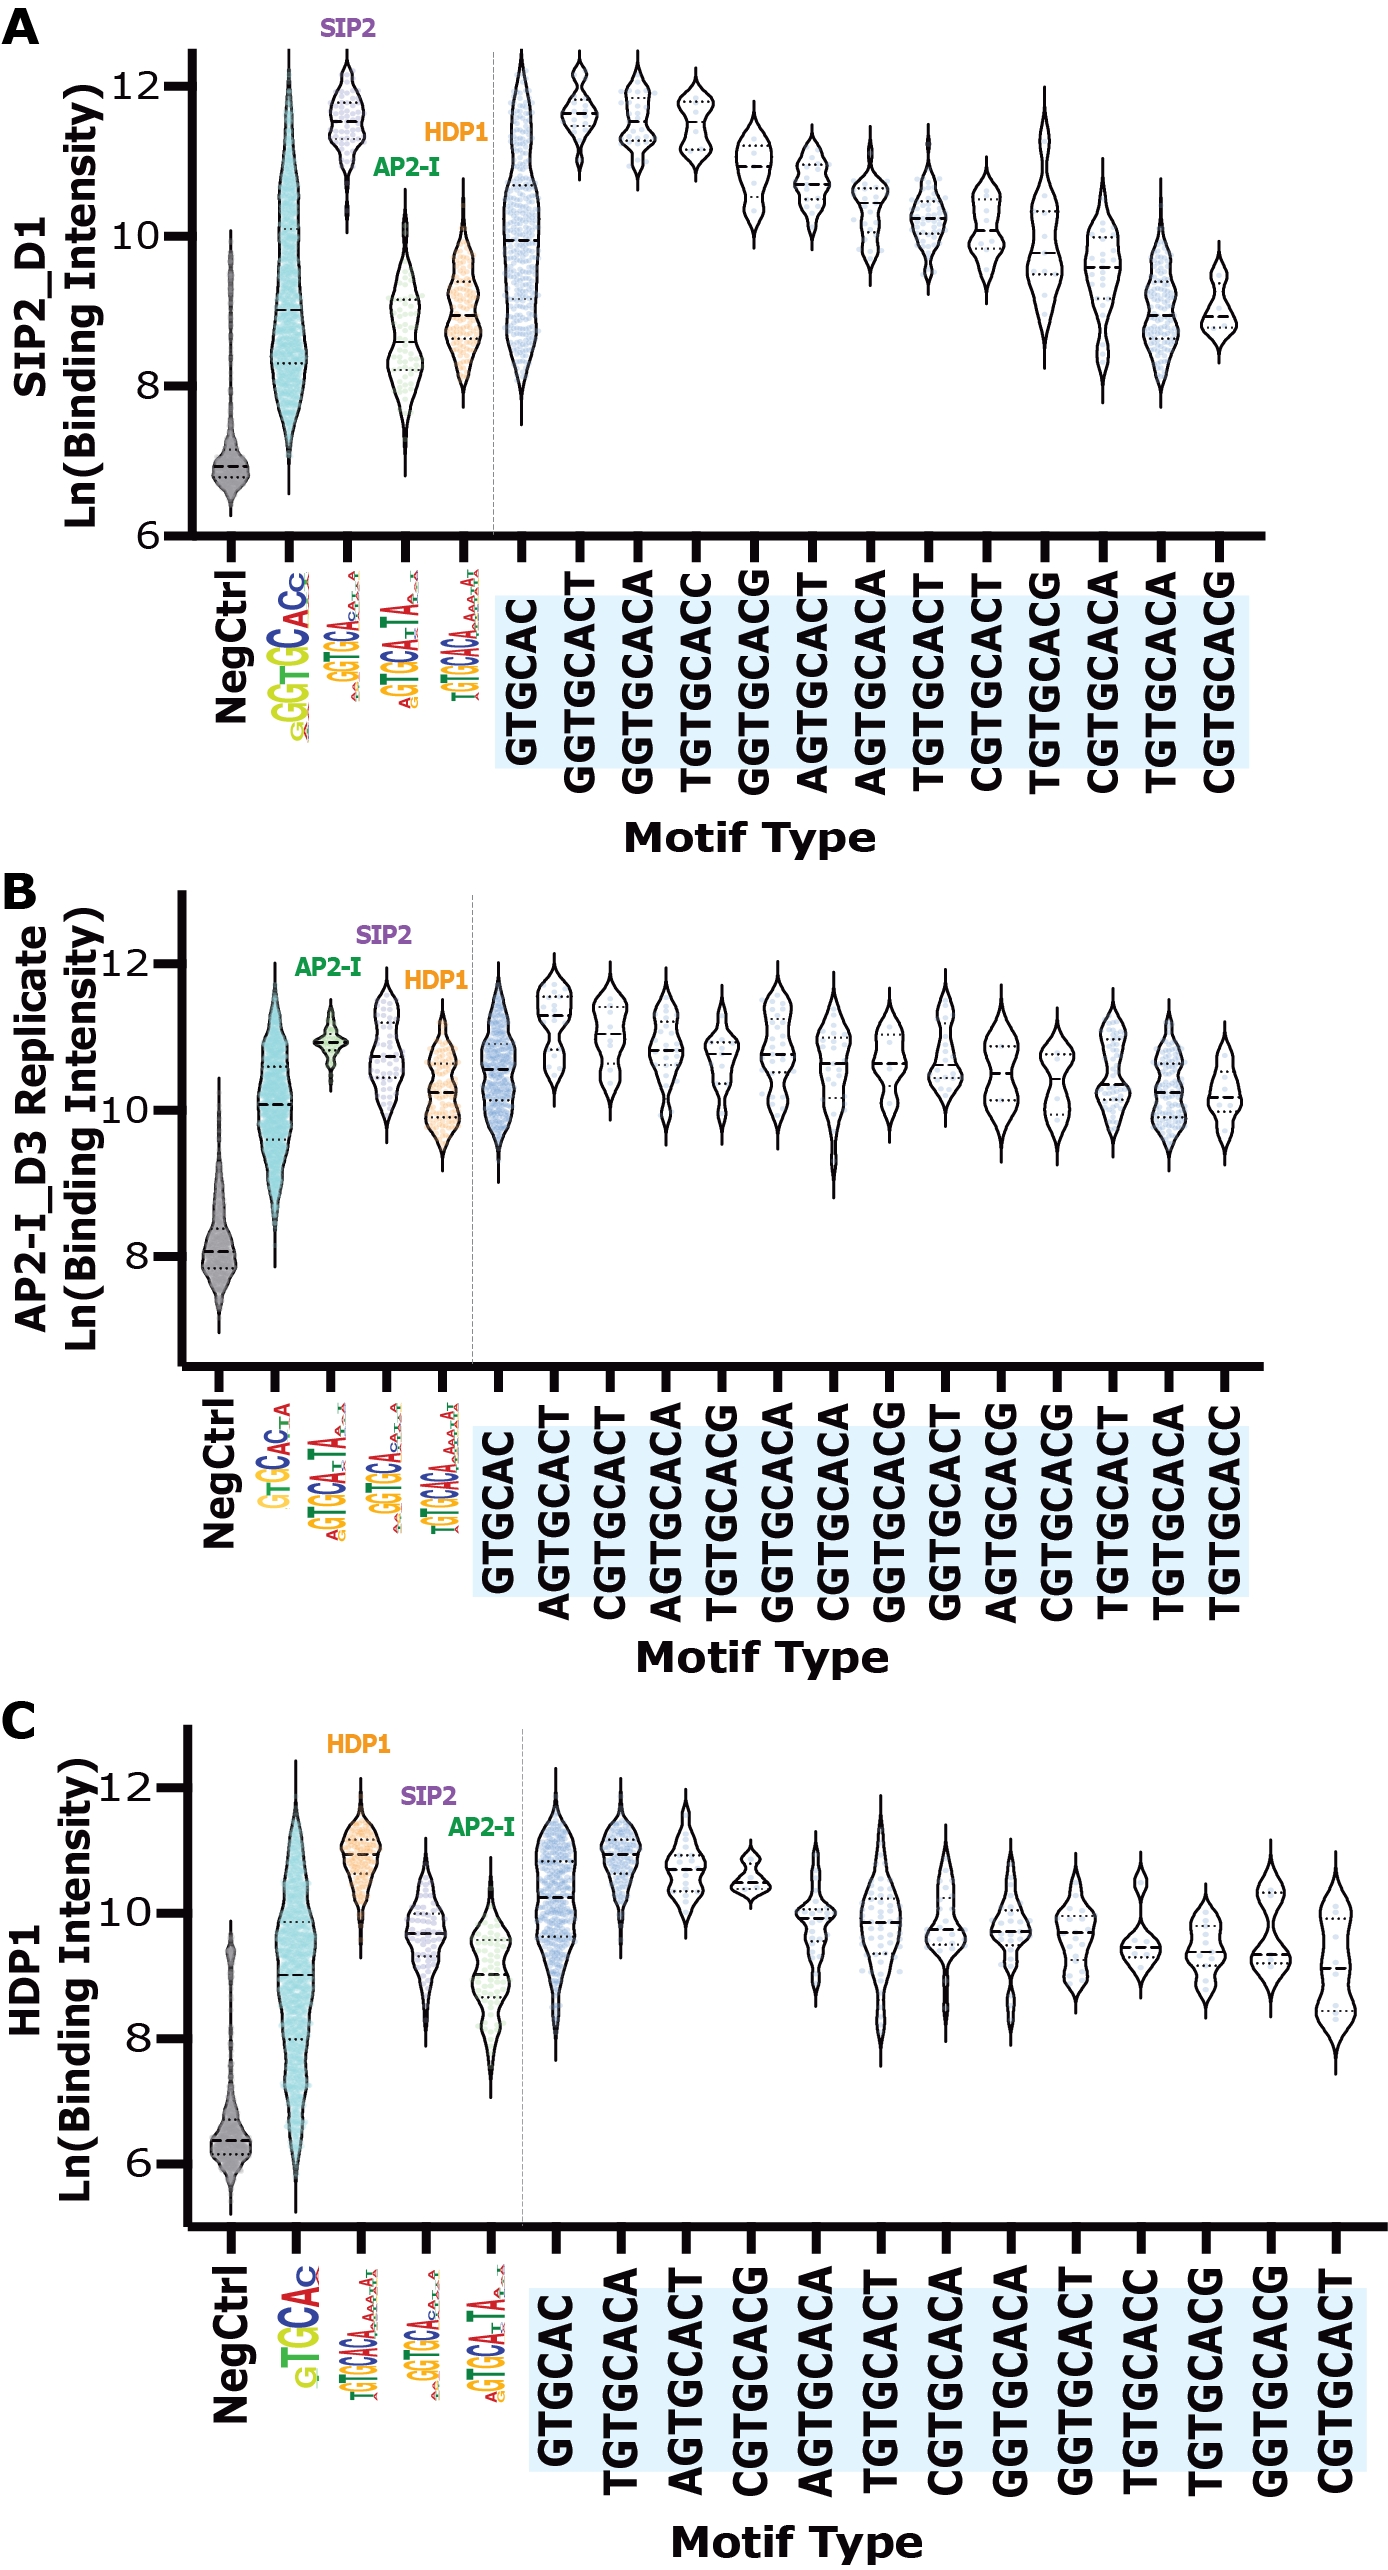

**Supplemental Figure 16: GTGCAC-binding DBDs have divergent sequence context preferences**

**(A)** Binding intensity distributions of SIP2_D1 for GTGCAC negative control probes (Grey), all GTGCAC probes (Blue), the extended motif probes by all three GTGCAC-binding TFs (AP2-I_D3[Green], SIP2_D1[Purple], and HDP1[Orange]), and 8-mer GTGCAC probes represented in the gcPBM (Blue). Dotted lines are the calculated mean for each violin plot; **(B)** Binding intensity distributions of AP2-I_D3 Replicate for GTGCAC negative control probes (Grey), all GTGCAC probes (Blue), the extended motif probes by all three GTGCAC-binding TFs (AP2-I_D3[Green], SIP2_D1[Purple], and HDP1[Orange]), and 8-mer GTGCAC probes represented in the gcPBM (Blue). Dotted lines are the calculated mean for each violin plot; **(C)** Binding intensity distributions of HDP1 for GTGCAC negative control probes (Grey), all GTGCAC probes (Blue), the extended motif probes by all three GTGCAC-binding TFs (AP2-I_D3[Green], SIP2_D1[Purple], and HDP1[Orange]), and 8-mer GTGCAC probes represented in the gcPBM (Blue). Dotted lines are the calculated mean for each violin plot.

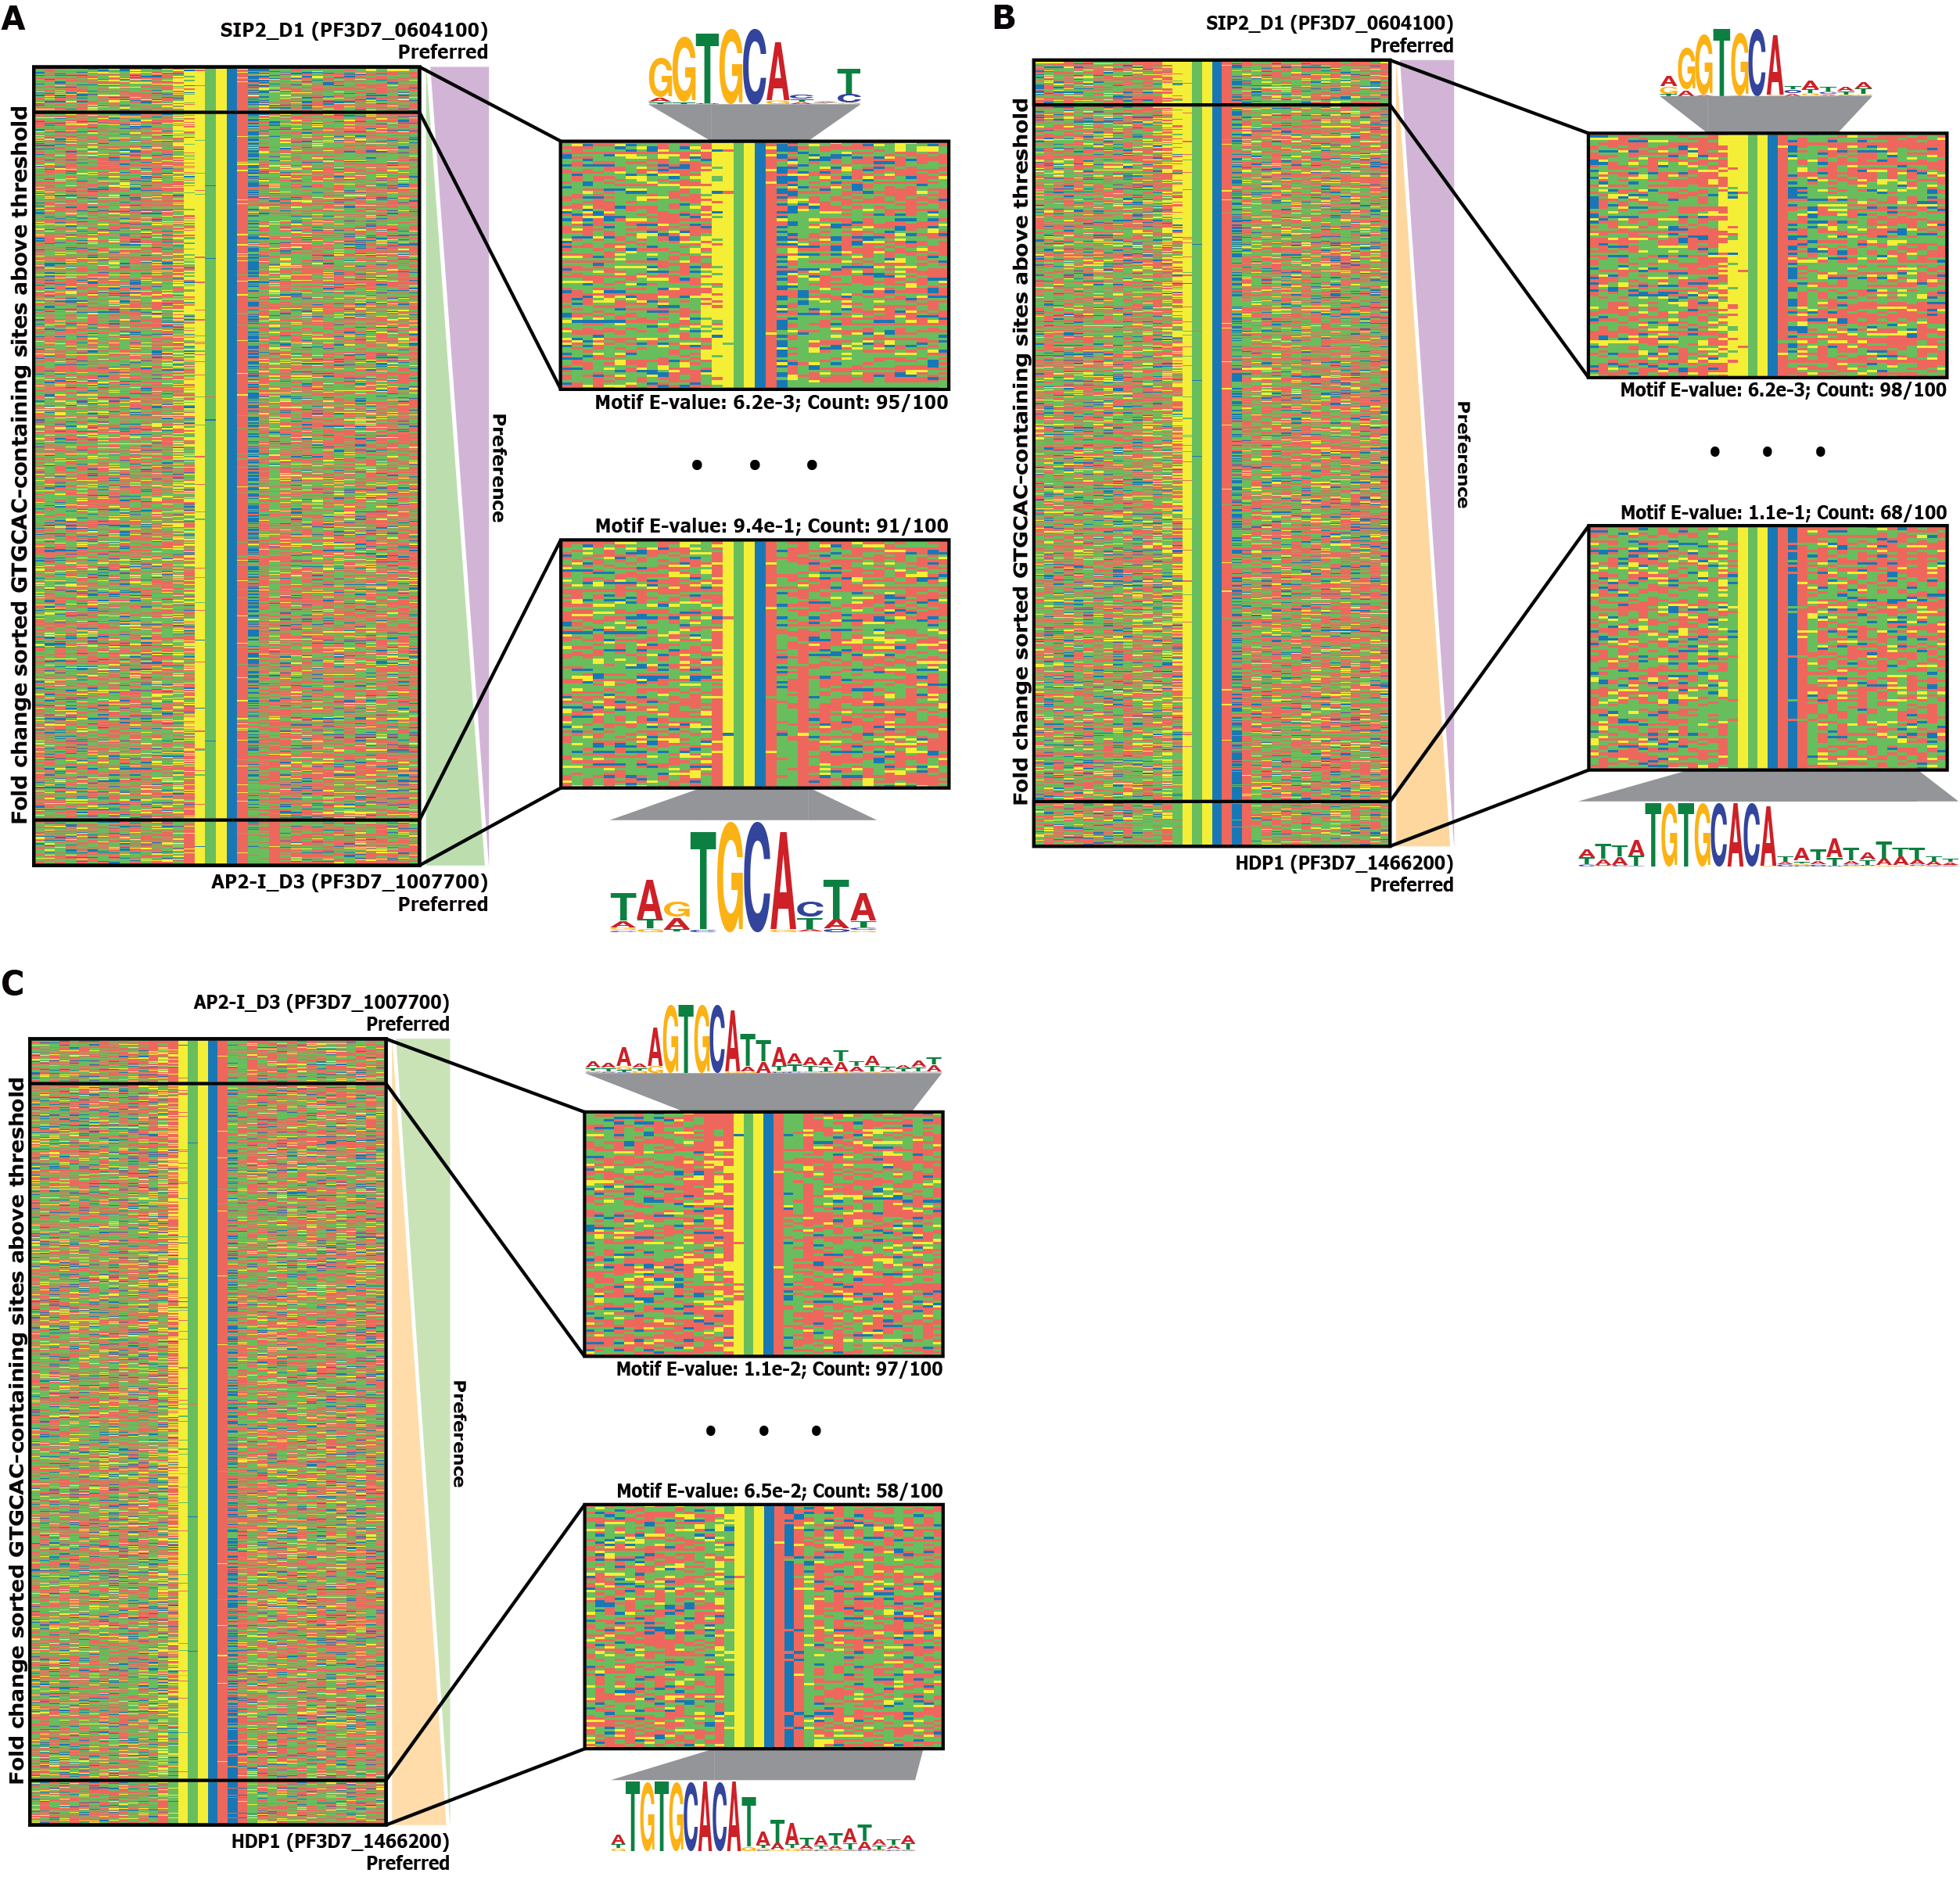

**Supplemental Figure 17: Differential sequence preference of GTGCAC-binding TFs**

**(A)** *Left*: Four-color plot of all GTGCAC probes in gcPBM design above 90^th^ percentile of the negative control probes, sorted by fold change (Log_2_[SIP2/AP2-I]). *Right*: Enriched DNA motif (by Meme Suite: Streme) and zoom in of the top 100 bound probes by each SIP2_D1 (*top*) and AP2-I_D3 (*bottom*). Color representations: A (Red), C (Blue), G (Yellow), and T (Green); (**B**) *Left*: Four-color plot of all GTGCAC probes in gcPBM design above 90^th^ percentile of the negative control probes, sorted by fold change (Log_2_[SIP2/HDP1]). *Right*: Enriched DNA motif (by Meme Suite: Streme) and zoom in of the top 100 bound probes by each SIP2_D1 (*top*) and HDP1 (*bottom*); (**C**) *Left*: Four-color plot of all GTGCAC probes in gcPBM design sorted by fold change (Log_2_[AP2-I/HDP1]). *Right*: Enriched DNA motif (by Meme Suite: Streme) and zoom in of the top 100 bound probes by each AP2-I_D3 (*top*) and HDP1 (*bottom*).

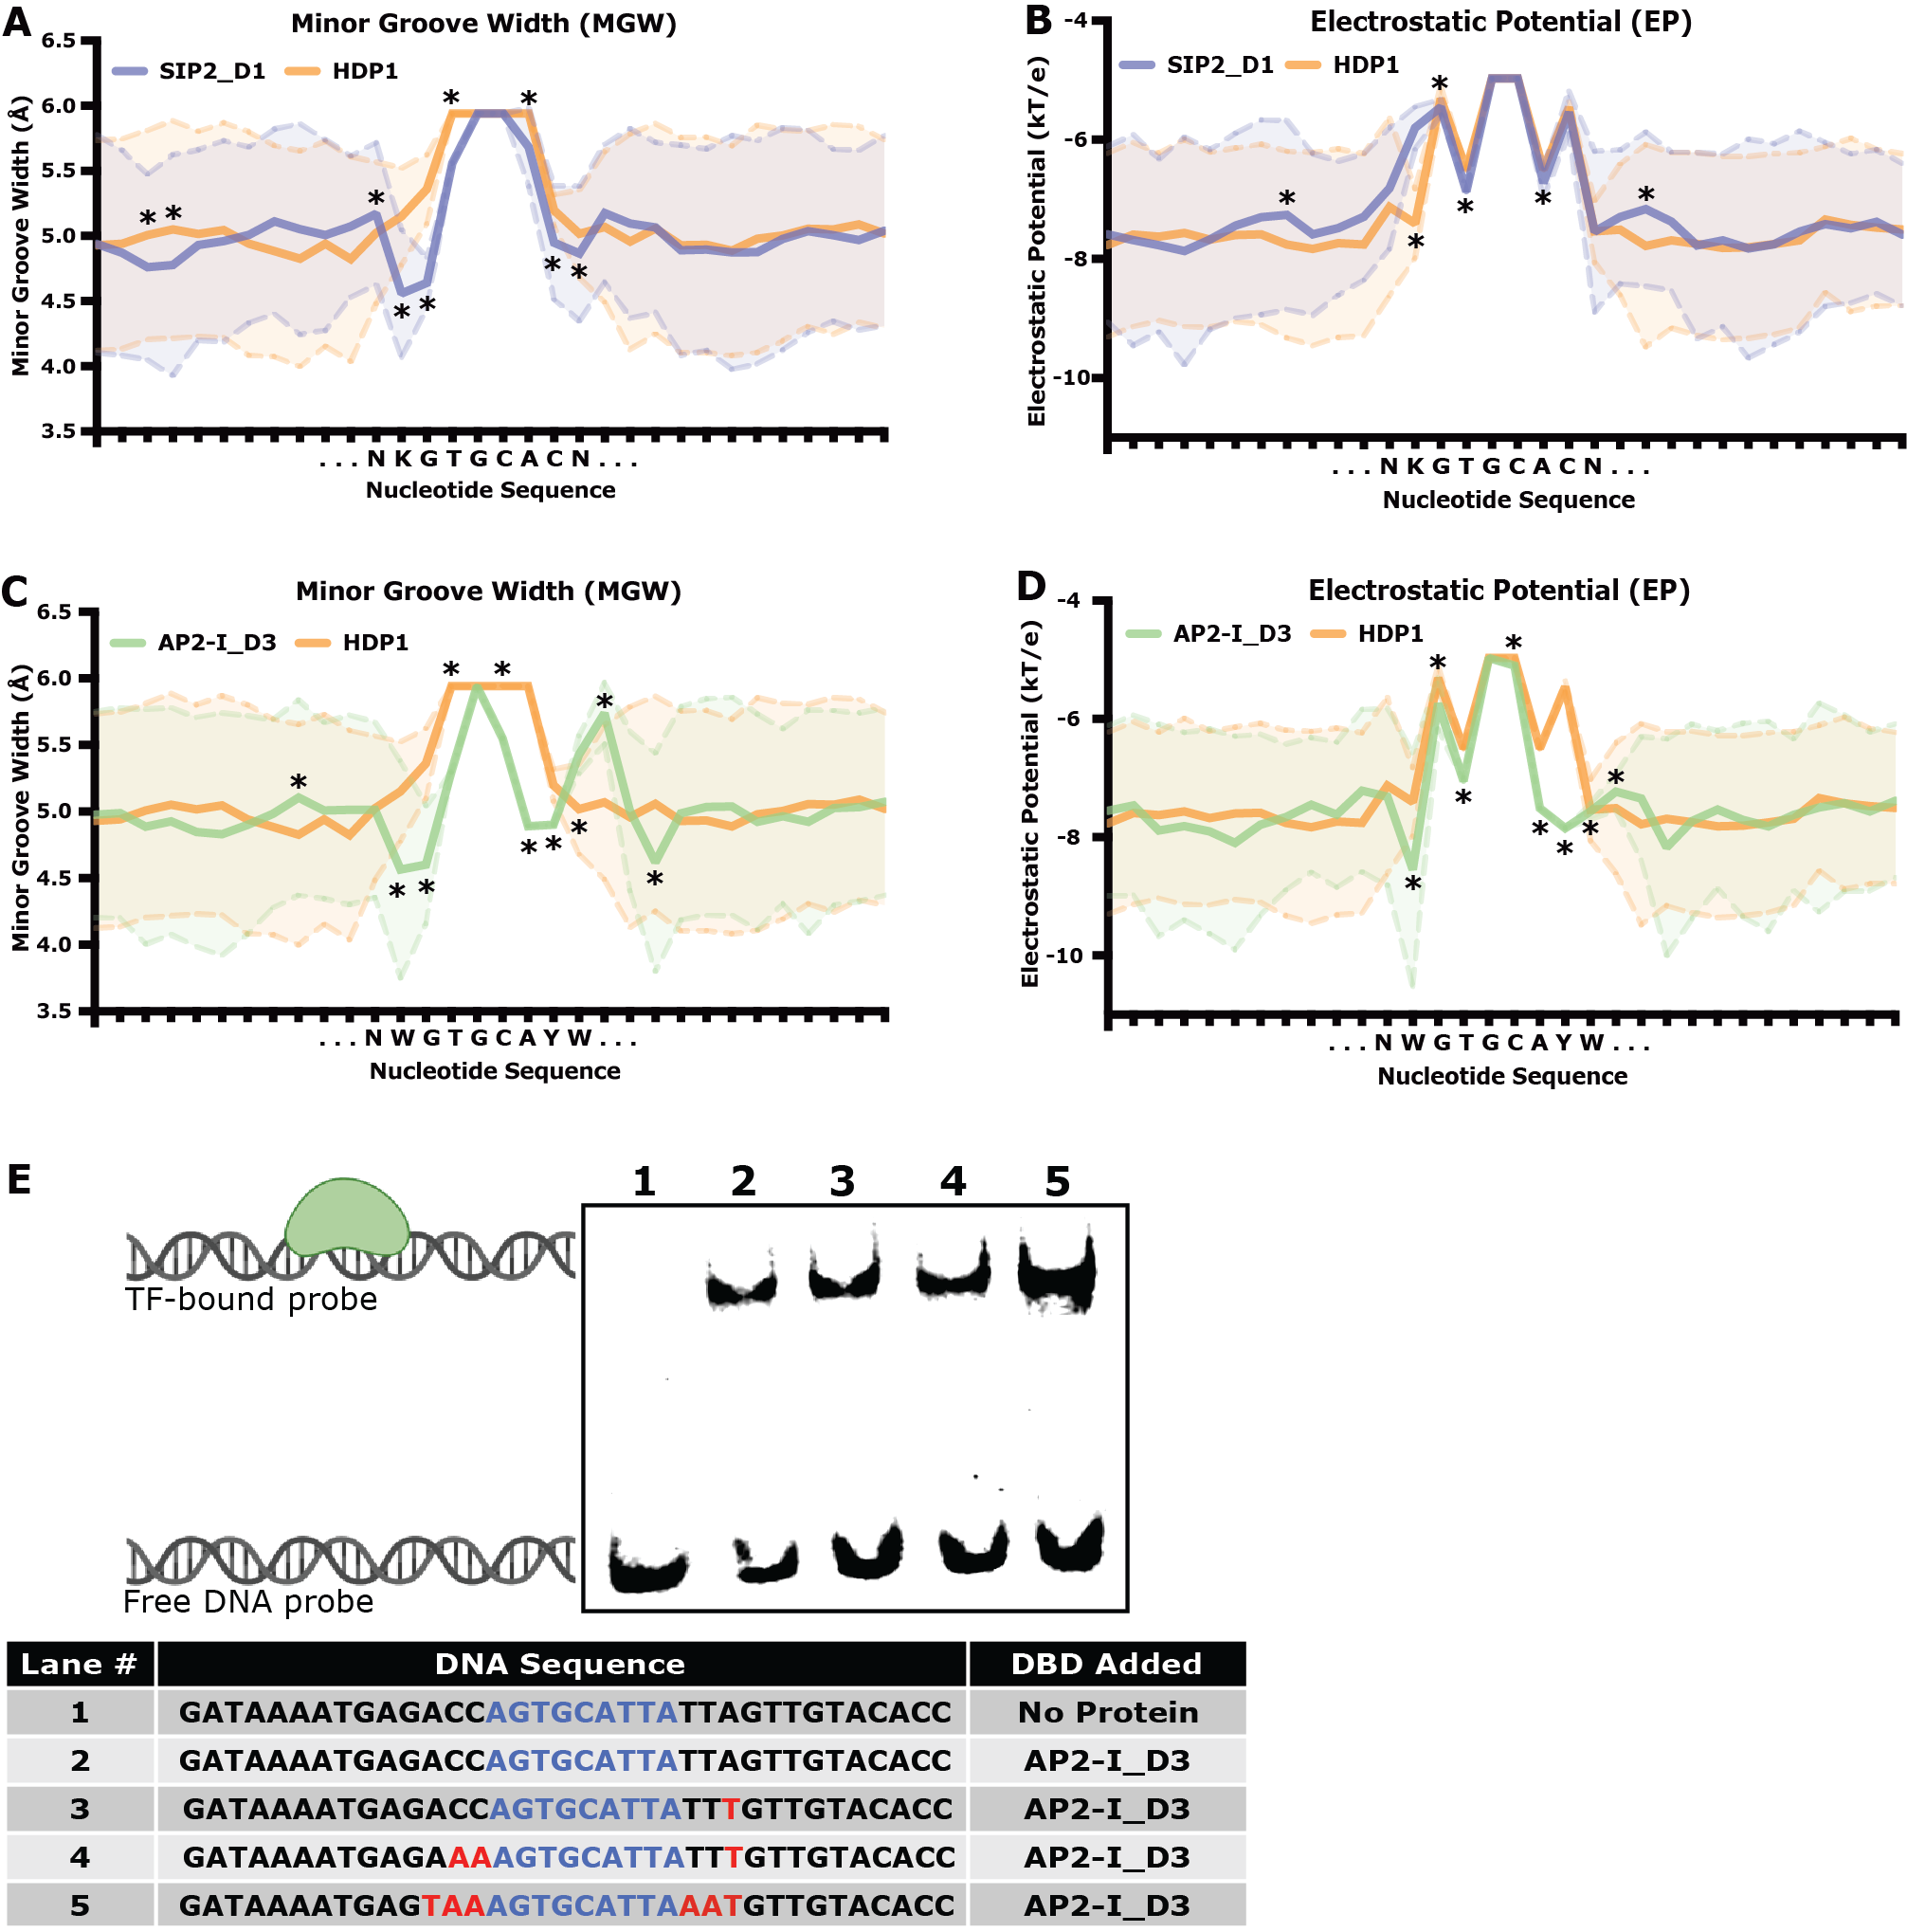

**Supplemental Figure 18: Differential DNA shape preference of GTGCAC-binding TFs**

**(A-B)** Calculated minor groove width (MGW) and electrostatic potential (EP) profiles (using DNAShapeR) for SIP2_D1-preferred-GGTGCAC probes (Purple) and HDP1-preferred-TGTGCACA (Orange) probes. Significant differences (p-value < 0.05) between features notated with an * (two-sided Wilcoxon rank sum test). N = IUPAC for any nucleotide. K = IUPAC for G or T nucleotides; **(C-D)** Calculated MGW and EP profiles (using DNAShapeR) for AP2-I_D3-preferred-AGTGCATTA (Green) probes and HDP1-preferred-TGTGCACA (Orange) probes. Significant differences (p-value < 0.05) between features notated with an * (two-sided Wilcoxon rank sum test). N = IUPAC for any nucleotide. W = IUPAC for A or T nucleotides. Y = IUPAC for C or T nucleotides; (**E**) EMSA of AP2-I_D3 binding to a AGTGCATTA probes with increasing numbers of shape mutants to the sequences outside the extended motif. Protein-DNA interaction graphic was created with BioRender.com.

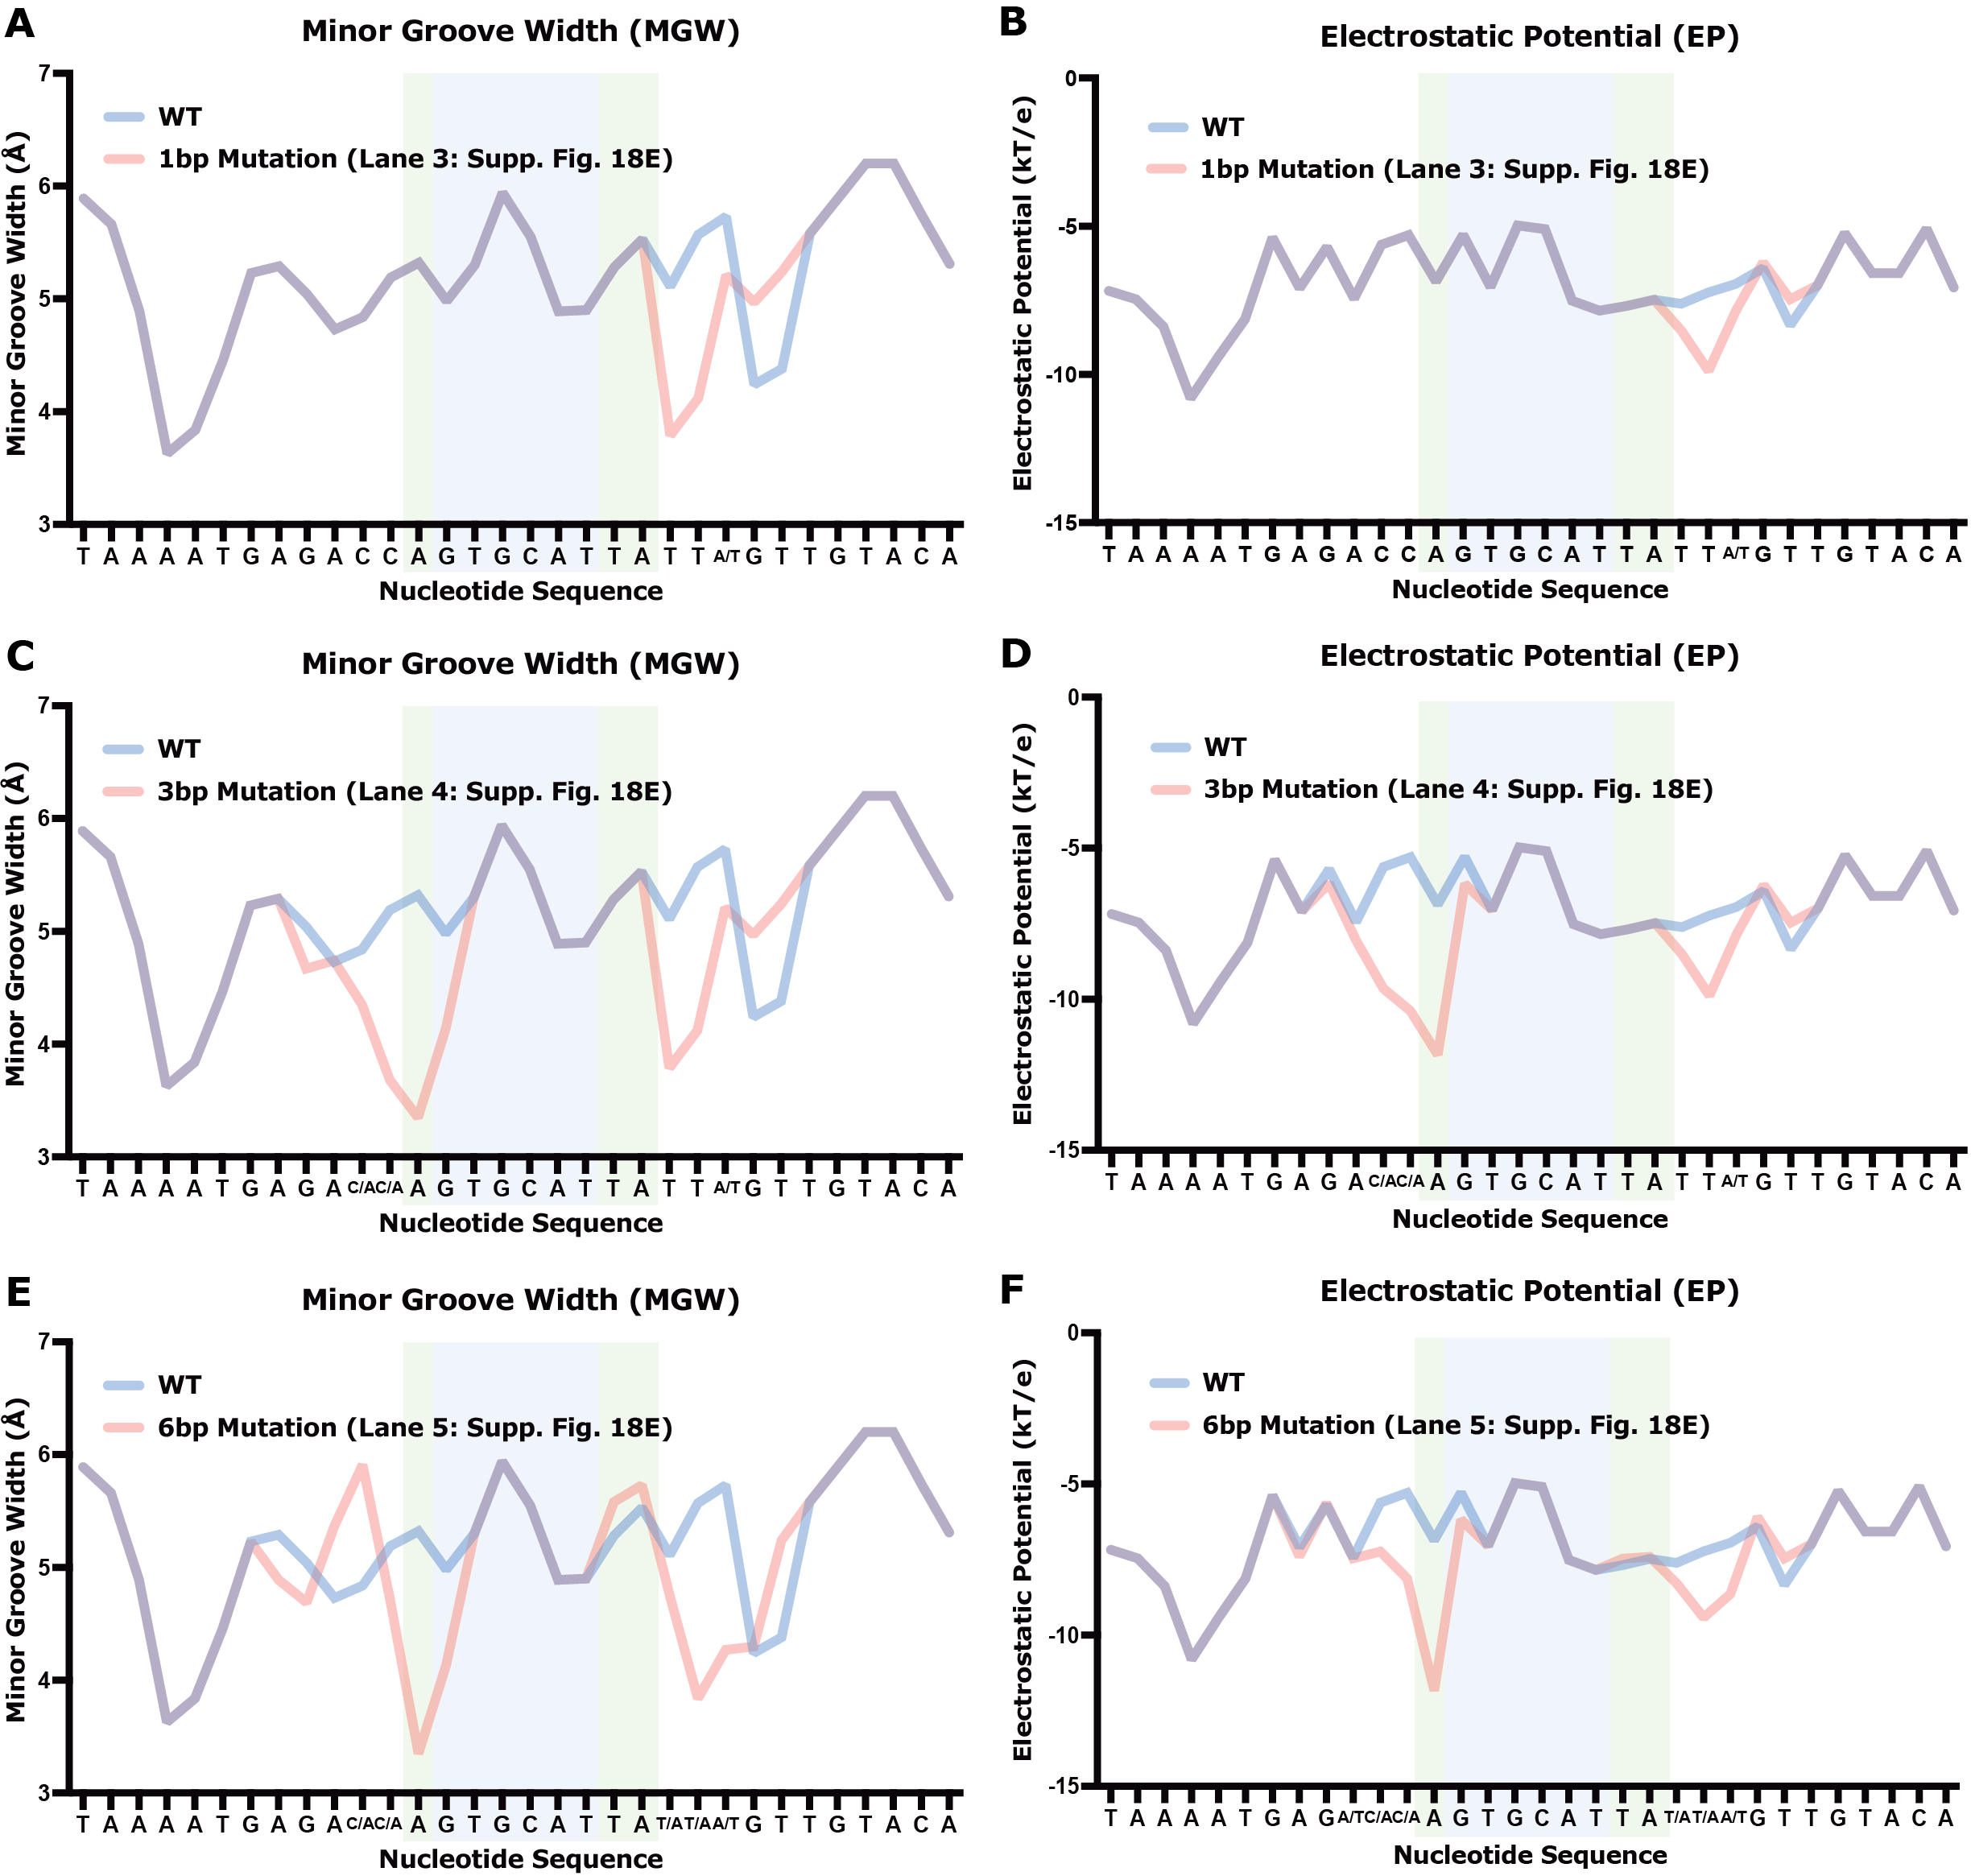

**Supplemental Figure 19: Modeled DNA shape profiles of distal shape mutations**

Calculated Minor Groove Width (MGW) and Electrostatic Potential (EP) DNA shape profiles (using DNAShapeR) of the WT (Blue) and mutated (Pink) DNA probes for electrophoretic mobility shift assays (EMSAs). Blue window highlights the GTGCAC sequence and the Green window highlights the extended motif proximal to the GTGCAC sequence on each figure. (**A-B**) MGW and EP profiles of one point mutation from **Supplemental Figure 18E**; (**C-D**) MGW and profiles of three point mutations from **Supplemental Figure 18E**; (**E-F**) MGW and EP profiles of six point mutations from **Supplemental Figure 18E**.

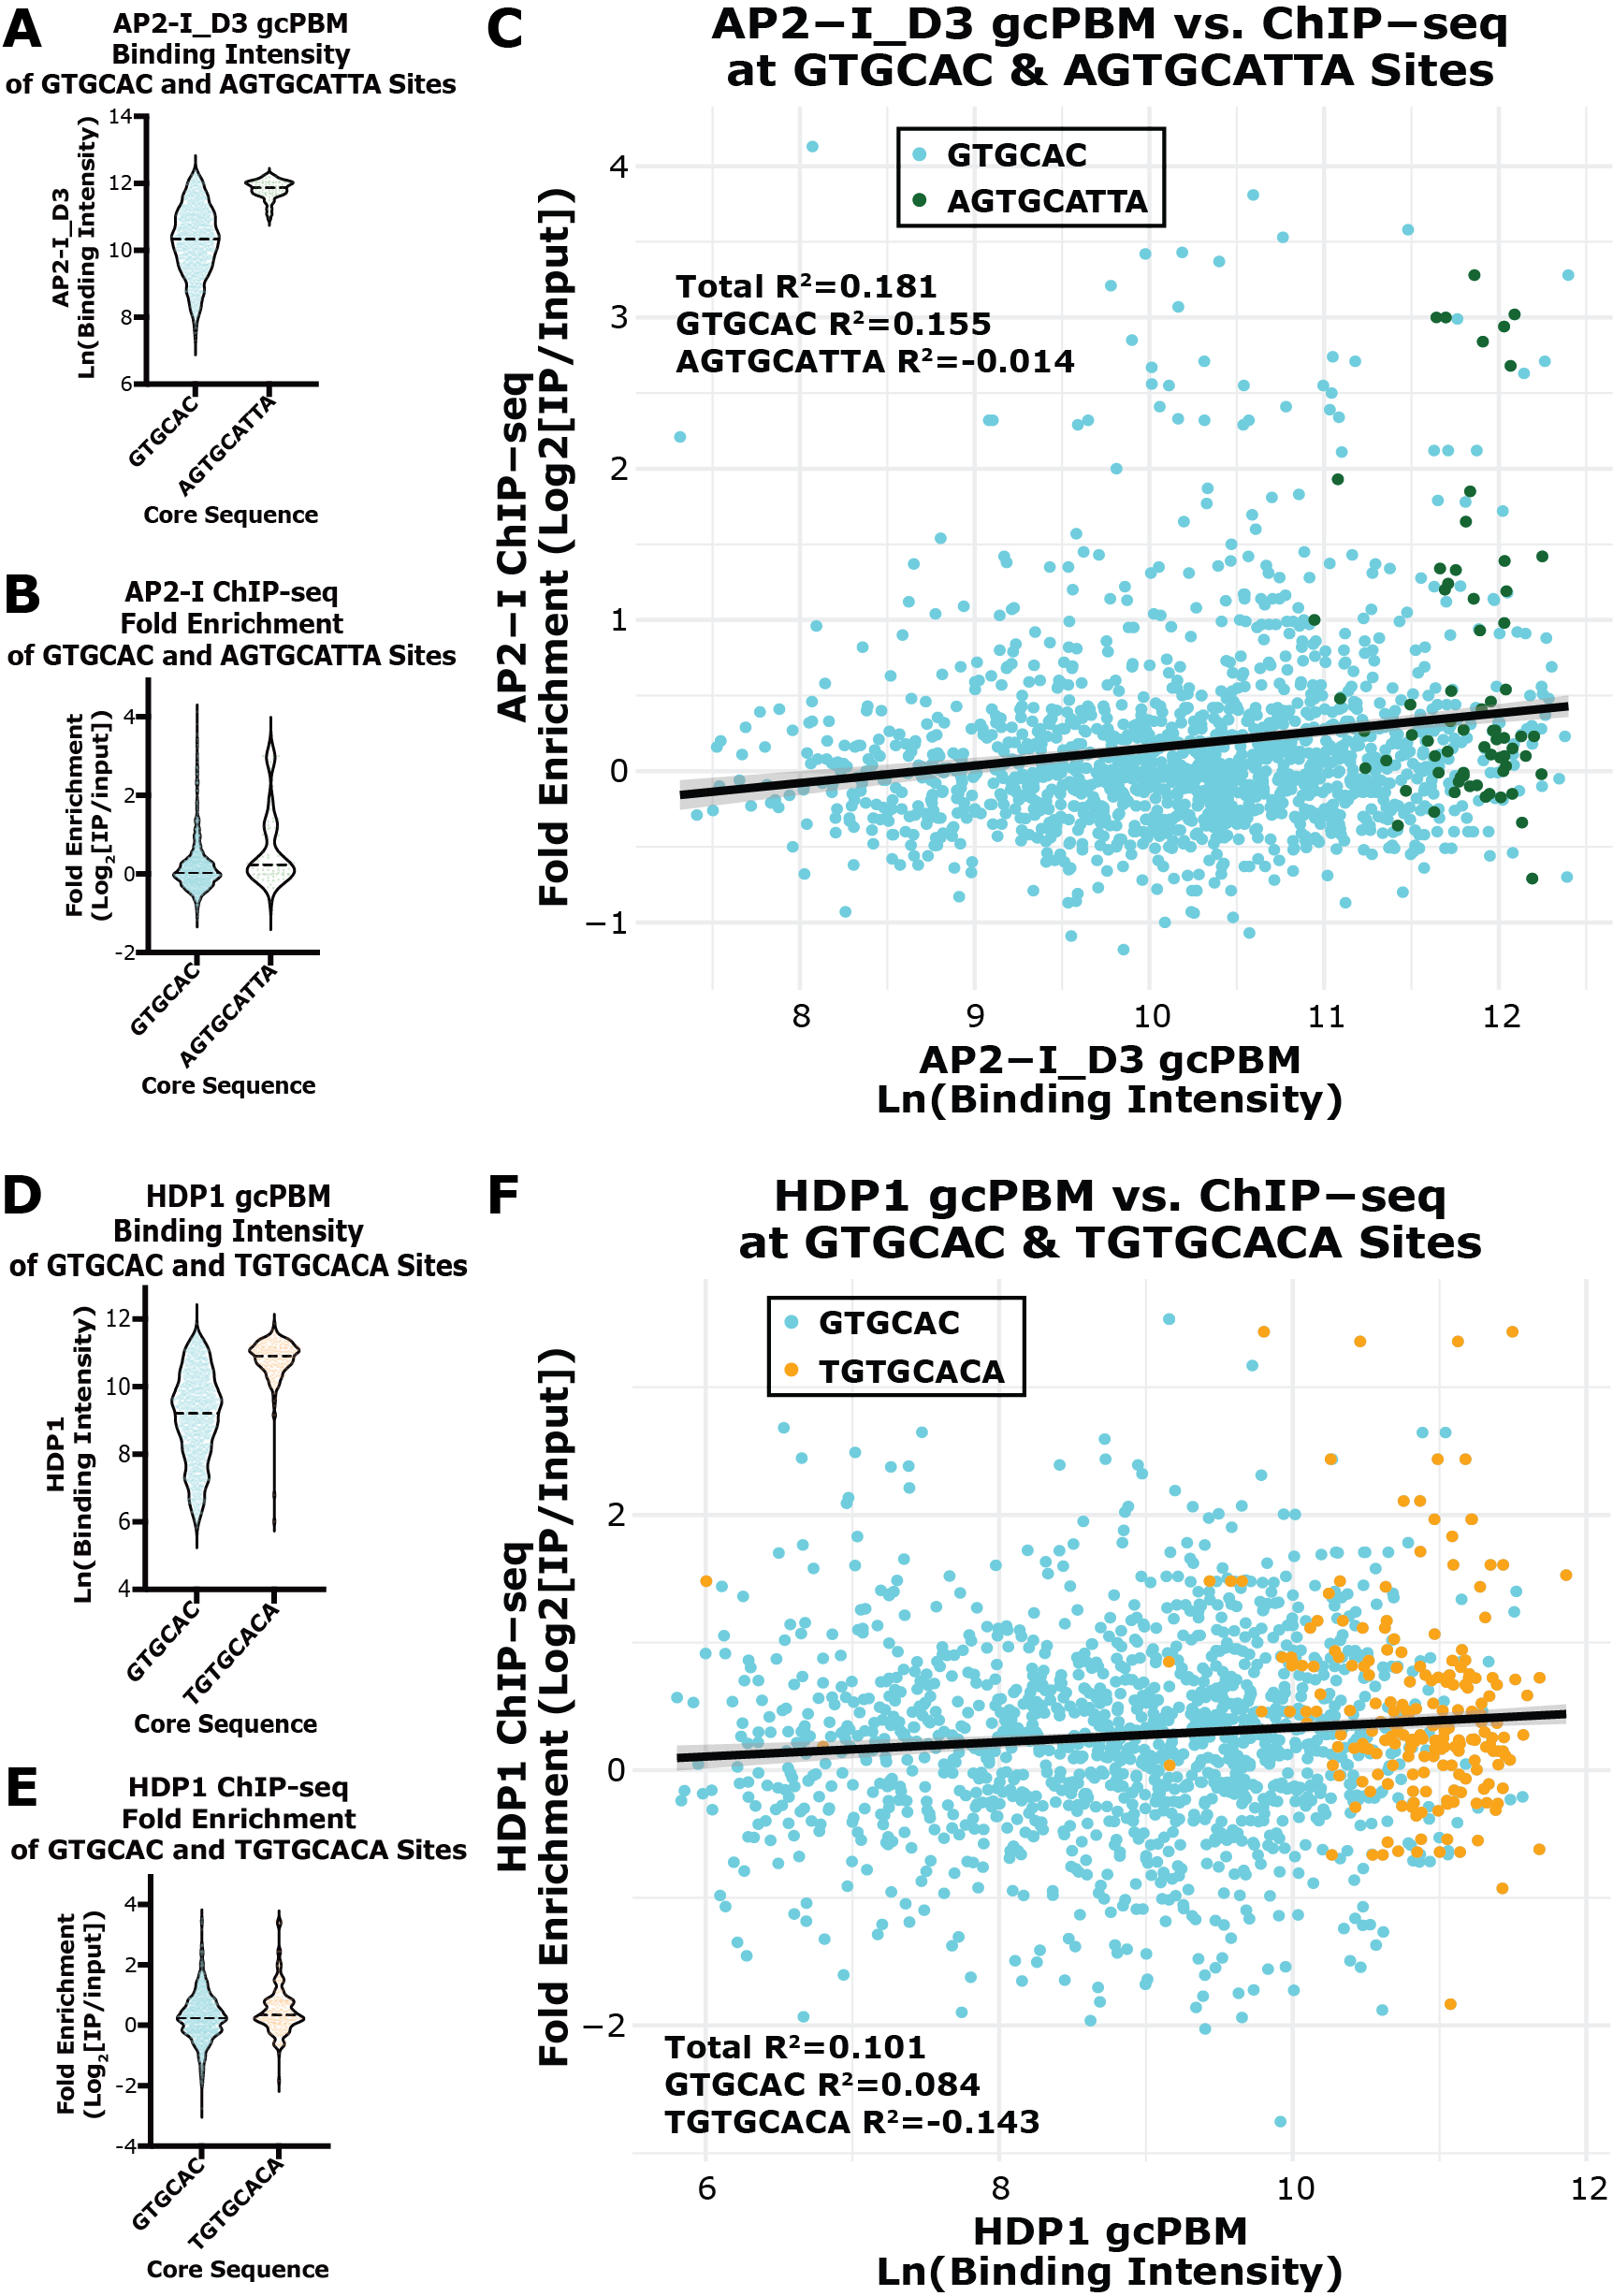

**Supplemental Figure 20: Comparing AP2-I and HDP1 binding *in vitro* and *in vivo***

**(A)** AP2-I_D3 gcPBM binding intensity across GTGCAC sites (Blue) and AGTGCATTA (Green); **(B)** AP2-I ChIP-seq fold enrichment (Log_2_[IP/Input]) across GTGCAC sites (Blue) and AGTGCATTA (Green); **(C)** Comparison of AP2-I_D3 gcPBM binding intensity and AP2-I ChIP-seq fold enrichment (Log_2_[IP/Input]) across GTGCAC sites (Blue) and AGTGCATTA (Green). *Top Right:* Pearson correlation values for all data points, only GTGCAC data points, and AGTGCATTA data points; **(D)** HDP1 gcPBM binding intensity across GTGCAC sites (Blue) and TGTGCACA (Orange); **(E)** HDP1 ChIP-seq fold enrichment (Log_2_[IP/Input]) across GTGCAC sites (Blue) and TGTGCACA (Orange); **(F)** Comparison of HDP1 gcPBM binding intensity and HDP1 ChIP-seq fold enrichment (Log_2_[IP/Input]) across GTGCAC sites (Blue) and TGTGCACA (Orange). *Top Right:* Pearson correlation values for all data points, only GTGCAC data points, and TGTGCACA data points.

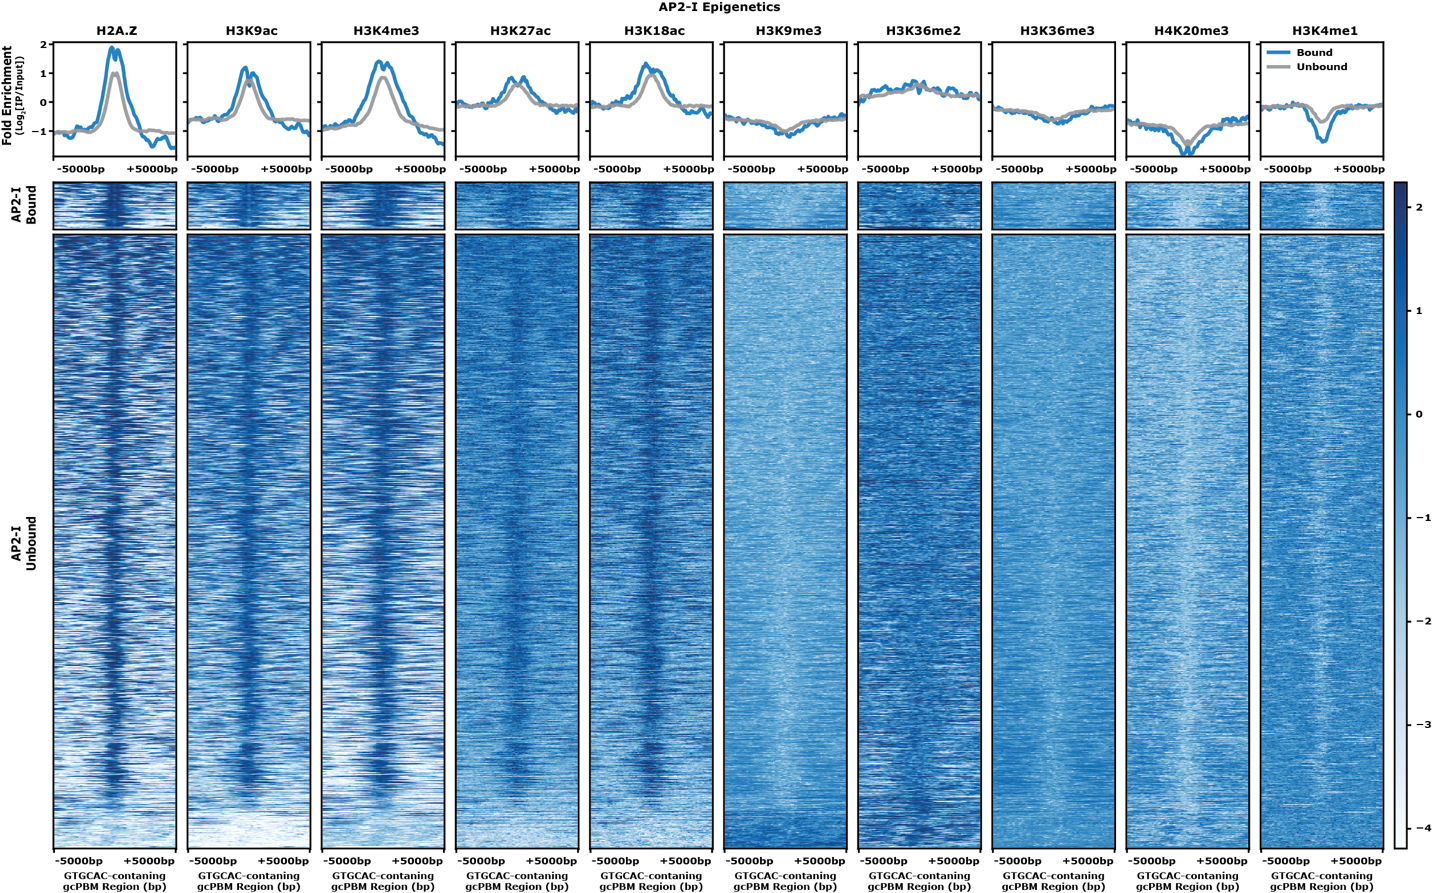

**Supplemental Figure 21: Epigenetic landscape of AP2-I ChIP-bound and ChIP-unbound GTGCAC-containing sites**

*Top:* Profile plot of the mean ChIP-seq fold enrichment (Log_2_[IP/Input]) of five activation epigenetic marks (H2A.Z, H3K9ac, H3K4me3, H3K27ac, and H3K18ac) and five repression epigenetic marks (H3K9me3, H3K36me2/3, H4K20me3, and H3K4me1) for AP2-I ChIP-bound (Blue) and ChIP-unbound (Grey) sites. *Bottom:* Heatmap of ChIP-seq fold enrichment (Log_2_[IP/Input]) of five activation epigenetic marks (H2A.Z, H3K9ac, H3K4me3, H3K27ac, and H3K18ac) and five repression epigenetic marks (H3K9me3, H3K36me2/3, H4K20me3, and H3K4me1) for AP2-I ChIP-bound (Blue) and ChIP-unbound (Grey) sites.

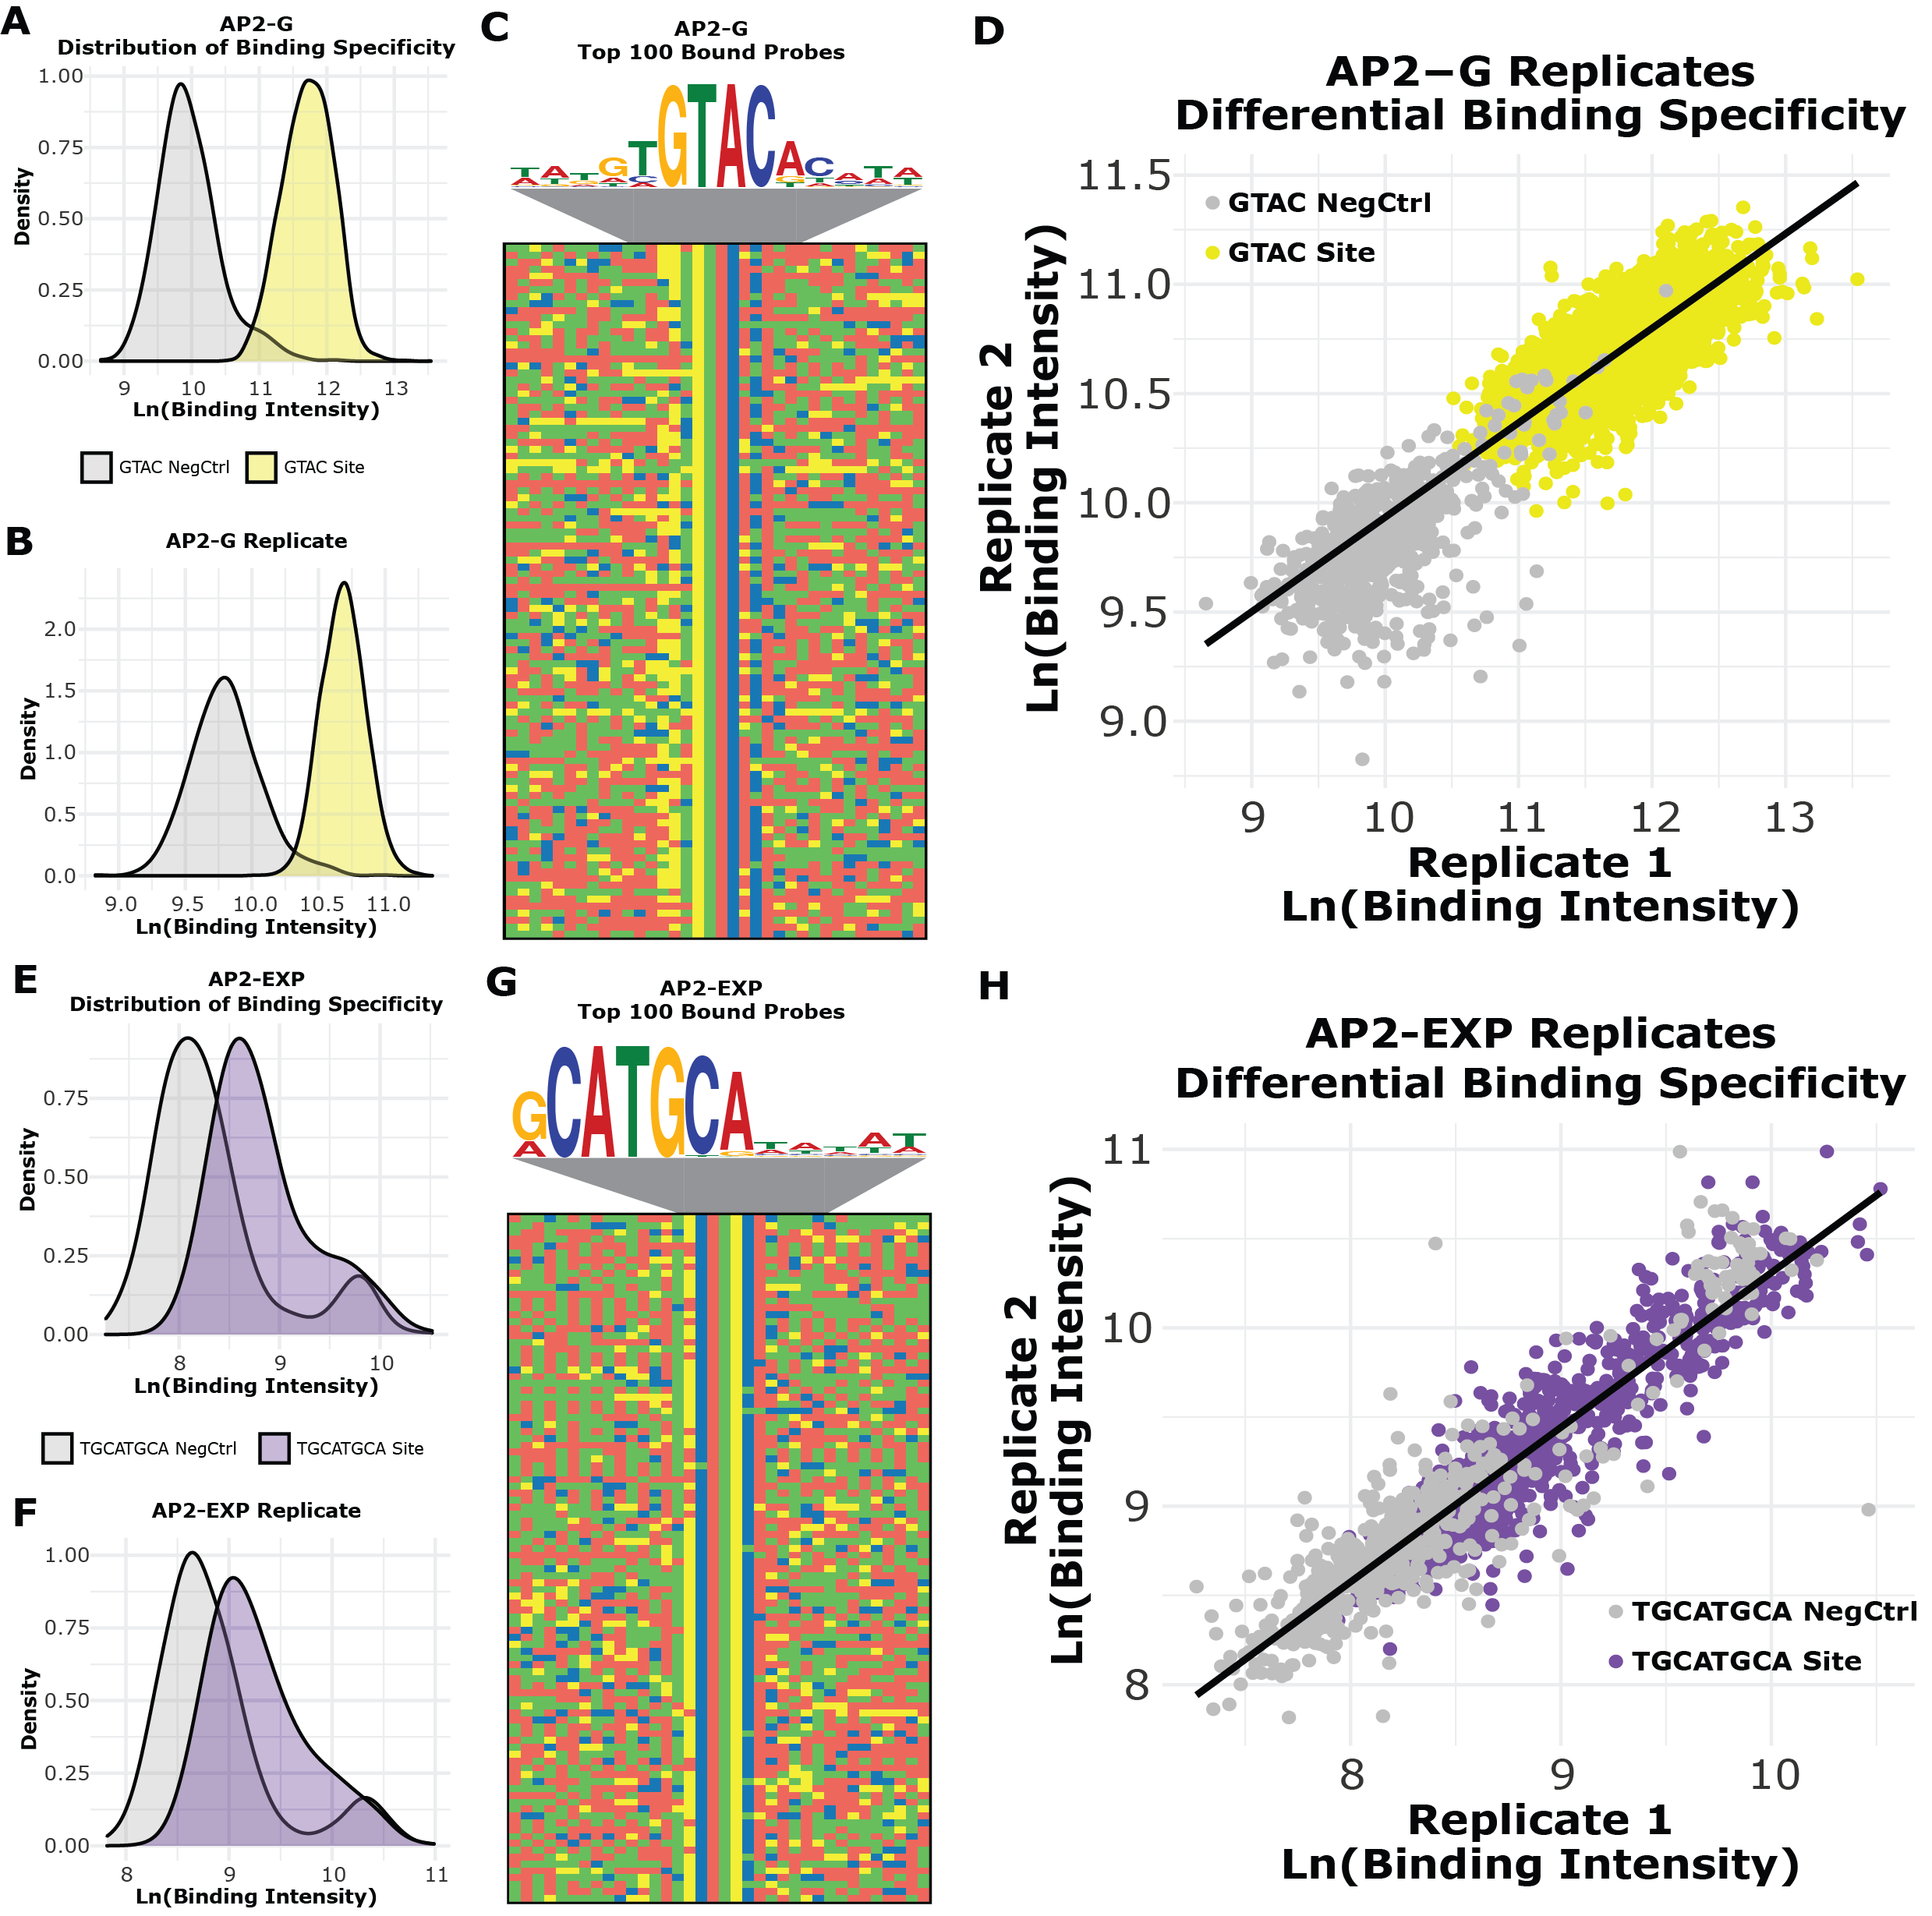

**Supplemental Figure 22: Distribution of binding specificity and replicate correlation for AP2-G and AP2-EXP**

(**A**) Density plot depicting the AP2-G binding intensities to the GTAC negative control sequences (Grey) and GTAC-containing sequences (Yellow); **(B)** Distributions of the binding intensities for AP2-G technical replicate (GTAC probes [Yellow] and negative control probes [Grey]); (**C**) The DNA motif enriched (Meme Suite: Streme) in the top 100 GTAC probes bound by AP2-G with a four-color plot of the top 100 bound GTAC probes underneath. Color representations: A (Red), C (Blue), G (Yellow), and T (Green); (**D**) Scatter plot comparing the binding intensities for AP2-G technical replicates. Each data point represents the median binding intensity across all technical replicates of the TF to a specific DNA sequence: GTAC negative control sequences (Grey) and GTAC-containing sequences (Yellow); (**E**) Density plot depicting the AP2-EXP binding intensities to the TGCATGCA negative control sequences (Grey) and TGCATGCA-containing sequences (Purple); (**F**) Density plot depicting the AP2-EXP technical replicate binding intensities to the TGCATGCA negative control sequences (Grey) and TGCATGCA-containing sequences (Purple); (**G**) The DNA motif enriched (Meme Suite: Streme) in the top 100 TGCATGCA probes bound by AP2-EXP with a four-color plot of the top 100 bound TGCATGCA probes underneath; and (**H**) Scatter plot comparing the binding intensities for AP2-EXP technical replicates. Each data point represents the median binding intensity across all technical replicates of the TF to a specific DNA sequence: TGCATGCA negative control sequences (Grey) and TGCATGCA-containing sequences (Purple).

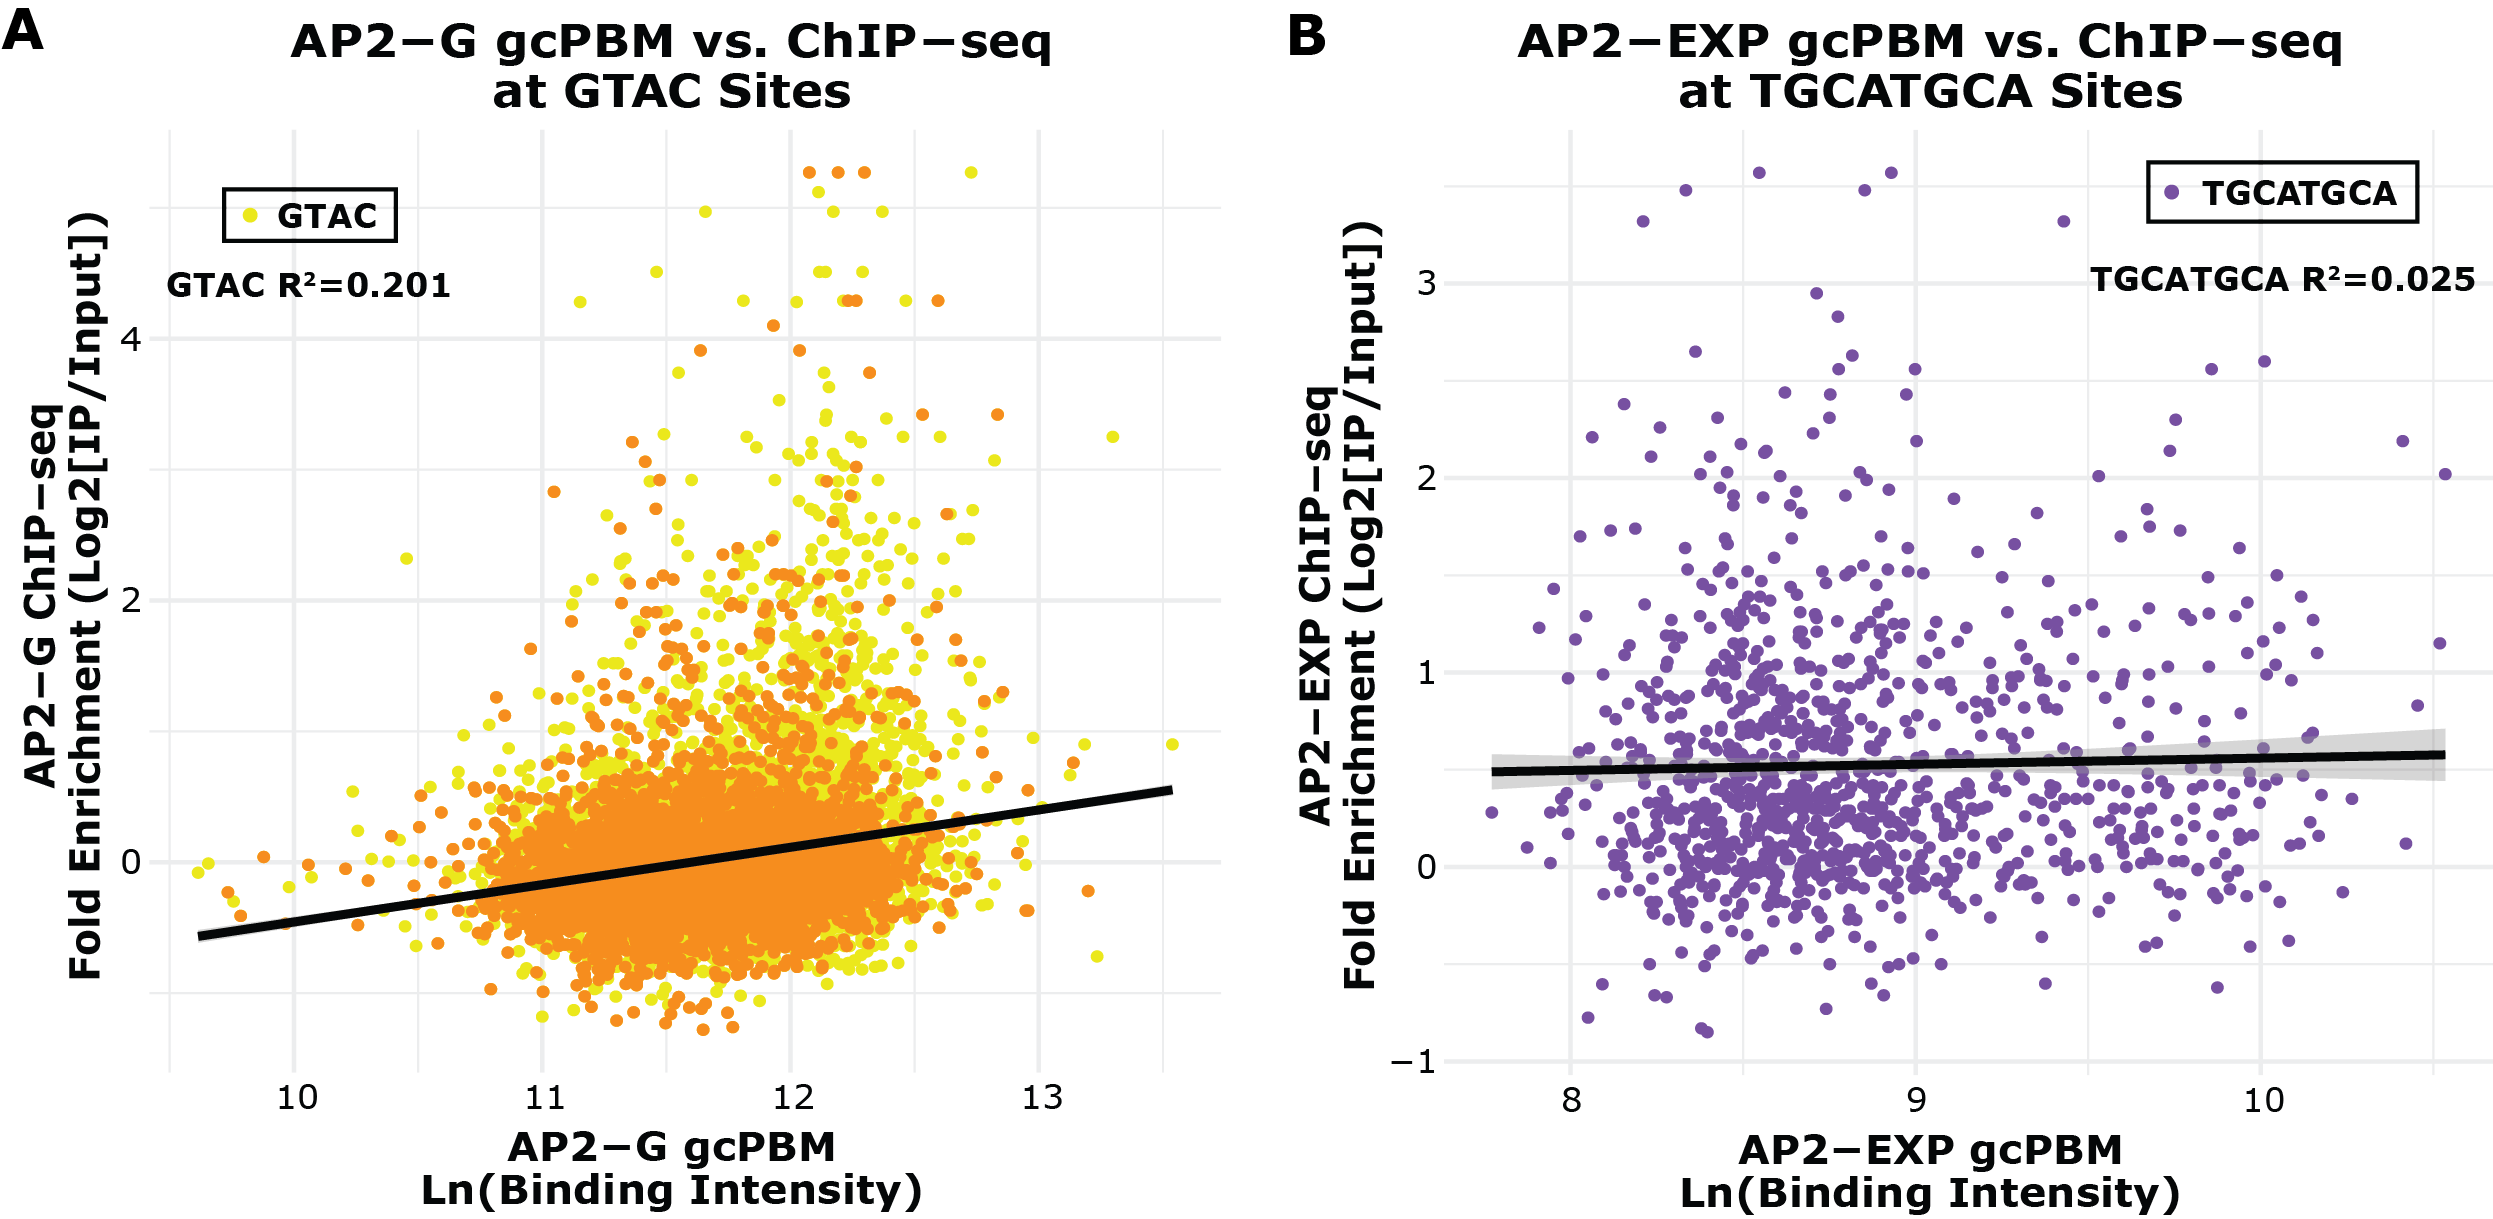

**Supplemental Figure 23: Comparing AP2-G and AP2-EXP binding *in vitro* and *in vivo***

**(A)** Comparison of AP2-G gcPBM binding intensity and AP2-G ChIP-seq fold enrichment (Log_2_[IP/Input]) across GTAC sites (Yellow). *Top Right:* Pearson correlation values for all data points; **(B)** Comparison of AP2-EXP gcPBM binding intensity and AP2-EXP ChIP-seq fold enrichment (Log_2_[IP/Input]) across TGCATGCA sites (Purple). *Top Right:* Pearson correlation values for all data points.

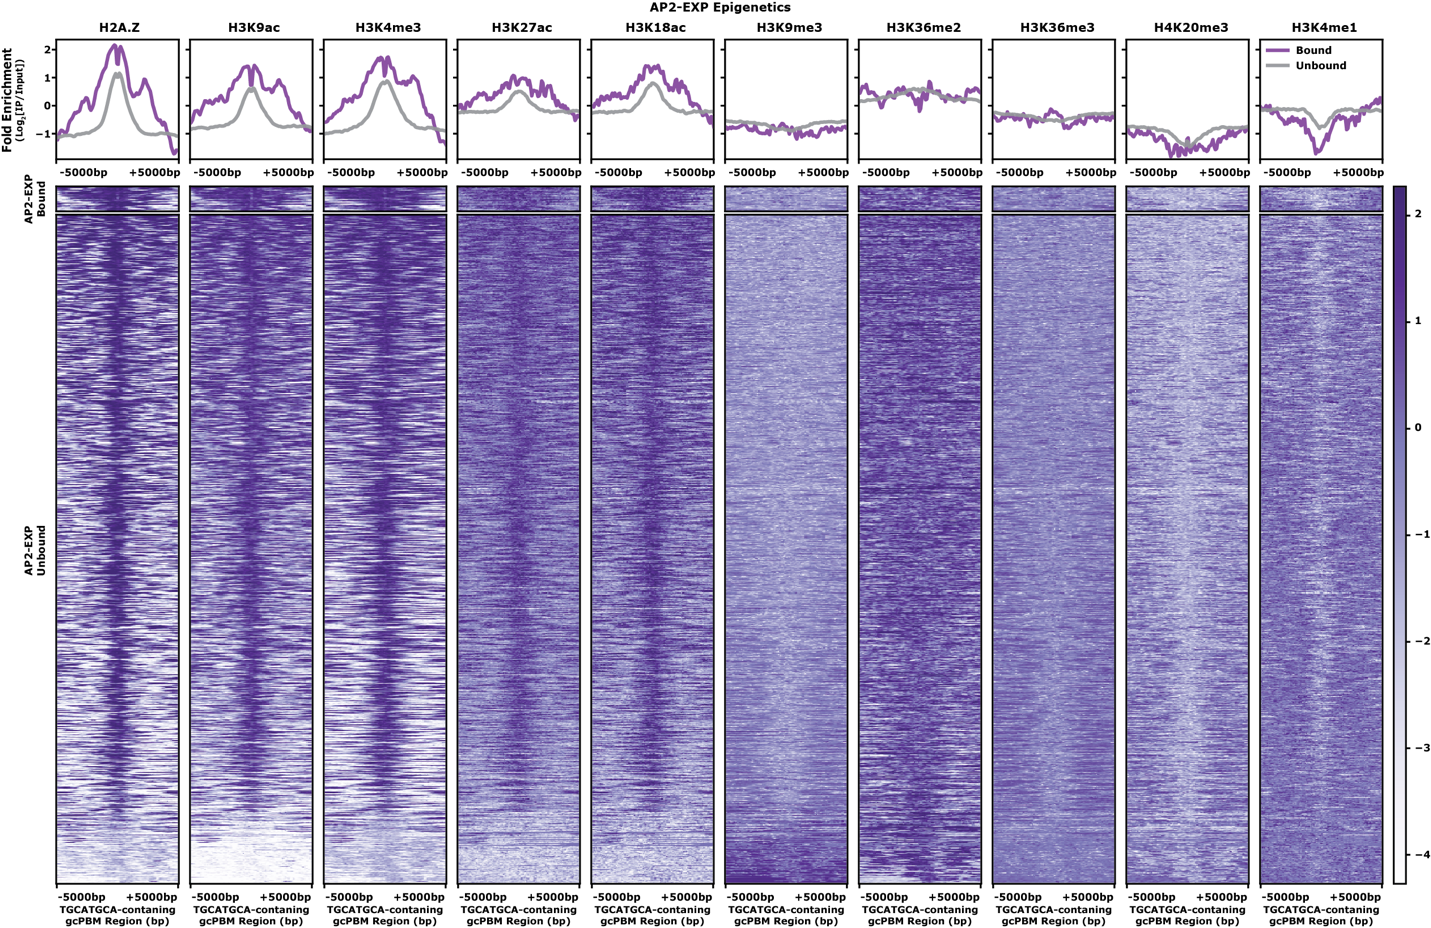

**Supplemental Figure 24: Epigenetic landscape of AP2-EXP ChIP-bound and ChIP-unbound TGCATGCA-containing sites**

*Top:* Profile plot of the mean ChIP-seq fold enrichment (Log_2_[IP/Input]) of five activation epigenetic marks (H2A.Z, H3K9ac, H3K4me3, H3K27ac, and H3K18ac) and five repression epigenetic marks (H3K9me3, H3K36me2/3, H4K20me3, and H3K4me1) for AP2-EXP ChIP-bound (Purple) and ChIP-unbound (Grey) sites. *Bottom:* Heatmap of ChIP-seq fold enrichment (Log_2_[IP/Input]) of five activation epigenetic marks (H2A.Z, H3K9ac, H3K4me3, H3K27ac, and H3K18ac) and five repression epigenetic marks (H3K9me3, H3K36me2/3, H4K20me3, and H3K4me1) for AP2-EXP ChIP-bound (Purple) and ChIP-unbound (Grey) sites.

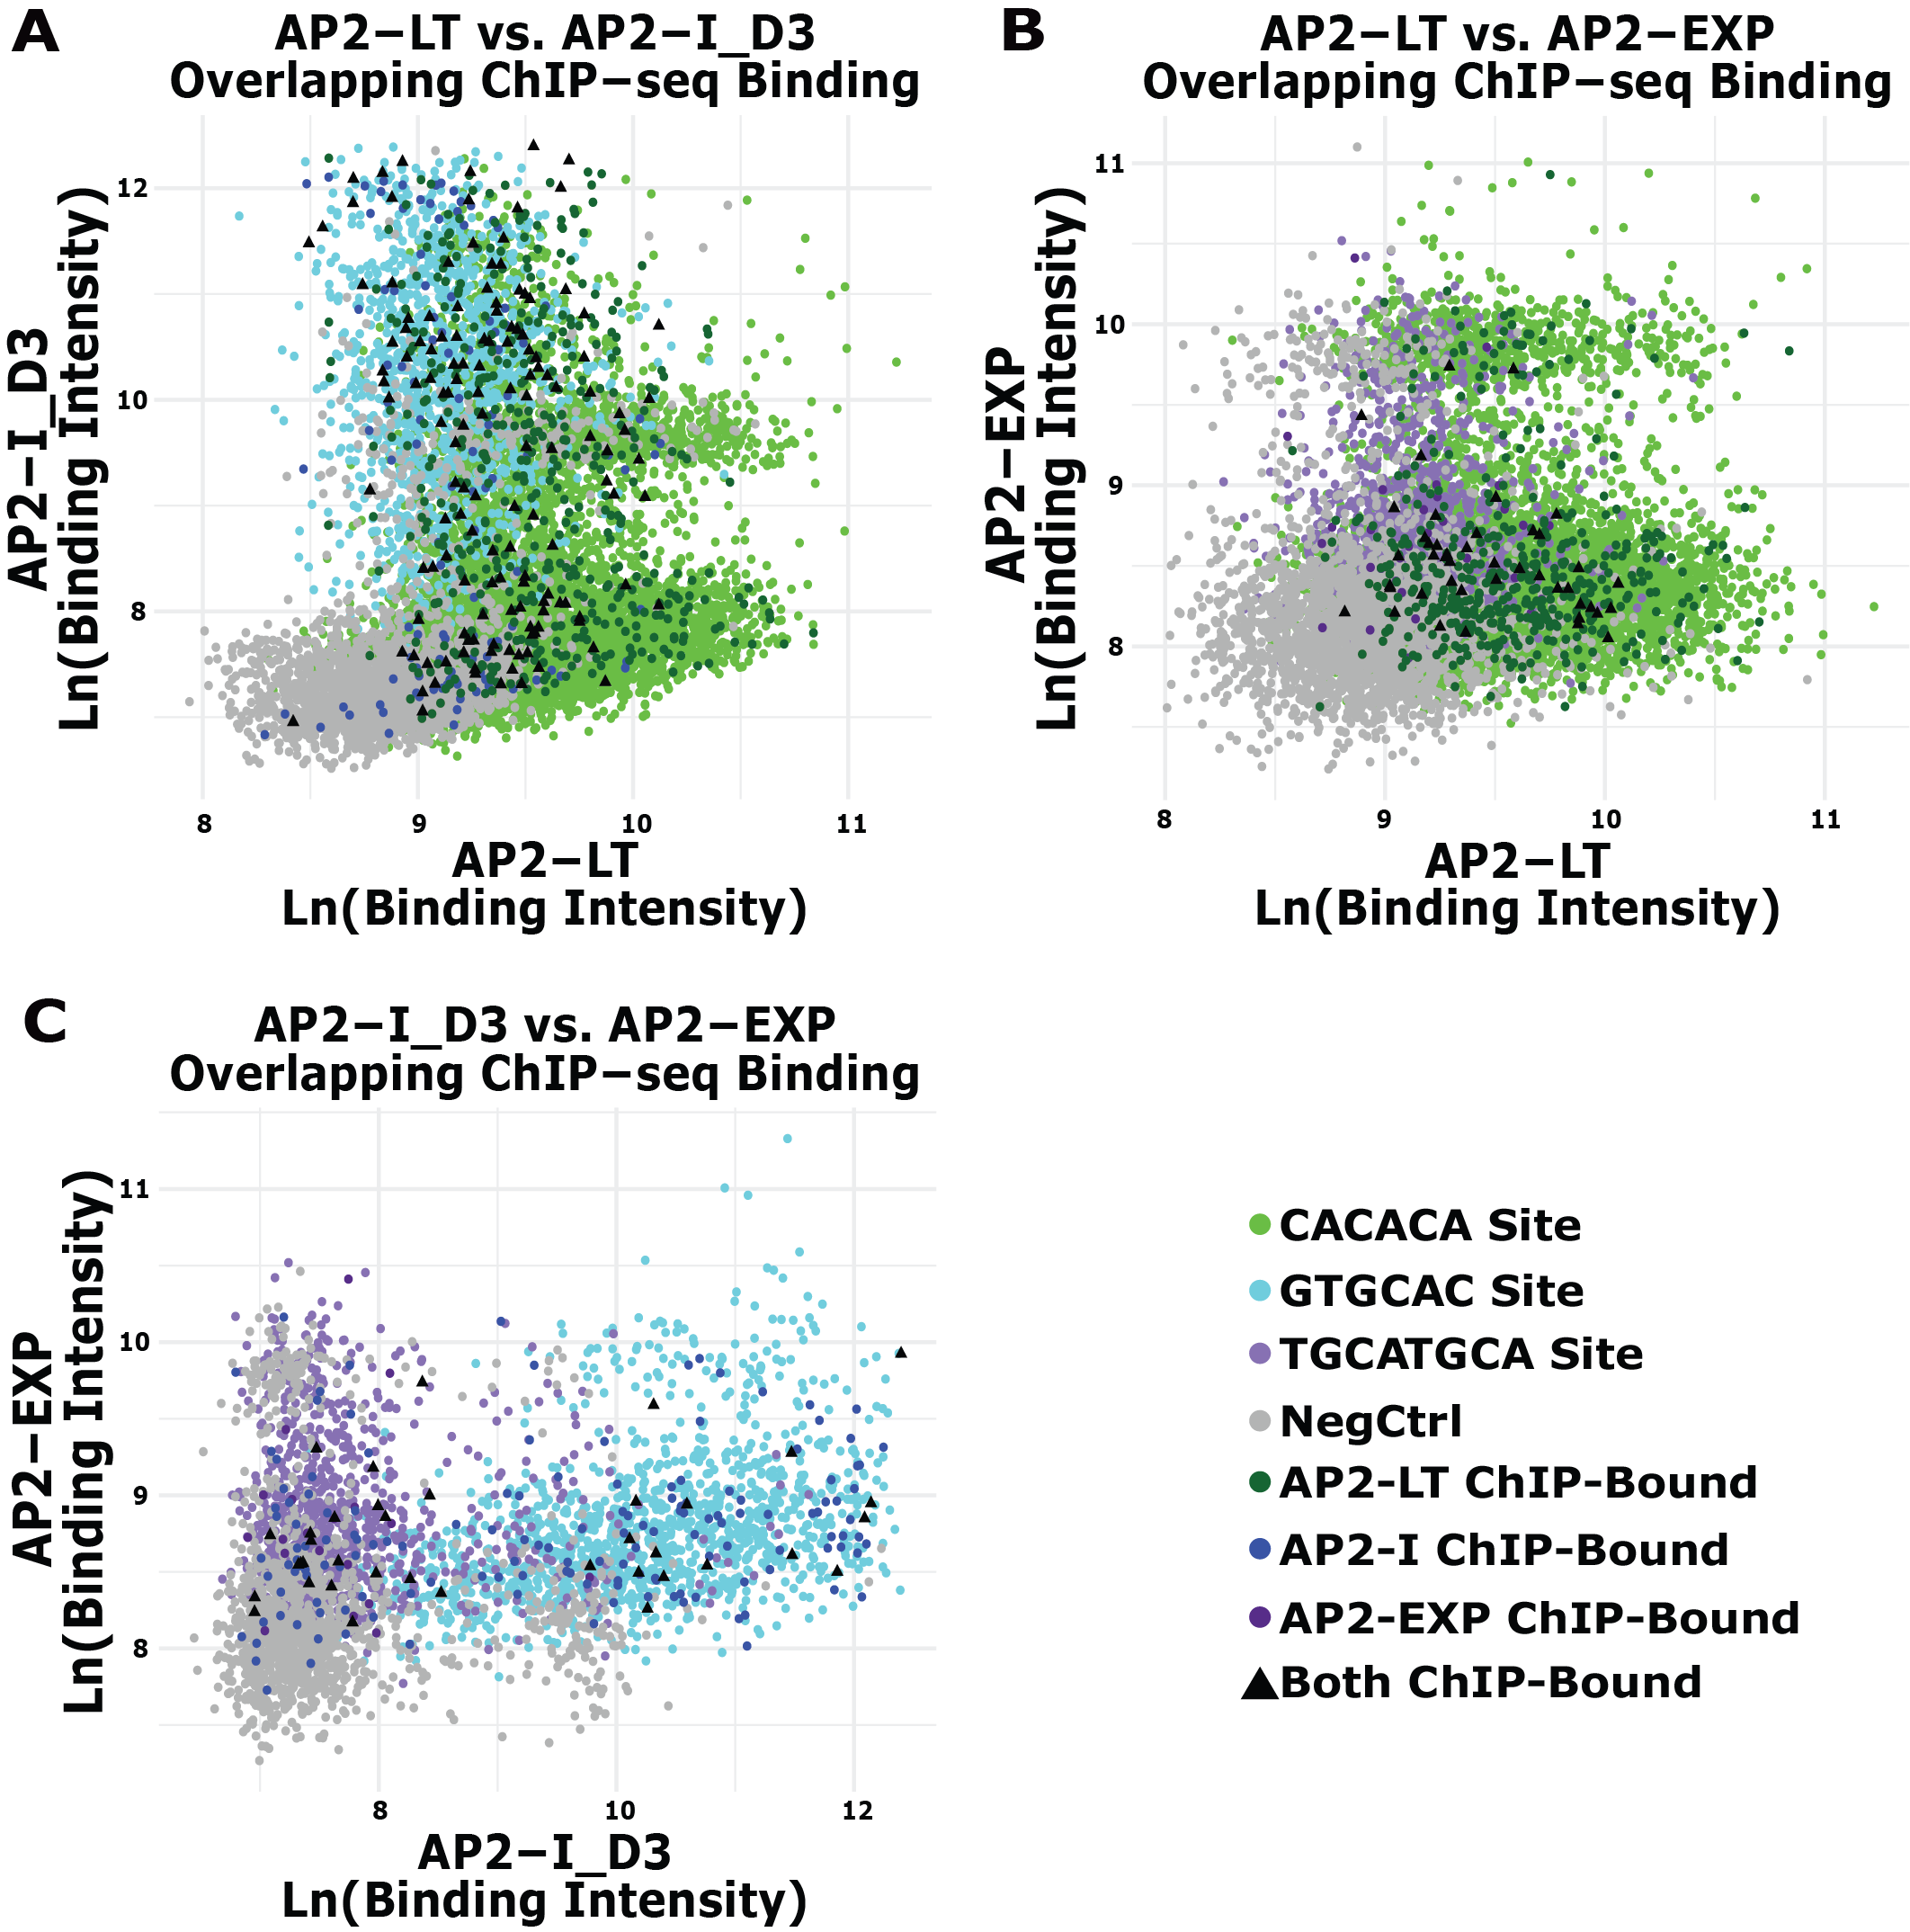

**Supplemental Figure 25: Overlapping *in vitro* binding preferences across DNA motif types**

(**A**) Comparison of the gcPBM binding intensities for AP2-LT and AP2-I_D3. Negative control sequences (Grey), CACACA-containing sequences (Green), GTGCAC-containing sequences (Blue), TGCATGCA-containing sequences (Purple), AP2-LT ChIP-bound sequences (Dark Green), AP2-I ChIP-bound sequences (Dark Blue), AP2-EXP ChIP-bound sequences (Dark Purple), and AP2-LT/AP2-I, AP2-LT/AP2-EXP, or AP2-I/AP2-EXP co-bound ChIP-bound sequences (Black triangle); (**B**) Comparison of the binding intensities for AP2-LT and AP2-EXP; and (**C**) Comparison of the binding intensities for AP2-I_D3 and AP2-EXP.

**Supplemental Files Captions:**

**Materials Reagent List:**

All reagents used in this study including company name and catalog number.

**Supplemental File 1: DNA sequence probes designed for this study**

Using position weight matrix (PWM) data from published work, all instances of each motif were identified in the *P. falciparum* genome (plasmoDB: 3D7 strain genome release v38), with a motif E-score cutoff of >0.45. Only intergenic regions (excluding telomeric regions) were used for the gcPBM design. Each TF also contained motif-containing dsDNA probes and associated non-motif-containing negative control probes represented in each gcPBM experiment. Negative control probes, randomly chosen sites without the motif of interest, for each motif type were included to observe non-specific binding of each TF to genomic regions not containing the motif of interest, which was necessary due to the A/T-rich *P. falciparum* genome. HDP1 was identified just after the design of the gcPBM experiment, therefore the HDP1 PWM was not used for the design, but was added as an additional GTGCAC-binding TF in this study. All gcPBM binding intensity data for each probe and each protein tested (with technical replicates) are included in this table.

**Supplemental File 2: DNA sequences for each DNA primer or oligo for cloning and electrophoretic mobility shift assays (EMSAs)**

Oligo sequences used for electrophoretic mobility shift assays (EMSAs). Each 36-bp sequence was taken from the gcPBM design and ordered with a 5`-biotin fused only to the forward sequence (and a non-modified reverse sequence for double stranding).

**Supplemental File 3: DNA shape distance predictions for extended motif point mutations**

The DNA oligos used to investigate the impact of DNA shape on binding were generated by the mutation design tool of TFBSshape. This tool produces oligo sequences with mutations that preserve DNA sequence or shape features according to the distance between their wild type and mutant. The sequence distance is determined by Levenshtein distance that sums the number of substitutions, deletions or insertions required to transform from a mutant to its wild type sequence. The shape distance is calculated in Euclidean distance between two normalized shape feature vectors for a wild type and its mutant sequence. The normalized shape features including Helix Twist (HelT), Minor Groove Width (MGW), Propeller Twist (ProT), and Roll are derived from DNAShapeR. Three bps on the flanks of the fixed core ‘AGTGCATTA’ were subjected to mutation, as shown in lowercase. In this case, the oligos with the maximum shape distance, with respect to the preserved sequence distance, were selected.

**Supplemental File 4: ChIP-seq MACS2 outputs for each replicate**

Three biological replicates of ChIP-seq were conducted around 40hpi (hours post invasion), which is the time of peak protein expression of AP2-LT during the 48-hour asexual blood stage. An additional ChIP-seq experiment was done with a non-modified parasite line (with the same 3D7 strain genetic background as the tagged line) to serve as a no-epitope negative control, which resulted in only one significant peak overlapping with the tagged line ChIP-seq combined replicates. This table contains the MACS2 Narrow Peaks and Fold Enrichment Table outputs for the three biological replicates and single negative control sample.

**Supplemental File 5: All core 6-mer sequences for each motif type and the number of times the 6-mer is represented on the gcPBM design**

All 6-mer sequences represented on the array design for each motif type (CACACA, GTGCAC, GTAC, and TGCATGCA). 

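Counted over the probes of the tables, GCACAC was the second most common central 6-mer of the CACACA type (911 probes), followed by ACACAT (604). Among GTGCAC probes GTGCAA was at the centre of 259. Among GTAC probes AGTACA (1445) and TGTACT (1307) followed, and for TGCATGCA probes the 6 central bases were most often ACATGC (488). The 6-mer is taken at the centre of the 36-bp probe, 1 time per probe and not per replicate spot.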

Each 6-mer DNA sequence is categorized under their motif type with the number of times it is represented in the gcPBM design (not calculating for the 6-8 replicated spots).

**Supplemental File 6: Data underlying Figure 3 transcription profile**

AP2-LT predicted putative target genes are defined by having a peak inside of the gene coding sequence or no more than 2kb upstream of the target gene transcription start site (TSS). This table includes the gene ID, gene annotation, cluster bin, and mean-centered transcript abundance (Chappell *et al.* 2020) of each gene target of AP2-LT determined by ChIP-seq.

**Supplemental File 7: Gene Ontology (GO) terms for AP2-LT gene targets for Figure 3**

This table includes the GO term IDs, GO term name, number of genes in GO term background (bgd count), number of genes from AP2-LT putative gene targets in GO term background (result count), gene IDs of all AP2-LT targets in GO term background (result gene list), percentage of AP2-LT targets over GO term background (pct of bgd), fold enrichment, odds ratio, p-value, Benjamini-adjusted p-value, and Bonferroni-adjusted p-value.

How the deposited data were processed for this re-analysis (not part of the article)

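The data are protein-binding microarray measurements of 8 DNA-binding domains (DBDs) on 12 arrays. PF3D7_0420300_D1, AP2-HC, SIP2_D1 and HDP1 have 1 array each, and AP2-LT, AP2-I_D3, AP2-G and AP2-EXP have 2 technical replicates each. Every array holds the same 24639 unique 36-bp probes in 2 orientations.

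The authors scanned each array at 488 nm with a GenePix scanner, aligned the images in the GenePix software, and normalized the spot intensity with the Masliner program and the published protein-binding microarray programs, whose versions are not given in the sources used here. The authors deposited the natural log of the median intensity over the replicate spots of a probe in each orientation, the difference of these values and their maximum. A table of the whole series deposited by the authors holds the same natural log maxima for all arrays. The maxima of each array were taken from its own table. By probe name, the columns of the series table for AP2-I_D3 replicate 2, AP2-G replicate 2 and both AP2-EXP replicates were equal to the tables of these arrays (within 1e-05) in 5.66% to 5.67% of probes, and by row position in 100% of them, so that table was not used for the main values. No scaling between arrays was added, except where limma was used. The arrays differ in overall level, from a median of 6.67 for HDP1 to 10.6 for AP2-G replicate 1, and their number limits the precision. AP2-G replicate 1 holds 5 and 6 values of 0 in its orientations, which were kept.

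Conditions, replicates and motif groups come from the sample labels and the paper. Replicate 1 gives the main values, and replicate 2 was used as an alternative. No pairing of arrays by replicate number was used for the main values, because the correlation of replicate differences between DBDs ranged from -0.278 to 0.422.

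From the deposited values, the following were computed in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, scikit-learn 1.9.0, matplotlib 3.10.9). Differences in medians between probe classes were tested with 100000 resamples, two-sided, so that 1e-05 is the smallest p. Fold values are the exponential of the difference in natural log medians. Pearson's r was computed over probes. Features of the 100 highest probes and of the 100 probes with the highest fold change each way were tested with Fisher's exact test, adjusted by Benjamini-Hochberg over 28 and 48 tests. Odds ratios have 0.5 added to each cell. The features were CACACACA (4 CA repeats), GGTGCAC, AGTGCATTA and TGTGCACA, an AT repeat (3 AT dinucleotides) in the 12 nt of the 3′ flank, and GC content. The specifically bound share uses the 90th percentile of the negative control probes. Central 8-mers needed at least 5 probes. Ridge regression on single bases used a penalty of 1 and 10 folds, with a proximal window of 3 nt on each side of the core. Probes with low complexity hold a run of 10 A or T, or an AT repeat of 12 nt. An AT-repeat end is an alternating A/T run of at least 10 nt at either end of the probe. Matching for GC content compared probes within classes of equal GC content, with 500 permutations within the classes, so that 0.002 is the smallest p of that step.

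Differences between DBDs for single probes were fitted with limma 3.58.1 in R 4.3.3 on all 12 arrays, with 1 coefficient per DBD and each array centred on its median over the compared probes. The residual spread rests on the 4 replicated DBDs (4 degrees of freedom), and a DBD with 1 array is assumed to vary like these. The threshold was an adjusted p under 0.05.

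The statistics were tested on simulated data. Of 200 null comparisons, a share of 0.06 was called at 0.05, and a simulated shift of 0.5 was recovered as 0.506. For limma, a first simulation changed 100 of 9388 CACACA probes by 0.5 and 100 by 1. For both AP2-LT against AP2-HC and PF3D7_0420300_D1 against AP2-HC it recovered 0 of 100 at either size, with 0 false calls. A second simulation, made after the first, changed 50 probes each by 0.5, 1, 2 and 3. For AP2-LT against AP2-HC it recovered 1, 17, 38 and 48 of 50, with 7 false calls, and for PF3D7_0420300_D1 against AP2-HC 1, 11, 29 and 42 of 50, with 4 false calls.

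The probes named in the text follow a rule set in advance: the unmutated gel shift probes, the 3 highest probes of the own motif for each DBD, and the 3 probes with the largest limma differences each way in each comparison. Some AP2-LT values of negative control probes had been visible in a supplementary table at that time.

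Alternatives set before the data were examined changed the orientation, the replicate, the probe classes, the thresholds, the number of top probes, the correlation measure, the scaling and the low-complexity filter. Alternatives added after the data had been seen are each orientation alone for the top and preferred probes and the correlations, the removal of probes with AT-repeat ends, control probes matched for GC content, the series table joined by probe name, and limma on 8 arrays with no block. The test of AT repeats away from the motif was also added then. The alternatives were counted only for the features that the text reports. That restriction was made after the results of all features under all alternatives had been seen, and it leaves out words of another DBD and the GC content of preferred probes.

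Comparisons of ChIP-bound with unbound sites and of probes grouped by neighbouring genes need the genome sequence of the build used for the array, and are not analysed here. Gel shift images, ChIP-seq and DNA shape were not analysed here.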

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

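The tests chosen only after the result was seen are those of the ends of the probes by orientation, of AT repeats away from the ends, of the 2 explanations for the AP2-LT flanks, of GC content in parts of the other-motif pattern and of the choice of control probes, as well as the comparison of end excesses between DBDs.

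Signal in data the paper does not show. The paper shows 8 of the 24 combinations of a DBD and the probes of another motif. In all 16 others, the motif probes were brighter than the negative control probes of the DBD's own motif on its replicate 1 array. Each p was 1e-05, the smallest the permutations can give. On the natural log scale, the difference in medians was 0.116 on GTGCAC, 0.106 on GTAC and 0.114 on TGCATGCA probes for PF3D7_0420300_D1, 0.185 on GTAC probes for AP2-LT, and 0.143, 0.136 and 0.135 on GTGCAC, GTAC and TGCATGCA probes for AP2-HC. It was 0.197, 0.165 and 0.117 on CACACA, GTAC and TGCATGCA probes for SIP2_D1, 0.447, 0.164 and 0.374 on the same 3 kinds for HDP1, 0.370 and 0.152 on CACACA and TGCATGCA probes for AP2-G, and 0.187 on GTAC probes for AP2-EXP. The share of pairs in which the motif probe was the brighter ranged from 0.605 (AP2-G on TGCATGCA) to 0.757 (HDP1 on CACACA). On replicate 2, the AP2-G difference on CACACA probes was 0.229.

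For all 24 combinations together, exact own-motif words inside the other probes (CACACA, GTGCA, GTAC or GCATG, either strand) are argued against as the whole cause. Without such probes a median of 0.953 of the difference was left (quartiles 0.831 to 0.964), and 24 of 24 stayed past the threshold. Looser forms of a motif stayed in and were not tested, since only 7880 of the 9388 CACACA probes hold CACACA itself. On TGCATGCA probes the share left was 0.518 for SIP2_D1, 0.712 for AP2-I_D3 and 0.743 for HDP1. The choice of control probes is argued against as the whole cause, with 0.934 left (quartiles 0.854 to 1.05). GC content is argued against for SIP2_D1, AP2-I_D3 and HDP1, where matching for it left 1.03 of the difference (0.896 to 1.22, 9 of 9 past the threshold). For the other DBDs it may be part of the cause and not the whole, with 0.559 left (0.301 to 0.820, 14 of 14), except that for AP2-G on TGCATGCA the difference went from 0.152 to -0.0262 (share left -0.172, adjusted p 0.463), as GC content would give. Over the 24 combinations the share left was 0.756 with quartiles from 0.523 to 0.959, so that its part in the whole set cannot be told apart from other causes, and no biological explanation was tested.

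A difference between DBDs. On GTAC probes in orientation 2, the 442 probes with an AT repeat at the 3′ end were compared with the 5315 without an AT repeat. For each probe, the value of PF3D7_0420300_D1 was subtracted from that of another DBD on replicate 1 arrays. The median of this per-probe difference over the end-repeat probes, minus its median over the others, was 0.590 for AP2-LT, 0.0231 for AP2-HC, 2.16 for SIP2_D1, 2.03 for AP2-I_D3, 2.77 for HDP1, -0.133 for AP2-G and 1.55 for AP2-EXP. The adjusted p was 1.4e-05 for 5 of them, 0.00279 for AP2-HC and 1.05e-04 for AP2-G. These tests compare probes on 1 array per DBD, so that arrays and DBDs are not separated, and on AP2-I_D3 replicate 2 the excess itself was 0.981 against 2.09 on replicate 1. For AP2-G the excess was -0.00668 on replicate 2 against -0.130 on replicate 1.

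For this brightness of AT-repeat ends, repeats away from the ends had a median of 0.0338 of the end excess over the GTAC probes of the 8 arrays with an end excess above 0.5 (-0.0406 to 0.223). Binding to AT repeats wherever they lie is argued against as the whole cause for the 6 of these arrays that are not of AP2-LT. There the median share was 0.127 on negative control probes and 0.00757 on GTAC probes (highest 0.168). For the 2 AP2-LT arrays it stays open, since the share was 0.500 and 0.487 on negative control probes (median 0.493) and 0.223 and 0.183 on GTAC probes. These shares do not mean that repeats away from the ends gave no signal. In orientation 2 their excess on negative control probes was 0.468 for HDP1, 0.429 for SIP2_D1 and 0.411 for AP2-LT replicate 1. On GTAC probes it was 0.162, 0.127 and 0.129. Low GC content is argued against on the GTAC probes of the 8 arrays, with 1.07 of the excess left after matching for it (1.00 to 1.25). An end effect tied to the orientation of the probe stays open and is a candidate explanation, and over the 12 arrays the 3′-end excess was higher in orientation 2 than in orientation 1 by a median of 0.729 (-0.186 to 2.65), with -0.867 for the 5′ end, while no biological explanation was tested.

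The AT repeats in the 3′ flank of probes preferred by AP2-LT over AP2-HC may come from this end effect. Their odds ratio was 1.03 by orientation 1 alone (95% interval 0.665 to 1.59) and 76.6 by orientation 2 alone. A preference of the AP2-LT DBD for AT repeats in the flank cannot be told apart from it, because the interval of orientation 1 includes both 1 and 1.5. Without AT-repeat ends the odds ratio was 0.710, but this leaves out 94 of the 100 probes that make up the pattern. No biological explanation beyond that preference was tested.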

How the results depend on the processing

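Each orientation alone, the removal of probes with AT-repeat ends, GC-matched controls, the series table joined by name, limma on 8 arrays with no block and the test of distal AT repeats were chosen after the data had been seen, and the other alternatives before the data were examined. Of 732 planned recalculations, 561 kept the direction and the side of the threshold (or moved by less than the spread), 12 became weaker, 4 became stronger, 9 turned direction and 146 moved. Of 199 added ones the counts were 140, 12, 7, 22 and 18. These counts cover the features that the text reports, a restriction made after all values had been seen. For the features of top and preferred probes that it leaves out, 90 of 118 planned recalculations kept direction and threshold, 17 became weaker and 11 stronger, and of 99 added ones 85 kept them, 5 became weaker, 4 stronger and 5 turned direction. The preference of each of the 8 DBDs for its own motif (52 planned recalculations, difference from 0.377 to 3.03), the ranking of 8-mers (14, from 0.531 to 2.70), the extended motifs (21, from 0.240 to 3.17) and binding to other motifs in the 108 planned recalculations kept direction and threshold. Among values that kept both, some moved by over 1.5 times without replicate 1: AP2-G on GTGCAC (0.463 to 0.266) and CACACA (0.370 to 0.229), AP2-EXP on GTGCAC (0.518 to 0.180), AP2-I_D3 on GTAC (0.281 to 0.146) and TGCATGCA (0.219 to 0.400), the own-motif difference of AP2-G (1.83 to 0.887), and the odds ratio of AGTGCATTA in the top AP2-I_D3 probes (42.6 to 4.29), where GGTGCAC then had 5.13. For AP2-I_D3, the own extended motif over GGTGCAC went from 0.774 to 0.240 and over TGTGCACA from 1.84 to 0.687, and the 8-mer difference from 1.60 to 0.939. Signal over background was lowest for AP2-EXP by the share of own motif probes above the 90th percentile of its controls (15.6%, against 63.6% to 99.99% for the other 7 DBDs). It was not the lowest without low-complexity probes (62.9%, against 62.2% for PF3D7_0420300_D1). By the difference in medians, 0.546, it was also above PF3D7_0420300_D1 (0.460), AP2-LT (0.523) and AP2-HC (0.418), while its share of brighter pairs was the lowest (0.803). SIP2_D1, HDP1, AP2-HC and PF3D7_0420300_D1 have 1 array each, so that no replicate could be left out. Except where probes or arrays were removed by construction, the cause of a change was not tested.

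Width and bound share. As a standard deviation, which is on another scale than the interquartile range, the width was 1.13, 1.05 and 1.30 for SIP2_D1, AP2-I_D3 and HDP1. Without replicate 1 the interquartile range was 0.996 for AP2-I_D3 and 0.225 for AP2-G. The bound shares of the 8 DBDs (PF3D7_0420300_D1, AP2-LT, AP2-HC, SIP2_D1, AP2-I_D3, HDP1, AP2-G, AP2-EXP) were 49.6, 45.1, 60.4, 41.9, 70.1, 43.1, 98.8 and 6.42% with the 95th percentile, 81.3, 81.6, 85.9, 99.4, 99.4, 92.7, 100 and 65.9% with the 80th, and 62.2, 68.6, 70.0, 99.6, 99.6, 92.4, 100 and 62.9% without low-complexity probes. Without replicate 1 they were 66.6% for AP2-LT, 96.8% for AP2-I_D3 and 99.9% for AP2-G.

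Correlations, as r squared. Between replicates it was 0.966, 0.839 and 0.903 for AP2-LT, AP2-G and AP2-EXP with the mean of both orientations, 0.831 and 0.573 for AP2-I_D3 and AP2-G over motif probes alone, 0.647 for AP2-G by Spearman's rho, and 0.801 and 0.347 for AP2-I_D3 and AP2-G with the series table joined by probe name. For the CACACA pairs (PF3D7_0420300_D1 with AP2-LT, PF3D7_0420300_D1 with AP2-HC, AP2-LT with AP2-HC) it was 0.624, 0.688 and 0.678 over motif probes alone, 0.516, 0.567 and 0.569 above the 90th percentile in both, 0.845, 0.874 and 0.858 with the mean of both orientations, 0.873, 0.872 and 0.884 in orientation 1 and 0.741, 0.802 and 0.769 in orientation 2. By Spearman's rho the pairs of AP2-HC had 0.822 and 0.774, without low-complexity probes the pairs of AP2-LT had 0.805 and 0.797, and without replicate 1 these had 0.640 and 0.653. For the GTGCAC pairs (SIP2_D1 with AP2-I_D3, SIP2_D1 with HDP1, AP2-I_D3 with HDP1) it was 0.195, 0.149 and 0.265 over motif probes alone and 0.124, 0.0108 and 0.0532 above the 90th percentile in both. SIP2_D1 with AP2-I_D3 had 0.583 with the mean of both orientations and 0.468 in orientation 2. SIP2_D1 with HDP1 had 0.601 by Spearman's rho, 0.463 in orientation 1 and 0.481 in orientation 2, and AP2-I_D3 with HDP1 had 0.592 in orientation 1.

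AT repeats in the 3′ flank of the top probes, as odds ratios. With the mean of both orientations they were 0.891, 0.994 and 0.697 for PF3D7_0420300_D1, AP2-LT and AP2-EXP. In orientation 1 they were 1.10, 0.994, 1.68, 1.08, 0.895 and 0.878 for PF3D7_0420300_D1, AP2-LT, AP2-HC, SIP2_D1, AP2-I_D3 and AP2-EXP, and in orientation 2 0.984, 0.470 and 1.77 for AP2-I_D3, AP2-G and AP2-EXP. Without AT-repeat ends they were 0.700, 0.757, 1.13, 0.441 and 0.443 for PF3D7_0420300_D1, AP2-LT, SIP2_D1, AP2-G and AP2-EXP, and the median GC content of the top AP2-EXP probes was then higher by 5.56 percentage points. In the top 50 they were 1.11 and 2.11 for SIP2_D1 and AP2-EXP, in the top 200 0.738 and 1.31 for PF3D7_0420300_D1 and AP2-EXP, and without replicate 1 1.77 for AP2-EXP.

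Preferred probes, as odds ratios. For AT repeats in the 3′ flank of AP2-LT-preferred probes, those over PF3D7_0420300_D1 and AP2-HC were 0.787 and 1.03 in orientation 1 and 0.659 and 0.710 without AT-repeat ends. For AP2-HC-preferred probes they were 1.58 over PF3D7_0420300_D1 and 0.979 over AP2-LT in orientation 1, and 0.495 and 0.655 without AT-repeat ends. For PF3D7_0420300_D1 they were 0.791 over AP2-HC in orientation 1 and 0.885 over AP2-LT without AT-repeat ends. Among the GTGCAC-binding DBDs, AP2-I_D3 over SIP2_D1 had 0.861 in orientation 1 and 0.969 with the 95th percentile. AP2-I_D3 over HDP1 had 0.409 without replicate 1, 1.03 in the top 50, 1.00 with each array set to mean 0 and SD 1, and 1.07 without AT-repeat ends. In orientation 2, SIP2_D1 had 0.144 over AP2-I_D3 and 0.199 over HDP1, and HDP1 over SIP2_D1 had 1.38. The odds ratio of AGTGCATTA for AP2-I_D3 over HDP1 was 1.84 without replicate 1.

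For CACACACA in AP2-LT-preferred probes, the odds ratio over PF3D7_0420300_D1 was 1.16 without replicate 1, 0.456 in the top 50, 0.233 with each array set to mean 0 and SD 1, 0.454 with the 95th percentile, 0.497 in orientation 1, 1.16 in orientation 2 and 4.01 without AT-repeat ends. Over AP2-HC it was 1.06 without replicate 1, 0.726 with mean 0 and SD 1, 2.13 in orientation 1 and 1.96 without AT-repeat ends. For PF3D7_0420300_D1 it was 0.762 over AP2-LT with mean 0 and SD 1, no longer past the threshold (Fisher's exact test, adjusted p 0.293). Over AP2-HC it was 2.75 on that scale, 0.582 in the top 50 and 7.72 in orientation 1. AT repeats away from the motif in probes preferred by SIP2_D1 over HDP1 had 0.380, 0.521 and 0.397 in orientation 1, in orientation 2 and without AT-repeat ends, and those of HDP1 over AP2-I_D3 had 1.78 in orientation 2.

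R squared on held-out probes. Proximal bases, which include the core 6-mer, gave 0.649, 0.623, 0.643, 0.738, 0.758 and 0.601 for PF3D7_0420300_D1, AP2-LT, AP2-HC, SIP2_D1, HDP1 and AP2-EXP with the mean of both orientations, 0.609, 0.366 and 0.379 for AP2-I_D3, AP2-G and AP2-EXP without replicate 1, 0.568 for AP2-EXP without AT-repeat ends, and 0.502 and 0.503 for AP2-LT and AP2-HC with a window of 2 nt. Distal bases gave 0.429, 0.493, 0.438, -0.00216 and -0.0157 for PF3D7_0420300_D1, AP2-LT, AP2-HC, AP2-I_D3 and AP2-EXP with the mean of both orientations, 0.424, -0.0235 and -0.0114 for AP2-LT, AP2-I_D3 and AP2-EXP without replicate 1, and 0.381, 0.472, 0.380, -0.0210 and -0.0420 for PF3D7_0420300_D1, AP2-LT, AP2-HC, SIP2_D1 and AP2-EXP without AT-repeat ends. With a window of 2 nt they gave 0.427, 0.505, 0.437, -0.00426, 0.00532 and 0.0455 for PF3D7_0420300_D1, AP2-LT, AP2-HC, AP2-I_D3, HDP1 and AP2-G, and with 5 nt 0.291, 0.356, 0.273, -0.0300 and 0.0162 for PF3D7_0420300_D1, AP2-LT, AP2-HC, HDP1 and AP2-G. For AP2-LT a window of 2 nt places distal above proximal bases.

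Probes called by limma. With each array set to mean 0 and SD 1 the counts were 444, 97 and 479 for the CACACA pairs, 333, 293 and 212 for the GTGCAC pairs and 6760 for AP2-G against AP2-I_D3. After quantile normalization they were 399, 81 and 422 and 286, 237 and 207 for the CACACA and GTGCAC pairs. In the main setting 0 of 9388 were called for the CACACA pairs, with no other tool run. There 304, 393 and 438 have an unadjusted p under 0.05, each below the share of 0.05 expected with no difference. This does not show that the DBDs bind alike, because most simulated differences of 1 or less went uncalled. As deposited, AP2-G against AP2-I_D3 gave 9302. Against 3465 in the main setting, leaving out 1 array of AP2-G or AP2-I_D3, with the lone array assumed to vary like the other DBDs, gave from 1979 (without AP2-G replicate 1) to 3639 (without AP2-G replicate 2). With replicate number as a block over the 8 arrays of replicated DBDs, 3141 probes were called, 3019 of them shared with the main count. The numbers do not pair the arrays, since replicate differences of 2 DBDs correlated from -0.278 to 0.422. Among the probes named for the limma comparisons, XGTACX_site4176 (adjusted p 0.0383 in the main setting) missed the threshold with the block, without AP2-I_D3 replicate 1 and without AP2-I_D3 replicate 2, and none of them turned direction.

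Against GC-matched control probes, AP2-G on TGCATGCA probes turned to -0.0262, with an adjusted p of 0.463 from permutation within GC classes, while the other 23 combinations of DBD and other motif stayed above their controls. Comparisons with ChIP-seq peaks and of gene groups, and the alternatives set for them, were not run, because they need the genome of the build used for the array.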

Differences from the paper's values

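Of the alternatives named here, each orientation alone and the test of distal AT repeats were chosen after the data had been seen. The paper prints these values as R squared, but its 0.95 for AP2-LT replicates, 0.86 for PF3D7_0420300_D1 and AP2-HC and 0.85 for AP2-LT and AP2-HC stand beside an r of 0.954, 0.862 and 0.854 and an r squared of 0.909, 0.744 and 0.730, so r is compared here. Values within 0.0213 of the paper's, the SD of r when a replicate is swapped, are not counted as different. The paper's 0.80 for PF3D7_0420300_D1 and AP2-LT stands beside an r of 0.834 (r squared 0.695). Of the alternatives set before the data were examined, motif probes alone (0.790), Spearman's rho (0.818) and the array without replicate 1 (0.800) do not differ from the paper, while the mean of both orientations (0.919), probes above the 90th percentile in both (0.718) and the removal of low-complexity probes (0.897) do.

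For the GTGCAC-binding DBDs, the paper's 0.91 between AP2-I_D3 replicates stands beside 0.963 (r squared 0.927), its 0.44 for SIP2_D1 and AP2-I_D3 beside 0.789 (0.622), its 0.39 for SIP2_D1 and HDP1 beside 0.729 (0.531), and its 0.51 for AP2-I_D3 and HDP1 beside 0.803 (0.645). Motif probes alone, set before the data were examined, do not differ from the paper, with 0.912, 0.442, 0.386 and 0.514. The other alternatives set then all differ: Spearman's rho (0.958, 0.799, 0.775 and 0.800) and the mean of both orientations (0.979, 0.764, 0.732 and 0.804), and, for the 3 pairs of DBDs, probes above the 90th percentile in both (0.352, 0.104 and 0.231) and the removal of low-complexity probes (0.774, 0.713 and 0.798). Without replicate 1 of AP2-I_D3, its pairs with SIP2_D1 and HDP1 had 0.782 and 0.819.

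The paper describes an imperfect AT repeat 3′ of the motif among the top 100 probes of each CACACA-binding DBD. The count here is of at least 3 intact AT dinucleotides, so a looser repeat is not counted. AP2-LT had them in 43% of its top probes against 25.2% of the others, AP2-HC in 20% against 25.4%, and PF3D7_0420300_D1 in 13% against 25.5%. By orientation 1 alone the odds ratio was 1.10 for PF3D7_0420300_D1, 0.994 for AP2-LT and 1.68 for AP2-HC. The paper also describes no sequence pattern away from the motif for the GTGCAC-binding DBDs. Among 12 tests of AT repeats there, 2 passed the threshold: probes preferred by HDP1 over AP2-I_D3 held them on the 3′ side in 21% against 10.7% (adjusted p 0.0290), and those preferred by SIP2_D1 over HDP1 on the 5′ side in 4% against 13.7% (adjusted p 0.0290). The HDP1 result also passed in orientation 1 alone (odds ratio 2.89), with AP2-I_D3 replicate 2 (2.49) and without AT-repeat ends (2.45). It was lost in orientation 2 alone (odds ratio 1.78). The SIP2_D1 result was lost in either orientation alone (0.380 and 0.521) and without AT-repeat ends (0.397). Distal bases gave an R squared on held-out probes of -0.0334 for SIP2_D1, -0.0126 for AP2-I_D3 and -0.0196 for HDP1.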

Other observations

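The comparison of the series table by name was chosen after the data had been seen. In the deposited table of the whole series, the columns for AP2-I_D3 replicate 2, AP2-G replicate 2 and both AP2-EXP replicates equal the tables of the single arrays in 5.66% to 5.67% of probes by name and in 100% by position. Joined by name, r squared between replicates was 0.801 for AP2-I_D3 and 0.347 for AP2-G.

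On GTAC probes in orientation 2, the excess of probes with an AT repeat at the 3′ end was 2.91 for HDP1, 2.23 for SIP2_D1, 1.60 and 1.62 for the 2 AP2-EXP arrays, 0.578 and 0.843 for the 2 AP2-LT arrays, 0.0461 for AP2-HC and 0.0317 for PF3D7_0420300_D1. For AP2-G it was -0.130 and -0.00668 on replicates 1 and 2, and on negative control probes 0.470 and -0.257.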
